# TET knockout cells transit between pluripotent states and exhibit precocious germline entry

**DOI:** 10.1038/s44318-025-00597-9

**Published:** 2025-10-27

**Authors:** Raphaël Pantier, Elisa Barbieri, Sara Gonzalez Brito, Ella Thomson, Tülin Tatar, Douglas Colby, Man Zhang, Ian Chambers

**Keywords:** Primordial Germ Cells, TET Proteins, Pluripotency, Stem Cells, Differentiation, Chromatin, Transcription & Genomics, Development, Stem Cells & Regenerative Medicine

## Abstract

TET1, TET2 and TET3 are DNA demethylases with important roles in development and differentiation. To assess the contributions of TET proteins to cell function during early development, single and compound knockouts of *Tet* genes in mouse pluripotent embryonic stem cells (ESCs) were generated. Here, we show that TET proteins are not required to transit between naïve, formative and primed pluripotency states. Moreover, ESCs with double knockouts of *Tet1* and *Tet2* or triple knockouts of *Tet1, Tet2* and *Tet3* are phenotypically indistinguishable. TET1,2,3-deficient ESCs exhibit differentiation defects and fail to activate somatic gene expression, retaining expression of pluripotency transcription factors. Therefore, TET1 and TET2, but not TET3 act redundantly to facilitate somatic differentiation. Importantly however, TET-deficient ESCs can differentiate into primordial germ cell-like cells (PGCLCs), and do so at high efficiency in the presence or absence of PGC-promoting cytokines. Moreover, acquisition of a PGCLC transcriptional programme occurs more rapidly in TET-deficient cells. These results establish that TET proteins act at the juncture between somatic and germline fates: without TET proteins, epiblast cell differentiation defaults to the germline.

## Synopsis

The roles of TET DNA demethylases during early development remain poorly defined. This work uncovers independence of early mouse embryonic stem cell (ESC) transitions from TET proteins but a critical activity in supporting epiblast cell differentiation.

- TET proteins are dispensable for transitions between naïve, formative and primed ESC states.
- TET1 and TET2, but not TET3, are required for somatic differentiation of ESCs.
- TET-deficient ESCs differentiate precociously into primordial germ cell-like cells (PGCLCs).
- Germline differentiation of TET-depleted ESCs is cytokine-independent.

## Abstract (web summary)

TET DNA demethylases toggle somatic and germline ESC fates, safeguarding epiblast cell differentiation.

## Introduction

Ten eleven translocation (TET) proteins promote active DNA demethylation by catalysing the oxidation of 5-methylcytosine (Tahiliani et al, 2009; Ito et al, 2011; He et al, 2011). In mammals, TET proteins are encoded by three genes (*Tet1*, *Tet2* and *Tet3)* which share an evolutionary conserved catalytic domain. TET proteins interact with multiple transcription factors (Costa et al, 2013; Okashita et al, 2014; Rampal et al, 2014; Wang et al, 2015; Sardina et al, 2018; Pantier et al, 2020), which could mediate their targeting to enhancer elements (Lu et al, 2014; Hon et al, 2014; Bogdanović et al, 2016; Ginno et al, 2020; Charlton et al, 2020). Additionally, TETs interact with proteins modulating chromatin, such as *O*-glycosyltransferase (Vella et al, 2013; Deplus et al, 2013; Shi et al, 2013; Chen et al, 2013) and the SIN3A co-repressor complex (Williams et al, 2011; Chandru et al, 2018; Zhu et al, 2018). Such partner protein interactions may be important in mediating the critical role of TET proteins during embryonic development.

TET proteins are expressed during early embryonic development and in ESCs (Ito et al, 2010; Gu et al, 2011; Dawlaty et al, 2011; Koh et al, 2011). In mice, deletion of individual *Tet* genes is compatible with normal embryonic development but does lead to tissue-specific phenotypes during later foetal development and in adults (Dawlaty et al, 2011; Li et al, 2011; Gu et al, 2011; Yamaguchi et al, 2012). In particular, although initial germline commitment occurs normally, TET1 deficiency leads to defects during later gametogenesis, including incomplete reprogramming of genomic imprints and defective oocyte meiosis (Yamaguchi et al, 2012, 2013; Hackett et al, 2013; SanMiguel et al, 2018; Hill et al, 2018). Loss of TET2 causes defects in hematopoietic stem cell differentiation, leading predominantly to myeloid malignancies in adults (Li et al, 2011; Quivoron et al, 2011; Moran-Crusio et al, 2011; Ko et al, 2011; Muto et al, 2014). TET3 loss causes neonatal lethality, potentially due to its function in the reprogramming of the paternal genome in fertilised zygotes (Gu et al, 2011; Wang et al, 2013; Tsukada et al, 2015). In addition, the combined loss of TET1 and either TET2 or TET3 can cause morphological abnormalities and growth defects from embryonic day E10.5 (Dawlaty et al, 2013; Kang et al, 2015). Of note, a minority of *Tet1/2* double knockout mice can survive until adulthood and remain fertile (Dawlaty et al, 2013).

In contrast, embryos with triple knockouts of *Tet1, Tet2* and *Tet3* die shortly after implantation with gastrulation defects (Dai et al, 2016; Li et al, 2016). Consistent with this in vivo phenotype, ESCs with combined deletions of *Tet1, Tet2* and *Tet3* are blocked in somatic differentiation, whereas ESCs with single knockouts of *Tet* genes differentiate normally (Dawlaty et al, 2014; Verma et al, 2018). These studies indicate functional redundancy amongst TET proteins during early development of somatic cells. However, the abilities of cells lacking TET proteins to initiate differentiation into the germline have not been assessed. Here, we removed all *Tet* family genes, singly and in combination, and performed in vitro differentiation assays to monitor the relative contributions of TET1, TET2 and TET3 to cellular transitions during peri-implantation development. Comparative analyses of cells with single, double and triple *Tet* gene deletions confirmed the somatic differentiation block in TET-deficient cells. Our results extend previous findings by showing that the somatic differentiation block is not due to an inability of TET-deficient cells to transit from naïve, through formative to primed pluripotency. Our results also establish that TET-deficient cells are able to differentiate into the germline at high efficiency and do so at an accelerated rate and without the usual requirement for cytokine addition.

## Results

### Development of a novel strategy to knockout *Tet1/2/3* alleles by CRISPR/Cas9

Previous studies used a variety of approaches to knockout *Tet* alleles, including coding exon disruption by classic gene targeting (Li et al, 2011; Dawlaty et al, 2011; Gu et al, 2011; Yamaguchi et al, 2012; Zhang et al, 2013; Hu et al, 2014; Dai et al, 2016) or frameshift mutagenesis using CRISPR/Cas9 (Wang et al, 2013; Lu et al, 2014; Verma et al, 2018; Ginno et al, 2020). However, these strategies left open the formal possibility of truncated TET protein fragment expression. Therefore, to eliminate all endogenous *Tet1*, *Tet2* and *Tet3* coding potential, the *Tet* open reading frames were excised using CRISPR/Cas9 and two sgRNAs targeting the start and stop codons, respectively (Fig. EV1A–F). Single and combined *Tet* knockout cell lines were generated from wild-type E14Tg2a ESCs using a sequential strategy (Fig. EV1G). Since our previous analyses indicated that TET3 protein is undetectable in ESCs (Pantier et al, 2019), we focused our analysis of compound mutants on a comparison of *Tet1*^*−/−*^, *Tet2*^*−/−*^ double knockout (DKO) and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ triple knockout (TKO) cells. Targeted ESC lines were first assessed for expression of *Tet* mRNAs (Fig. EV1H). As expected, expression of *Tet1, Tet2 and Tet3* mRNAs was lost in ESCs carrying deletions of *Tet1*, *Tet2* and *Tet3*, respectively. For most subsequent experiments, we compared single and combined *Tet* knockout cell lines side by side using one clone for each genotype (T1KO C3, T2KO C26, T3KO C3, DKO C13 and TKO C15, see Fig. EV1G).

**Figure EV1:**
Genetic deletion of *Tet1/2/3* open reading frames by CRISPR/Cas9. For all loci the general targeting strategy is indicated (**A**, **C**, **E**) with two gRNAs (scissors) designed close to the start and stop codons, respectively. The position of genotyping primers and the sizes of PCR products are indicated. Open reading frames are indicated in blue and untranslated regions (UTRs) in grey. (**B**, **D**, **F**) Agarose gel analysis of PCR genotyping of *Tet1, 2* and *3* alleles in all cell lines, with the PCR reaction indicated on the left, and the deduced genotype at the top. (**A**) To knockout *Tet1*, wild-type E14Tg2a ESCs were co-transfected with Cas9 and two gRNAs targeting the *Tet1* start and stop codons, respectively. (**B**) Two *Tet1*^*−/−*^ clones carrying deletions of both *Tet1* alleles (C3 and C5) were obtained, as demonstrated by the presence of a PCR product for the knockout allele (FW1 + RV2) and the absence of a PCR product for the wild-type allele (FW1 + RV1). (**C**) *Tet2* knockout and *Tet1, Tet2* double knockout (hereafter referred to as DKO) cell lines were generated from E14Tg2a and *Tet1*^*−/−*^ C5 ESCs using the strategy shown. (**D**) Clones (C26, C34) lacking *Tet2* alleles and clones lacking both *Tet1* and *Tet2* alleles (C13, C19 and C24) were generated. (**E**) *Tet3* knockout and *Tet1, Tet2* and* Tet*3 triple knockout (hereafter referred to as TKO) ESCs lacking all six *Tet* alleles were generated from E14Tg2a and *Tet1*^*−/−*^, *Tet2*^*−/−*^ C13 ESCs as illustrated. (**F**) One clone lacking *Tet3* alleles (C3) and two TKO clones lacking all alleles for *Tet1, Tet2* and *Tet3* (C15, C19) were obtained. WT ctrl. Wild-type E14Tg2a ESCs (parental cell line), H_2_O ctrl. Control sample with no DNA template. (**G**) Summary of the *Tet* knockout ESC lines generated in this study and their interrelationships (see Fig. 1). Homozygous clone numbers are indicated within brackets. New rounds of targeting are indicated with arrows. (**H**) *Tet1*, *Tet2* and *Tet3* mRNA levels in the indicated ESC lines. mRNA levels were quantified by RT-qPCR, normalised to TBP mRNA levels, and expressed relative to levels in wild-type E14Tg2a ESCs (mRNA/TBP/WT ESC). Data points: replicate experiments, centre: mean, error bars: standard deviation, *n* = 2. Stars indicate statistical significance compared to wild-type (Student’s *t*-test). Individual *p* values are provided in Table EV1.

### TET1 and TET2, but not TET3, are required for somatic lineage commitment

To assess the ability of *Tet* knockout ESCs to undergo somatic differentiation, two distinct protocols were used: monolayer neural differentiation and embryoid body formation. Following monolayer neural differentiation (Ying et al, 2003), flattened differentiated cells appeared in wild-type, *Tet2*^*−/−*^ and *Tet3*^*−/−*^ cultures. In contrast, colonies with compact, rounded morphologies resembling ESC colonies persisted in *Tet1*^−/−^ single knockout*, Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cultures (Fig. 1A). After 8 days of differentiation, *Tet1*^−/−^ single knockout*, Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cultures also retained mRNAs encoding the pluripotency transcripts *Oct4*, *Esrrb* and *Rex1* (Fig. 1B). Compared to wild-type, *Tet2*^*−/−*^ and *Tet3*^*−/−*^ cell lines, *Tet1*^*−/−*^ cells showed reduced induction of the neural markers *Sox1*, *Ascl1*, *Tuj1* and *N-cadherin (Cdh2)* (Fig. 1C). *Ascl1*, *Tuj1* and *N-cadherin* (*Cdh2*) mRNAs were reduced further in *Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells (Fig. 1C). Consistent with these changes TUJ1-positive neurons were undetectable in *Tet1*^−/−^ single knockout, *Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cultures (Fig. 1D). These results show that the functions of TET1 and, to a lesser extent, TET2 are required in combination for efficient neural differentiation.

**Figure 1:**
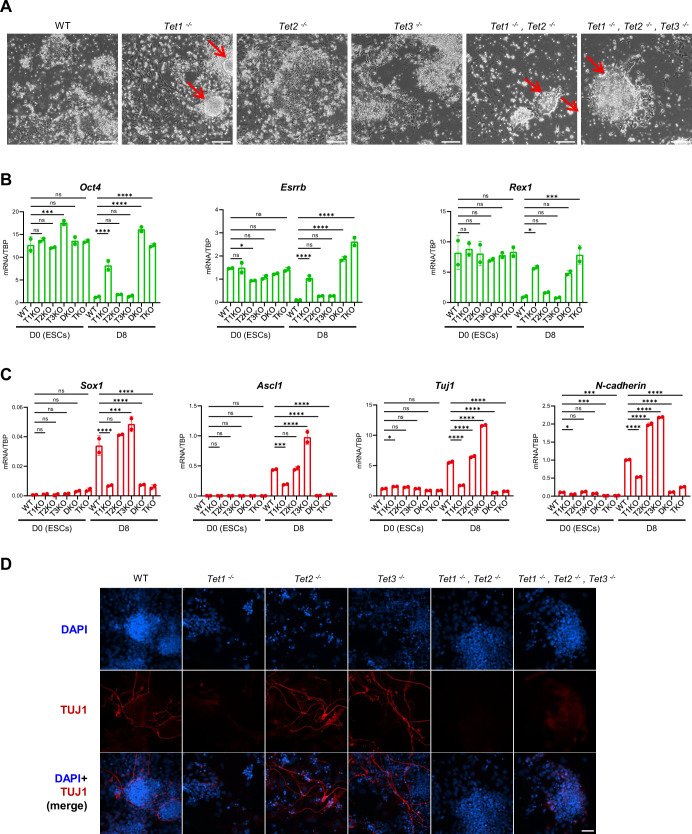
Phenotype of TET-deficient cells during monolayer neural differentiation. (**A**) Phase contrast images of the indicated live cell lines after monolayer neural differentiation for 6 days. Colonies retaining an undifferentiated morphology are indicated by red arrows. Scale bars: 100 µm. (**B**,** C**) mRNA levels of pluripotency factors (**B**) and neural markers (**C**) in the indicated cell lines cultured as ESCs in serum/LIF (D0) or after 8 days of monolayer neural differentiation (D8). mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels. Data are from a representative of two independent experiments (data points: technical replicates, centre: mean, error bars: standard deviation, *n* = 2). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**D**) Immunofluorescence for TUJ1 in the indicated cell lines after 8 days of monolayer neural differentiation (*n* = 3). Scale bar: 50 µm.

Multi-lineage differentiation was assessed after embryoid body (EB) formation. This showed the persistence of some colonies with an undifferentiated ESC-like morphology for *Tet1*^*−/−*^, *Tet2*^*−/*^^−^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells (Fig. 2A). In contrast, wild-type or single knockout *Tet* cultures appeared fully differentiated (Fig. 2A). In addition, after 14 days *Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO EBs retained expression of the pluripotency transcription factors *Oct4*, *Esrrb* and *Nanog* (Fig. 2B) and failed to upregulate the germ layer markers *Gata4*, *Col1a1, Flk1* and *Sox17* (Fig. 2C). Furthermore, *Tet1*^*−/−-*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO EBs also showed an almost complete lack of beating colonies, indicating a block to mature cardiomyocyte differentiation (Fig. 2D).

**Figure 2:**
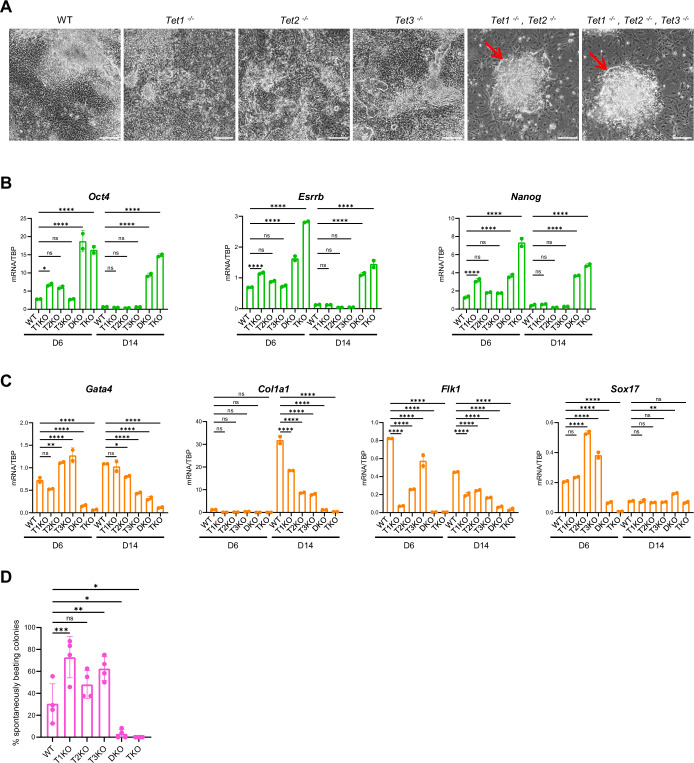
Phenotype of TET-deficient cells during embryoid body differentiation. (**A**) Phase contrast images of the indicated live cell lines following 13 days of embryoid bodies (EB) differentiation. Colonies retaining an undifferentiated morphology are indicated by red arrows. Scale bars: 100 µm. (**B**,** C**) mRNA levels of pluripotency factors (**B**) and lineage markers (**C**) in the indicated cell lines following embryoid body formation (D6) and after a further 8 days of differentiation as outgrowths (D14). mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels. Data are from a representative of two independent experiments (data points: technical replicates, centre: mean, error bars: standard deviation, *n* = 2). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**D**) Proportion (%) of spontaneously beating colonies following 13 days of EB differentiation with the indicated cell lines to assess cardiomyocyte differentiation (data points: replicate experiments, centre: mean, error bars: standard deviation, *n* = 4). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1.

Together, these results extend previous analysis (Dawlaty et al, 2014; Verma et al, 2018) by showing that it is the combined actions of TET1 and TET2, and not TET3, that are required for multi-lineage specification.

### The combined loss of TET1 and TET2 enhances ESC self-renewal

To examine the effect of *Tet* gene deletions on the undifferentiated ESC phenotype, we assessed the morphology, self-renewal efficiency and expression of pluripotency markers of *Tet* knockout ESC lines. At routine passaging density, phase contrast imaging of live ESC cultures indicated that loss of TET proteins did not affect ESC morphology (Fig. EV2A). To quantitatively assess self-renewal efficiency, *Tet* knockout ESCs were plated at clonal density, cultured for 7 days in the presence or absence of leukaemia inhibitory factor (LIF) and stained for alkaline phosphatase activity (Figs. 3A and EV2B). Interestingly, both *Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO ESCs showed a strong increase in the proportion of undifferentiated colonies formed in the presence of LIF (Fig. 3A). However, no differences were seen in the colonies formed by any of these lines in the absence of LIF (Fig. EV2B). This increased responsiveness to LIF was reflected in the morphology of individual colonies formed by *Tet1*^*−/−*^, *Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO ESC clones, which were more undifferentiated than wild-type or single *Tet* knockout ESCs, with fewer differentiated cells present at the edges (Fig. 3B). Together these results indicate that the redundant activities of TET1 and TET2 reduce the efficiency of ESC self-renewal.

**Figure 3:**
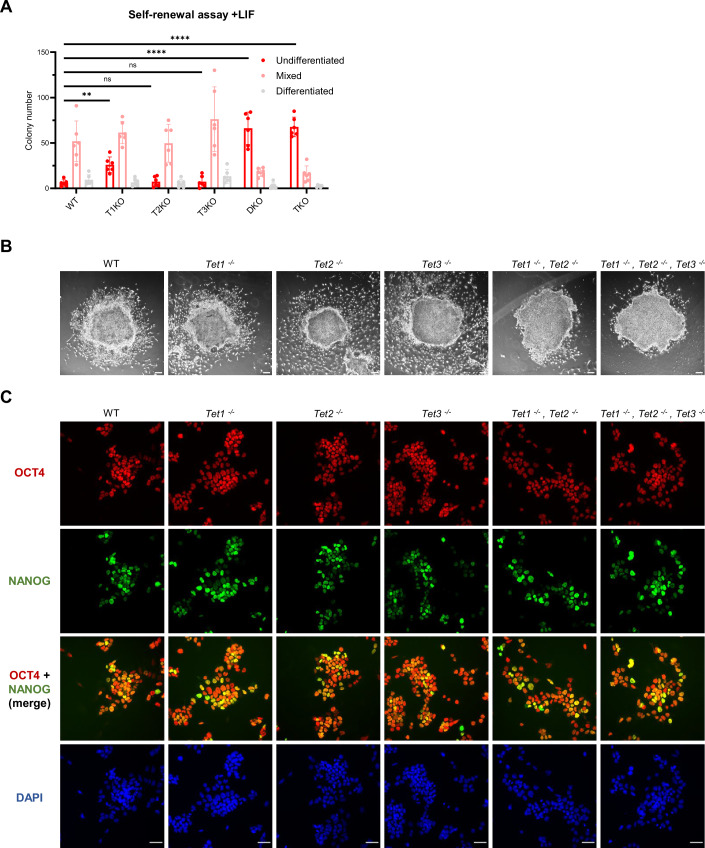
Characterisation of TET function during ESC self-renewal. (**A**) Alkaline phosphatase staining of the indicated ESC lines following plating at clonal density in serum/LIF medium for 7 days. Colonies were counted and categorised according to their alkaline phosphatase staining (data points: replicate wells, centre: mean, error bars: standard deviation, *n* = 6). Stars indicate statistical significance compared to wild-type for undifferentiated colonies (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**B**) For each of the genotypes quantified in (**A**) an image representative of the main class of colonies formed in serum/LIF is shown by phase contrast microscopy. Scale bars: 100 µm. (**C**) Co-immunofluorescence for OCT4 (red) and NANOG (green) in the indicated ESC lines cultured in serum/LIF. Scale bars: 50 µm.

**Figure EV2:**
Phenotype of TET-deficient lines in different pluripotent states. (**A**) Phase contrast images of the indicated live ESC lines cultured in serum/LIF. Scale bars: 100 µm. (**B**) Alkaline phosphatase staining of the indicated ESC lines following plating at clonal density in serum-containing medium without LIF for 7 days. Colonies were counted and categorised according to their alkaline phosphatase staining (data points: replicate wells, centre: mean, error bars: standard deviation, *n* = 6). Stars indicate statistical significance compared to wild-type for undifferentiated colonies (one-way ANOVA test). Individual p-values are provided in Table EV1. (**C**) Phase contrast images of the indicated live ESC lines cultured in 2i/LIF and following 48 h of EpiLC differentiation in activin/FGF. Scale bars:100 µm. (**D**) Phase contrast images of the indicated live EpiSC lines (passage 11) cultured in activin/FGF. Scale bars:100 µm.

However, co-immunofluorescence analysis indicated that single and combined *Tet* gene deletions did not affect the levels and distribution of the pluripotency factors NANOG and OCT4 in cell cultures (Fig. 3C). Notably, NANOG remains heterogeneously expressed in *Tet* mutant lines, suggesting that loss of TET proteins may not affect transitions between the pluripotent cell states present in serum-containing cultures (Chambers et al, 2007).

### Loss of TETs does not affect transitions from naïve to formative or primed pluripotency

To further assess the role of TET proteins during the transitions between pluripotent states, *Tet* knockout ESCs were differentiated into epiblast-like cells (EpiLCs) (Hayashi et al, 2011; Hayashi and Saitou, 2013). All *Tet* mutant cell lines differentiated into EpiLCs within 48 h, without noticeable morphological differences between wild-type and *Tet* knockout lines (Fig. EV2C). To assess transcriptional changes accompanying the transition from naïve to formative pluripotency, RNA was analysed at 0 and 48 h of EpiLC differentiation. In *Tet* knockout and wild-type cells, the levels of the naïve pluripotency mRNAs *Esrrb*, *Prdm14* and *Rex1* rapidly decreased, while *Oct4* mRNA remained expressed (Fig. 4A). Conversely, the formative pluripotency markers *Otx2* and *Oct6* were upregulated in a similar manner in wild-type and *Tet* knockout EpiLCs (Fig. 4B). These results indicate that TET proteins are dispensable for the transition from naïve to formative pluripotency.

**Figure 4:**
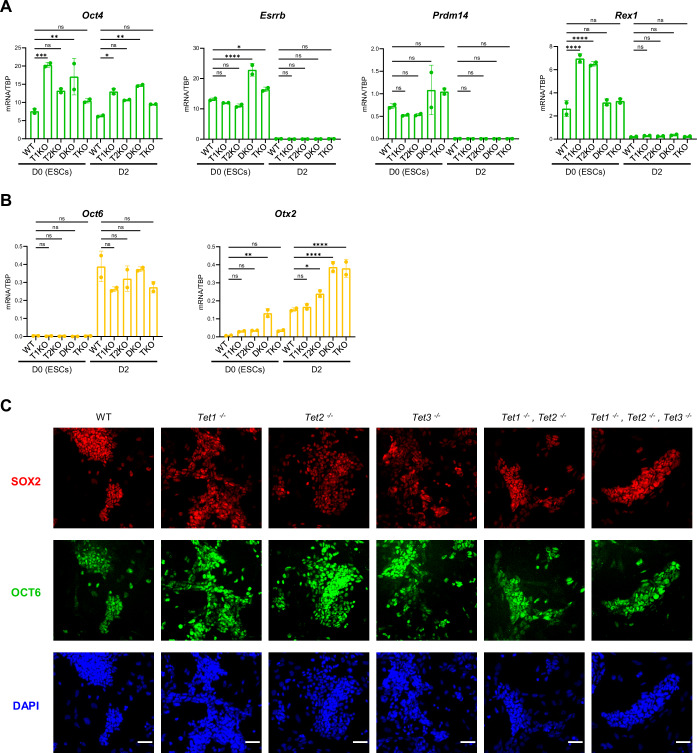
Characterisation of TET function during the transition from naïve to formative and primed pluripotency. (**A**,** B**). mRNA levels of naïve (**A**) and primed (**B**) pluripotency factors in the indicated cell lines cultured as ESCs in 2i/LIF (D0) or after EpiLC differentiation (D2). mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels (data points: technical replicates, centre: mean, error bars: standard deviation, *n* = 2). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**C**) Co-immunofluorescence for SOX2 (red) and OCT6 (green) in the indicated EpiSC lines (passage 11) cultured in activin/FGF. Scale bars: 50 µm.

To assess the requirement for TET protein function for the transition to primed pluripotency, *Tet* knockout ESCs were differentiated into epiblast stem cells (EpiSCs) in vitro (Guo et al, 2009). Stable self-renewing EpiSC lines lacking either single or combined *Tet* alleles were obtained. Phase contrast microscopy indicated that all mutant lines had a typical flat, elongated morphology (Fig. EV2D). Co-immunofluorescence analysis confirmed that the primed pluripotency factors OCT6 and SOX2 were expressed in all *Tet* knockout EpiSC lines, similarly to wild-type cells (Fig. 4C). As EpiSCs resemble epiblast cells in early post-implantation embryos at ~E5.5-6.5 (Tesar et al, 2007; Brons et al, 2007; Han et al, 2010), these results are compatible with the fact that *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ triple knockout embryos are undistinguishable from wild-type at this developmental stage (Dai et al, 2016; Li et al, 2016).

Together, our results extend previous reports that *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ triple knockout cells are impaired in somatic differentiation in vitro (Dawlaty et al, 2014; Li et al, 2016; Verma et al, 2018) by showing that this is also the case for *Tet1*^*−/−*^, *Tet2*^*−/−*^ double knockout cells and by showing that *Tet* mutants are unimpaired in their ability to transit between pluripotent states.

### TET-deficient cells efficiently acquire germline markers without requiring inductive cytokines

To assess the ability of *Tet* mutant cells to enter germline development, wild-type and *Tet* knockout ESCs were transitioned to an EpiLC state before further differentiation into primordial germ cell-like cells (PGCLCs) (Hayashi et al, 2011; Hayashi and Saitou, 2013). After 6 days, wild-type and single *Tet* deleted lines produced similar low levels of cells displaying the PGCLC surface markers SSEA-1 and CD61 (Fig. 5A,C). In contrast, the proportion of SSEA1^+^/CD61^+^ cells was strongly increased in both *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO lines (Fig. 5A,C). This result is reminiscent of the increased proportion of SSEA1^+^/CD61^+^ cells formed in cells deleted for the transcription factor *Otx2* (Zhang et al, 2018a). In the case of *Otx2*-null cells, ~30% of cells could even form SSEA1^+^/CD61^+^ cells without the usual requirement for PGC-promoting cytokines. To determine if this was also the case for *Tet* mutants, differentiation was performed in the absence of cytokines. Surprisingly, both *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO lines yielded SSEA1^+^/CD61^+^ cells at similar efficiencies regardless of the presence or absence of cytokines, thereby outperforming *Otx2*-null cells in this regard (Fig. 5B,D). This high efficiency PGCLC differentiation was confirmed by immunofluorescence staining for the key germline TF AP2γ. The proportion of AP2γ positive cells within day 2 aggregates was significantly higher in *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO aggregates than in wild-type aggregates, both in the presence and absence of cytokines (Fig. 5E), agreeing with the increased germline entry suggested by the SSEA1/CD61 profiles. Importantly, we confirmed cytokine-independent PGCLC differentiation in a second TKO clone derived from E14Tg2a (TKO C19, see Fig. EV3A,B) as well as in a completely independent triple-knockout line derived by another laboratory (Ginno et al, 2020) (Fig. EV3C,D). We attempted to phenocopy the TET-TKO phenotype using a commercial TET inhibitor, Bobcat339 (Chua et al, 2019). This did not produce the same increase in PGCLC differentiation observed by genetic deletion of *Tet* genes (Fig. EV3E). However, the biological activity of Bobcat339 has been challenged recently (Weirath et al, 2022), which may explain its inability to mimic the phenotype of genetic ablation of TET enzymes.

**Figure 5:**
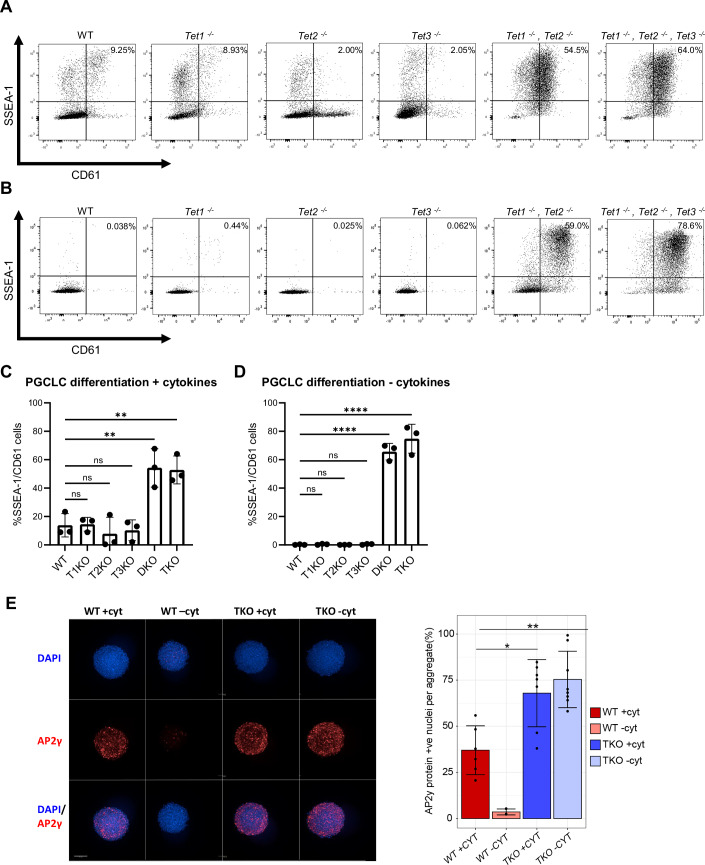
Characterisation of TET function during germline commitment. (**A**,** B**) Flow cytometric analysis of the indicated cell lines following 6 days of PGCLC differentiation with (**A**) or without (**B**) PGC-promoting cytokines. SSEA-1/CD61 double-positive cells in the top right quadrant report PGCLCs. (**C**,** D**) Quantification of SSEA-1/CD61 double-positive cells following 6 days of PGCLC differentiation with (**C**) or without (**D**) cytokines in the indicated cell lines (data points: replicate experiments, centre: mean, error bars: standard deviation, *n* = 3). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**E**) Immunofluorescence of AP2γ protein in day 2 PGCLC aggregates. Representative images (left) are the maximal projection of 3 Z planes of the same aggregate. Quantification (right) of percentage of nuclei positive for AP2γ in each aggregate (data points: individual aggregates, centre: mean, error bars: standard deviation, biological replicates = 2). Stars indicate statistical significance compared to wild-type + cytokines (Student’s *t*-test, * ≤0.05, ** ≤0.01). Individual *p* values are provided in Table EV1.

**Figure EV3:**
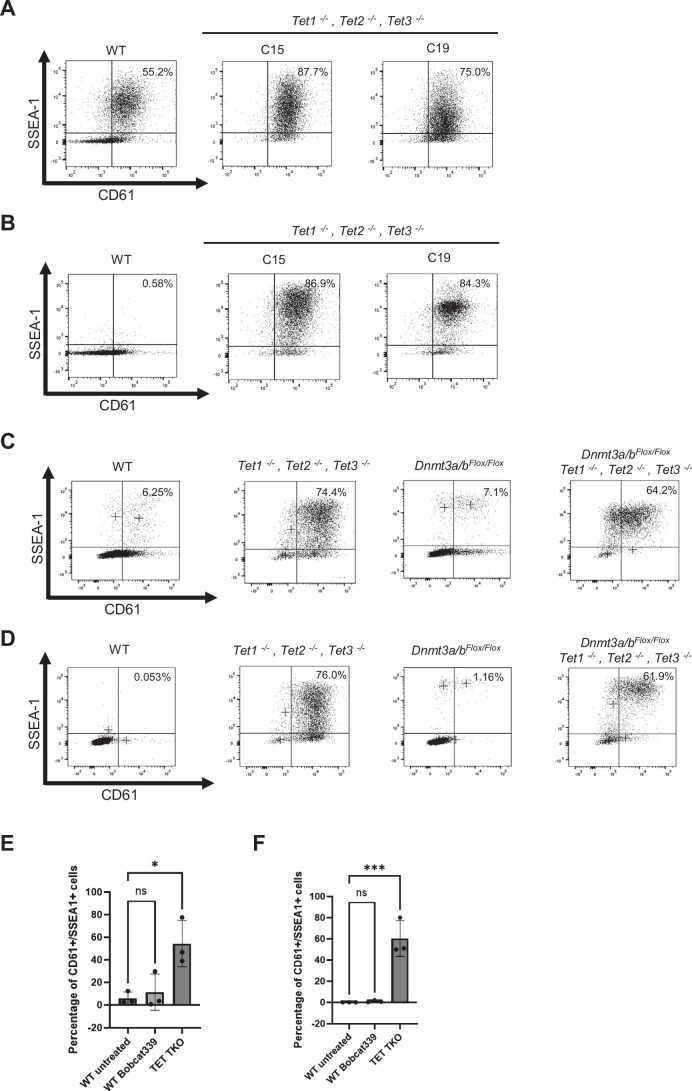
Phenotype of independent TET-TKO lines in germline commitment. (**A**,** B**) Flow cytometric analysis of independent clones (C15 and C19) of *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ (TKO) cell line following 6 days of PGCLC differentiation with (**A**) or without (**B**) PGC-promoting cytokines. SSEA-1/CD61 double-positive cells in the top right quadrant report PGCLCs. (**C**,** D**) Flow cytometric analysis of indicated cell lines following 6 days of PGCLC differentiation with (**C**) or without (**D**) PGC-promoting cytokines. SSEA-1/CD61 double-positive cells in the top right quadrant report PGCLCs. Cell lines used: WT: E14Tg2a, *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^*:* TET triple knockout line generated in this study*, Dnmt3a*/*b*^Flox/Flox^: wild-type cell line (Ginno et al, 2020), *Dnmt3a/b*^Flox/Flox^*Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/*^^−^: TET triple knockout line generated by Ginno et al, 2020. (**E**,** F**) Quantification of SSEA-1/CD61 double-positive cells following 6 days of PGCLC differentiation with (**E**) or without (**F**) cytokines in the indicated cell line and treatment (data points: three biological replicates, centre: mean, error bars: standard deviation). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1.

We tested the global methylation level in PGCLCs derived from wild-type and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells. Global methylation is not statistically different between wild-type PGCLCs and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs derived in the presence or absence of cytokines (Fig. EV4A). Interestingly, hydroxymethylation is high in wild-type PGCLCs compared to wild-type somatic cells differentiated without cytokines and is undetectable in *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs. These results suggest that hydroxymethylation is not critical for the formation of PGCLCs (Fig. EV4A).

**Figure EV4:**
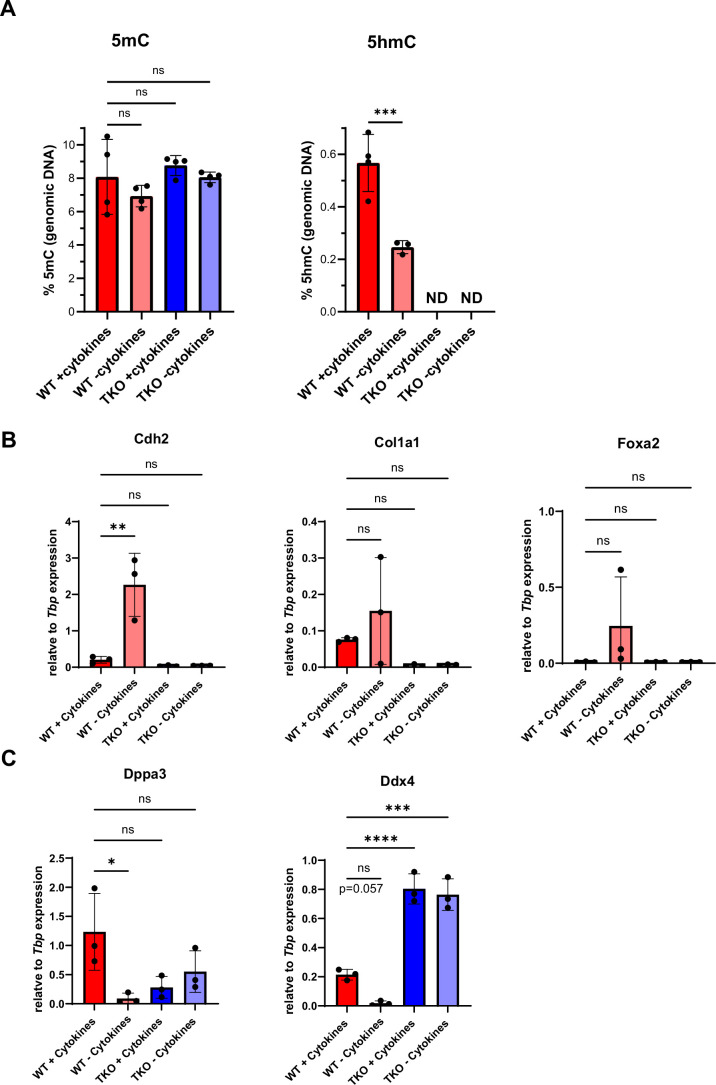
Further characterisation of TET-TKO compared to wild-type PGCLCs. (**A**) 5mC and 5hmC levels measured by ELISA in wild-type and TKO cells at day 6 of differentiation (+/− cytokines). Wild-type cells differentiated in the presence of cytokines were sorted into SSEA1^+^/CD61^+^ populations to select for PGCLCs. All other populations were collected as full aggregates (data points: technical and biological replicates, centre: mean, error bars: standard deviation, *n* = 2). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1. (**B**,** C**) mRNA levels of neural marker *Cdh2*, mesodermal marker *Col1a1*, endoderm marker *Foxa2* (**B**) and the early germline marker *Dppa3* and the late marker *Ddx4.* (**C**) RNA isolated from wild-type cells differentiated in the presence of cytokines and TET-TKO cells differentiated either in the presence or absence of cytokines sorted into SSEA1^+^/CD61^+^ populations to select for PGCLCs. Wild-type cells differentiated in the absence of cytokines were collected as full aggregates. mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels (data points: three biological replicates, centre: mean, error bars: standard deviation, *n* = 3). Stars indicate statistical significance compared to wild-type + cytokines (Student’s *t*-test). Individual *p* values are provided in Table EV1.

To further assess the PGCLC identity suggested by SSEA1/CD61 expression, we performed RT-qPCR of key germline and germ layer markers on sorted SSEA1^+^/CD61^+^ cells. At day 6 *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells do not express the germ layer markers *Cdh2* (ectoderm), *Col1a1* (mesoderm) or *Foxa2* (endoderm) (Fig. EV4B). Instead, regardless of the addition of cytokines day 6 *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs express the germline markers *Dppa3* and *Ddx4 (Vasa)* (Fig. EV4C). Interestingly, compared to wild-type PGCLCs, *Tet1*^*−/−-*^*, Tet2*^*−/−*^*, Tet3*^*−/*^^−^ TKO PGCLCs express lower *Dppa3* levels and higher *Ddx4* levels (Fig. EV4C). These results suggest that cells can express the germline programme without TET protein function, but that there may be some transcriptional differences between wild-type and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ PGCLCs.

Together, these results suggest that the combined loss of TET1 and TET2 proteins enables enhanced PGCLC differentiation and, importantly, permits this differentiation to proceed without the requirement for cytokine signalling.

### Transcriptional changes indicate efficient germline differentiation of TET-deficient cells

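Counts of RNA-seq fragments (read pairs) per gene were analysed for 18 libraries, 2 biological replicates of each of 9 conditions. These were wild-type EpiLCs (epiblast-like cells, the starting cells of the aggregates), wild-type cells without cytokines at days 2 and 6, wild-type cells with cytokines at day 6, TKO EpiLCs, and TKO cells with and without cytokines at days 2 and 6. ESC libraries and wild-type cells with cytokines at day 2 were not analysed here. The Fig. 6 legend says that the day 6 wild-type cells with cytokines were sorted for SSEA1 and CD61 and the other aggregates collected whole, while the deposited labels call all of these samples aggregates. The legend is followed here, by which every comparison with the sorted wild-type PGCLCs also compares sorted with unsorted cells. The authors aligned the reads to the mm10 mouse genome and deposited, without normalisation, the number of fragments on the exons of each gene. Their counting did not use the strand and left out fragments that mapped to several places or overlapped more than 1 gene. Total counts per library were between 11286050 and 41257861, with a median of 16305168. They were 16674967 and 41257861 in wild-type EpiLCs, 18665577 and 18917787 in TKO EpiLCs and 26130723 and 28810831 in day 6 wild-type PGCLCs. Wild-type cells without cytokines had 15223241 and 22405817 at day 2 and 13195593 and 33893720 at day 6. In TKO PGCLCs totals were 15462086 and 16224333 with and 12100902 and 12872533 without cytokines at day 2, and 11741889 and 16386003 with and 11286050 and 12063489 without cytokines at day 6. The ribosomal RNA locus Rn45s took 16.2% to 31.3% of the counts in the 8 libraries without cytokines and 31.7% to 47.6% in the other 10 libraries. The table lists 25239 genes by symbol, of which 16582 had enough counts (edgeR's filterByExpr) to be tested. Normalised counts are counts divided by DESeq2's size factors and are given as mean ± SD with n = 2. Log2 fold changes are from edgeR with TMM normalisation and 1 model for all 18 libraries, with a standard error worked out from the F statistic, which is an approximation. Differentially expressed genes are those with an adjusted p below 0.05 and a log2 fold change beyond 2 in either direction, the limits given in the legend of Fig. EV5. Across genes, the spread between the replicates of a condition was 11.2 to 169.9 times that of counting noise, smallest in day 6 TKO PGCLCs without cytokines and largest in day 6 wild-type cells without cytokines. The square root of the common dispersion was 0.222. A count of 0 allows up to 3 counts, and where all libraries of a group were at or below 3 counts a fold is computed from 3 counts and given as a lower bound. This bound covers counting error only, and that only where the counts were 0. With counts above 0 it is not a strict bound. In TKO EpiLCs against wild-type EpiLCs, the log2 fold change was −2.82 (standard error 0.33, adjusted p = 0.000216) for Tet1, −2.64 (standard error 0.32, adjusted p = 0.000220) for Tet3 and −1.17 (standard error 0.49, adjusted p = 0.141) for Tet2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tet2 had an adjusted p of 0.0314 without the filter on low counts. Of the 3 Tet genes, 2 were lower at an adjusted p below 0.05 over all genes tested, and 3 when adjusted over the list alone. Counts cover whole genes, and reads on single exons were not analysed here.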

To determine whether the expression of germline markers observed in TET-deficient cells was reflected in overall transcriptional changes consistent with PGC differentiation, RNA-seq analysis was performed on wild-type and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells in ESCs, EpiLCs and during PGCLC differentiation. PGCLC samples were compared to a cell population known not to contain PGCLCs, obtained by differentiating wild-type cells without PGC-promoting cytokines. First, the *Tet* gene expression dynamics during PGCLC differentiation were analysed. In wild-type cells, *Tet1* and *Tet2* are upregulated in cultures undergoing germline differentiation in the presence of cytokines, but are lowly expressed in cultures in the absence of cytokines, where no PGCLCs form. In contrast, *Tet3* is downregulated in the presence of cytokines but upregulated in the absence of cytokines (Fig. EV5A).

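Tet1 lies on chromosome 10, 62804570 to 62887469 (mm10), and Tet2 on chromosome 3, 133463677 to 133545136. Normalised counts of Tet1 were 6131 ± 135 (SD, n = 2) in wild-type EpiLCs and 11805 ± 426 (SD, n = 2) in day 6 wild-type PGCLCs. Without cytokines they were 1891 ± 193 (SD, n = 2) at day 2 and 949.7 ± 501 (SD, n = 2) at day 6, where replicate 1 had 1304 and replicate 2 had 595. Against wild-type EpiLCs, the log2 fold change of Tet1 was 0.99 (standard error 0.31, adjusted p = 0.0198) in day 6 wild-type PGCLCs and −2.68 (standard error 0.33, adjusted p = 5.36e-06) in day 6 wild-type cells without cytokines. Between these day 6 groups it was 3.67 (standard error 0.34, adjusted p = 3.43e-07). Under scaling by library size alone the log2 fold change between wild-type EpiLCs and day 6 wild-type cells without cytokines was −1.99. Tet2 had 156 ± 43.3 normalised counts (SD, n = 2) in wild-type EpiLCs, 244 ± 60.9 (SD, n = 2) at day 2 without cytokines and 3963 ± 1201 (SD, n = 2) in day 6 wild-type PGCLCs. In day 6 wild-type cells without cytokines it had 1001 ± 603 (SD, n = 2), from 1428 in replicate 1 and 574 in replicate 2. Its log2 fold change against wild-type EpiLCs was 4.74 (standard error 0.50, adjusted p = 5.58e-06) with cytokines and 2.72 (standard error 0.46, adjusted p = 0.000114) without. Day 6 wild-type PGCLCs exceeded day 6 cells without cytokines by a Tet2 log2 fold change of 2.02 (standard error 0.43, adjusted p = 0.000928). All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.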

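Tet3, on chromosome 6, 83362373 to 83457208 (mm10), had 919.9 ± 140.0 normalised counts (SD, n = 2) in wild-type EpiLCs. Without cytokines it had 2261 ± 419 (SD, n = 2) at day 2 and 4657 ± 1685 (SD, n = 2) at day 6, and day 6 wild-type PGCLCs had 251 ± 112 (SD, n = 2). Its log2 fold change against wild-type EpiLCs was −1.84 (standard error 0.30, adjusted p = 0.000254) with cytokines and 2.34 (standard error 0.30, adjusted p = 8.40e-06) without, at day 6. Day 6 wild-type PGCLCs against day 6 cells without cytokines gave −4.18 (standard error 0.33, adjusted p = 5.45e-08). These adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.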

**Figure EV5:**
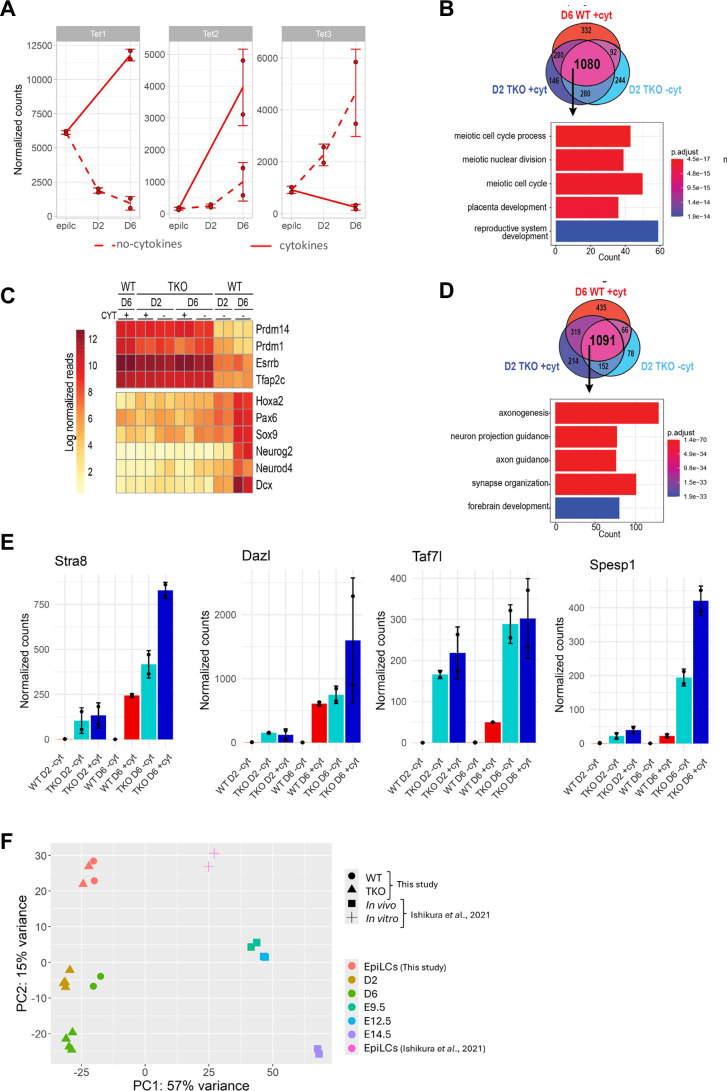
Timecourse RNA-seq analysis during TET triple knockout PGCLC differentiation. (**A**) Expression dynamics of *Tet1, Tet2* and *Tet3* in wild-type cells during PGCLC differentiation in the presence and absence of cytokines (RNA-seq reads normalised by DESeq2). Data points: biological replicates, line: mean, error bars: standard deviation, *n *= 2. (**B**) Overlap of all genes detected as significantly upregulated in day 6 wild-type PGCLCs and day 2 *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO (+/− cytokines) compared to day 6 wild-type cells differentiated without cytokines (*q* value <0.05, Log2 fold change >2). Gene ontology enrichment results are shown for genes shared across all three samples. (**C**) Log-normalised reads of germline and somatic markers. (**D**) Overlap of all genes detected as significantly downregulated in day 6 wild-type PGCLCs and day 2 *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO (+/− cytokines) compared to day 6 wild-type cells differentiated without cytokines (*q* value <0.05, Log2 fold change <−2). Gene ontology enrichment results are shown for genes shared across all three samples. (**E**) Expression of late germline markers in wild-type and TKO cells during PGCLC differentiation in the presence and absence of cytokines (RNA-seq reads normalised by DESeq2). Data points: biological replicates, centre: mean, error bars: standard deviation, *n* = 2. (**F**) Principal component analysis (PCA) of bulk RNA-seq samples from this study: Wild-type and TKO cells at day 0 (EpiLCs), day 2 and day 6 of differentiation (+/− cytokines) (*n* = 2); and data from (Ishikura et al, 2021): EpiLCs and PGCs from days E9.5, E12.5 and E14.5 (*n* = 2).

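Principal components were computed on variance-stabilised counts (DESeq2, blind to the conditions) of the 500 genes that varied most across the 18 libraries, without ESC libraries. PC1 held 60.7% and PC2 19.5% of the variance. Wild-type EpiLCs lay at −2.34 ± 2.10 on PC1 and 35.6 ± 1.74 on PC2 (SD, n = 2), and TKO EpiLCs at −10.2 ± 5.94 and 32.7 ± 1.09 (SD, n = 2). On both components together, the wild-type and TKO EpiLC libraries were on average 8.47 apart, against 3.86 between the replicates of wild-type EpiLCs and 8.55 between those of TKO EpiLCs. Over all 500 genes these distances were 29.1, 14.2 and 19.4, so that the genotypes were further apart than the replicates of either. On both components, wild-type EpiLCs were 40.9 from day 6 wild-type PGCLCs. Taken between group means, the distance between wild-type and TKO EpiLCs was 0.206 of that between wild-type EpiLCs and day 6 wild-type PGCLCs. This ratio was 0.341 without replicate 1 and 0.120 without replicate 2 of the TKO EpiLCs, and all filtered genes in place of 500 gave 0.314. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 383 genes were differentially expressed between TKO and wild-type EpiLCs, 284 higher and 99 lower in TKO. Scaling by library size alone gave 609, of which 531 were higher and 78 lower. With a log2 fold change beyond 1 in place of 2, there were 1127, of which 881 were higher and 246 lower. Among those changed the same way in both replicates, the largest rises were in Gabrq, Adgrg6 and Samd9l. Gabrq (chromosome X) was at least 44.0-fold higher (adjusted p = 3.41e-05) and Adgrg6 (chromosome 10) at least 34.2-fold higher (adjusted p = 0.00104), with 143 ± 22.8 and 111 ± 34.6 normalised counts (SD, n = 2) in TKO EpiLCs. Gabrq lies in a part of the X chromosome where 94.1% of the genes were above the median of all genes in TKO EpiLCs. Samd9l (chromosome 6) had a log2 fold change of 4.62 (standard error 0.54, adjusted p = 0.000215). The largest falls were in Mest on chromosome 6, −6.01 (standard error 0.67, adjusted p = 0.000161), Ddx3y on chromosome Y, −5.82 (standard error 0.46, adjusted p = 8.74e-06), and Plac8 on chromosome 5, −5.63 (standard error 0.61, adjusted p = 0.000128).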

Principal component (PC) analysis of the RNA-seq data shows that wild-type and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO EpiLCs cluster together (Fig. 6A). This global transcriptional analysis confirms the ability of *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ ESCs to transit to an EpiLC state (Figs. 4 and EV2C). 

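Wild-type cells without cytokines lay at 40.1 ± 2.83 on PC1 and 14.0 ± 4.11 on PC2 at day 2 (SD, n = 2). At day 6 they lay at 93.8 ± 2.00 on PC1 and −18.3 ± 3.99 on PC2 (SD, n = 2). Their distance to wild-type EpiLCs on both components was 47.7 at day 2 and 110.3 at day 6, while replicates were 7.06 and 6.32 apart. At day 6, 2716 genes were higher and 1803 lower than in wild-type EpiLCs at the limits used for differential expression.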

From this common starting point, wild-type EpiLCs differentiated in the absence of cytokines move along both PCs (Fig. 6A). In contrast, wild-type EpiLCs differentiated for 6 days in the presence of PGC-promoting cytokines show the opposite variation along PC1 (Fig. 6A). 

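Day 6 wild-type PGCLCs lay at −22.4 ± 1.68 on PC1 and 0.0770 ± 3.45 on PC2 (SD, n = 2). They were 117.7 from day 6 wild-type cells without cytokines, with 5.43 between their own replicates. Against wild-type EpiLCs, 1257 genes were higher and 657 lower.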

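With cytokines, day 2 TKO PGCLCs lay at −29.0 ± 2.02 on PC1 and −2.13 ± 2.70 on PC2 (SD, n = 2), on average 7.66 from day 6 wild-type PGCLCs. Without cytokines they lay at −18.0 ± 1.36 and −9.25 ± 1.37 (SD, n = 2), on average 10.3 from the same group. Between group means, and relative to the distance from wild-type EpiLCs to day 6 wild-type PGCLCs, these distances were 0.172 with and 0.252 without cytokines. The ratio with cytokines was 0.0751 without replicate 1 and 0.107 without replicate 2 of the day 6 wild-type cells without cytokines, and 0.113 without replicate 2 of the day 2 TKO PGCLCs with cytokines. The ratio without cytokines was 0.162 without replicate 1 of the day 6 wild-type PGCLCs, and 0.164 without replicate 1 and 0.159 without replicate 2 of the day 6 TKO PGCLCs without cytokines. Over all 500 genes, and not only the first components, the distances to day 6 wild-type PGCLCs were 35.9 with and 44.9 without cytokines. Replicates of day 6 wild-type PGCLCs were 14.0 apart by that measure, and wild-type EpiLCs were 55.1 away from them. Tested gene by gene against day 6 wild-type PGCLCs with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, day 2 TKO PGCLCs with cytokines had 463 genes higher and 357 lower. Without cytokines, 971 were higher and 238 lower.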

Interestingly, after only 2 days *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs are transcriptionally comparable to wild-type cells after 6 days of PGCLC differentiation (Fig. 6A), and this is the case with or without PGC-promoting cytokines (Fig. 6A). 

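Day 6 TKO PGCLCs lay at −32.3 ± 0.537 on PC1 and −25.7 ± 1.69 on PC2 with cytokines and at −19.7 ± 3.03 and −27.0 ± 0.408 without (SD, n = 2 each). Their distances to day 6 wild-type PGCLCs were 27.7 and 27.3. Between group means these were 0.677 and 0.666 of the distance from wild-type EpiLCs to day 6 wild-type PGCLCs, and with all filtered genes in place of 500 the ratios were 0.325 and 0.339. From day 2 to day 6, 371 genes rose and 63 fell with cytokines, and 50 rose and 6 fell without.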

After 6 days, *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs have diverged further along PC2, and this occurs in the presence or absence of cytokines. These results suggest that during PGCLC differentiation, *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells undergo similar changes to wild-type PGCLCs and that these changes do not require PGC-promoting cytokines.

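In TKO cells, 262 genes were differentially expressed between day 2 PGCLCs with and without cytokines, 26 higher and 236 lower with cytokines. At day 6 there were 308, 40 higher and 268 lower. Scaling by library size alone gave 639 genes at day 2 (15 higher, 624 lower) and 657 at day 6 (19 and 638), a log2 fold change beyond 1 gave 557 (191 and 366) and 650 (222 and 428), and an adjusted p below 0.01 gave 98 (13 and 85) and 124 (12 and 112). In a model of only the libraries compared there were 420 at day 2 (43 and 377). Between days 2 and 6, 5 of the higher and 144 of the lower genes were shared. At each day, 22 of the lower genes were in a list of 25 rod photoreceptor genes, written after some of them had been picked from these libraries. RNA or reads of retinal cells may account for part of the lower genes, so these counts may not be an effect of cytokines alone.

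**Figure D1:**
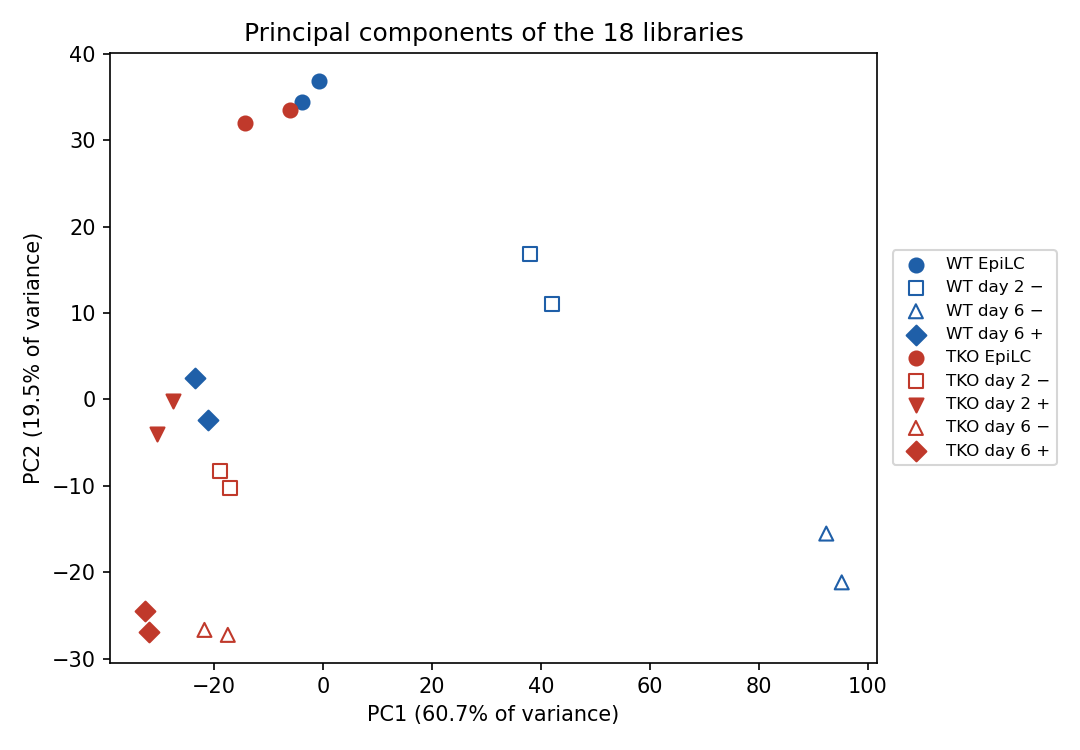
Positions of the 18 libraries on PC1 (60.7% of the variance) and PC2 (19.5%), with wild-type libraries in blue, TKO libraries in red and open symbols for libraries without cytokines. Day 6 wild-type cells without cytokines lie at 93.8 on PC1 on average, and all TKO libraries lie below 0 on that axis.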

**Figure 6:**
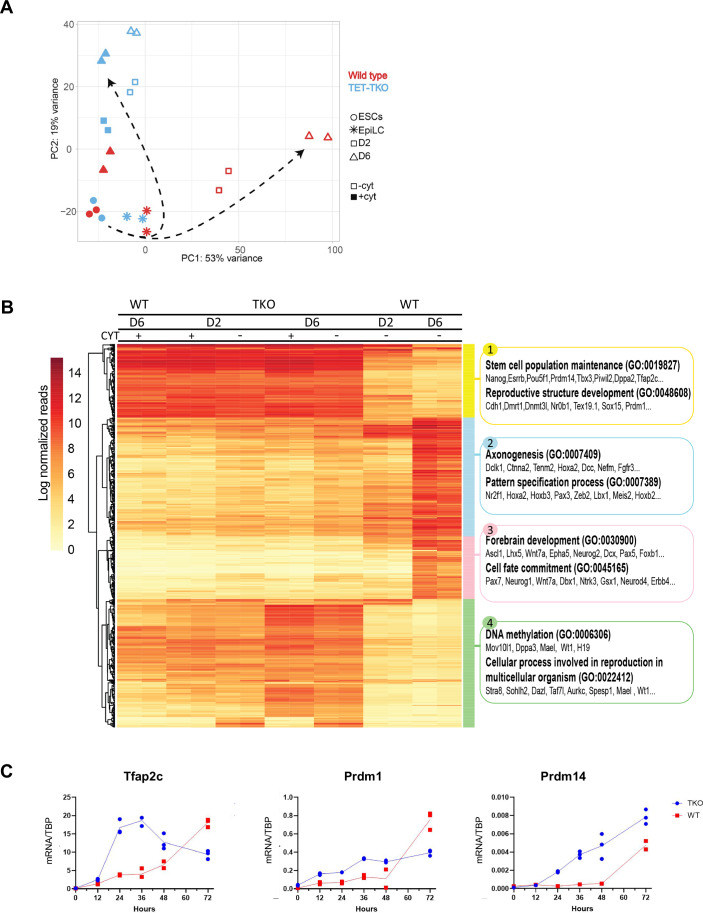
TET-TKOs upregulate germline markers in an accelerated manner. (**A**) Principal component (PC) analysis of bulk RNA-seq samples. Wild-type and TKO cells at ESCs, EpiLCs, day 2 and day 6 of differentiation (+/− cytokines). Wild-type cells differentiated in the presence of cytokines were sorted into SSEA1^+^/CD61^+^ populations to select for PGCLCs. All other populations were collected as full aggregates (*n* = 2). (**B**) Heatmap of the log-normalised reads of the top variable genes across all samples (top 400 genes contributing to PC1 and top 400 genes contributing to PC2). Genes are grouped by hierarchical clustering and GO terms are shown for each group (right-hand side). (**C**) Expression of key germline markers measured at the indicated times of PGCLC differentiation in the presence of cytokines. mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels. Data are from a representative of three independent experiments (data points: technical replicates, line: mean, error bars: standard deviation, *n* = 3).

The above analysis suggests that by day 2, *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^−/^^*−*^ TKO cells have a developmentally advanced transcriptome. To understand the global transcriptional changes behind the PCA, the expression and biological function of the top 400 genes contributing to PC1 and PC2 were analysed (Fig. 6A,B) and day 2 *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells were directly compared to wild-type PGCLCs (Fig. EV5B–D).

The top 800 genes contributing to the PCA were grouped by hierarchical clustering, resulting in four distinct groups (Fig. 6B). 

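The 400 genes with the largest loading on PC1 and the 400 with the largest on PC2, taken over all tested genes, were 742 different genes, since 58 were in both sets. Complete-linkage clustering on the 14 aggregate libraries split them into clusters of 115, 442, 153 and 32 genes. The paper names 55 genes beside the groups of Fig. 6B, 52 of which were among the 742. Of these, 43 fell into the cluster that held most of their group. All 15 named genes of group 1 were found, 10 in the first cluster and 5 in the third. Of the 14 of group 2, 13 were in the second cluster, and so were 12 of 12 found for group 3. The 11 of group 4 were split, 8 in the third cluster with genes of group 1 and 3 in the second. Centring each gene first gave 49 in place of 43, and leaving out 1 library at a time gave 34 to 47.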

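Nanog (chromosome 6, 122707489 to 122714633, mm10) had 13.0 ± 5.31 normalised counts (SD, n = 2) in day 6 wild-type cells without cytokines and 6888 ± 496 (SD, n = 2) in day 6 wild-type PGCLCs. Day 2 TKO PGCLCs had 6827 ± 1042 with and 5992 ± 839 without cytokines (SD, n = 2 each). Against day 6 wild-type cells without cytokines, the log2 fold change of Nanog was 8.96 (standard error 0.40, adjusted p = 4.26e-10) in wild-type PGCLCs, 8.94 (standard error 0.39, adjusted p = 3.40e-10) in TKO PGCLCs with cytokines and 8.73 (standard error 0.39, adjusted p = 4.40e-10) in those without. In the same comparisons Prdm14 (chromosome 1, 13113428 to 13127163) had log2 fold changes of 9.44 (standard error 0.58, adjusted p = 5.18e-09), 9.03 and 8.80, with adjusted p-values of 8.45e-09 and 1.30e-08 in the TKO groups. Tfap2c (chromosome 2, 172545678 to 172558622) had 6.43, 5.72 and 5.36, with adjusted p-values between 5.03e-10 and 1.65e-09. Prdm1 (chromosome 10, 44437174 to 44528558) had 8.91, 6.38 and 7.01, with adjusted p-values between 2.39e-09 and 4.68e-08. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The group of cells without cytokines had few counts of Prdm14 and Prdm1, with means of 1.49 and 3.07 ± 2.71 (4.99 in replicate 1 and 1.16 in replicate 2) normalised counts, and Tfap2c had 43.5 ± 20.4 (SD, n = 2).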

Group 1 includes genes associated with “stem cell population maintenance” and “reproductive structure development”, such as *Nanog*, *Prdm14*, *Tfap2c* and *Prdm1*. Group 1 shows similar levels of expression throughout all PGCLCs (wild-type plus cytokines and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO plus and minus cytokines), but reduced levels of expression in wild-type cells differentiating without cytokines (Fig. 6B). 

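The 115 genes of the first cluster had a median variance-stabilised level (log2 scale) of 10.47 in day 6 wild-type PGCLCs, 10.53 and 10.13 in day 2 TKO PGCLCs with and without cytokines, and 10.65 and 10.17 in day 6 TKO PGCLCs with and without. In wild-type cells without cytokines it was 6.95 at day 2 and 4.81 at day 6. For the 15 genes that the paper names in group 1, the median log2 fold change against day 6 wild-type cells without cytokines was 7.62 in wild-type PGCLCs, 8.01 in day 2 TKO PGCLCs with cytokines and 7.45 in those without. With 1 gene at its lower bound these medians were 7.57, 8.01 and 7.45. All 15 were higher at an adjusted p below 0.05 in each comparison, over all genes and adjusted over the list alone. The study chose the genes on these libraries, so neither count is independent evidence. Against day 6 wild-type PGCLCs, the median of the list was 0.064 in day 2 TKO PGCLCs with cytokines, between −2.53 and 1.63 for single genes, and it was −0.042 without replicate 2 of the day 6 wild-type PGCLCs, 0.14 without replicate 1 of the day 2 TKO PGCLCs with cytokines and −0.10 without replicate 2 of the day 2 TKO PGCLCs with cytokines. Without cytokines it was −0.58 at day 2. Here 2 genes were higher and 3 lower at an adjusted p below 0.05 with cytokines, and 3 higher and 4 lower without, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and adjusted over the list alone. At day 6 the medians against day 6 wild-type PGCLCs were 0.11 with and −0.43 without cytokines. The first was −0.016 without replicate 2 of the day 6 wild-type PGCLCs and 0.066 without replicate 1 of the day 6 TKO PGCLCs with cytokines. With scaling by library size alone it was 0.029 in place of the second.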

A comparison of the transcriptional signatures supports an overlap between day 6 wild-type cells and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells at day 2 (Fig. EV5B,D). The majority of genes upregulated in wild-type PGCLCs at day 6 are also upregulated in *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs as early as day 2, and this occurs irrespective of the presence or absence of cytokines (1080 genes, 76.5% of all WT genes) (Fig. EV5B). 

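Against day 6 wild-type cells without cytokines, 2105 genes were higher in day 6 wild-type PGCLCs, 2116 in day 2 TKO PGCLCs with cytokines and 2331 in those without, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 groups shared 1474, which is 70.02% of the 2105 genes higher in wild-type PGCLCs. Another 109 were shared by wild-type and TKO PGCLCs with cytokines only, 146 by wild-type and TKO PGCLCs without cytokines only, and 376 were higher in wild-type PGCLCs alone. Of the genes in all 3 groups or in wild-type PGCLCs alone, the shared ones were 79.7%. Counted 1 group at a time, 75.2% of the wild-type genes were higher in TKO PGCLCs with cytokines and 76.96% in those without. Outside the wild-type set, 168 were higher with cytokines alone, 346 without cytokines alone and 365 in both TKO groups. A log2 fold change beyond 1 moved the number shared to 2382, and a filter at a mean CPM of 1 moved the share to 74.9%. With each of the 8 libraries left out in turn, the shared genes numbered 1361 to 1465 and their share was 67.9% to 71.1%.

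**Figure D2:**
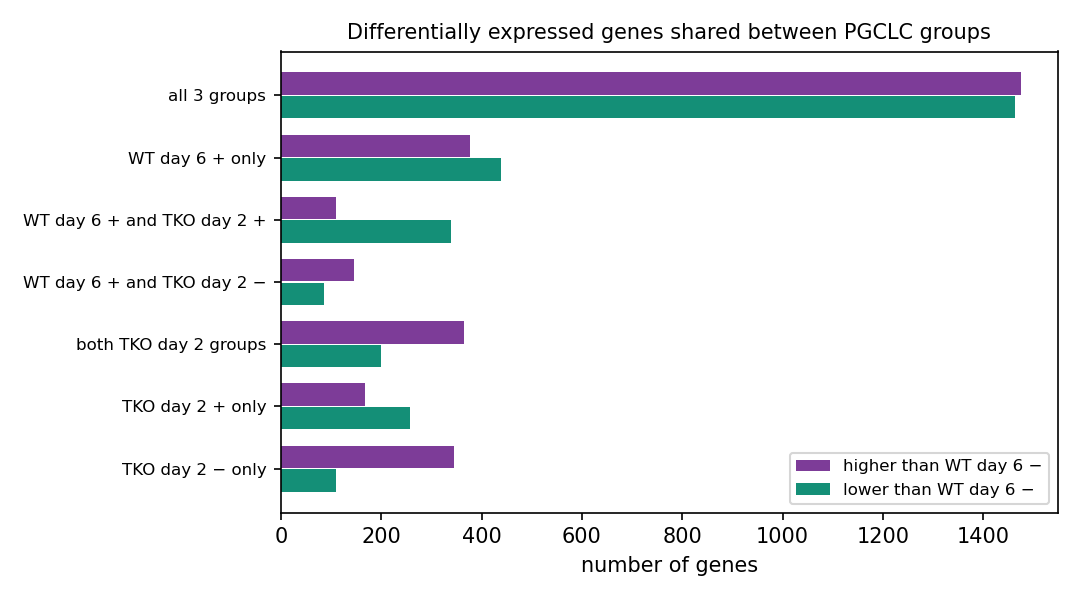
Numbers of genes higher or lower than in day 6 wild-type cells without cytokines that are shared between, or limited to, day 6 wild-type PGCLCs and day 2 TKO PGCLCs with and without cytokines. The bars for genes shared by all 3 groups are the longest, at 1474 for higher and 1464 for lower genes.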

Commonly upregulated genes are mostly related to reproduction and meiosis and include key germline regulators *Prdm14*, *Prdm1* and *Tfap2c*, which are expressed at similar levels in wild-type PGCLCs at day 6 and in *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs at day 2 (Fig. EV5C). Therefore, by day 2 *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs have undergone the same upregulation of the germline programme that takes 6 days to occur in wild-type PGCLCs.

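Prdm14 had 1171 ± 176 normalised counts (SD, n = 2) in day 6 wild-type PGCLCs, 889.5 ± 102 (SD, n = 2) in day 2 TKO PGCLCs with cytokines and 764 ± 33.7 (SD, n = 2) in those without. Its log2 fold change against day 6 wild-type PGCLCs was −0.41 (standard error 0.33, adjusted p = 0.418) with and −0.64 (standard error 0.33, adjusted p = 0.180) without cytokines. In a model of only the libraries compared, the value without cytokines was −0.62 with an adjusted p of 0.00151. For Prdm1 the normalised counts were 1828 ± 102, 319 ± 60.8 and 496 ± 163 in the same groups (SD, n = 2 each). Both TKO groups were lower, with log2 fold changes of −2.53 (standard error 0.34, adjusted p = 0.000213) and −1.90 (standard error 0.33, adjusted p = 0.000968). Tfap2c had 3432 ± 822, 2119 ± 158 and 1667 ± 173 normalised counts (SD, n = 2 each). It was lower as well, with log2 fold changes of −0.71 (standard error 0.22, adjusted p = 0.0385) and −1.07 (standard error 0.23, adjusted p = 0.00361). With scaling by library size alone the last value was −0.64, with an adjusted p of 0.0582. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.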

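Of the 2105 genes higher in day 6 wild-type PGCLCs, 2055 had a log2 fold change above 0 in day 2 TKO PGCLCs with cytokines and 2070 in those without, whether or not they passed the limits. The paper draws on the share of genes upregulated in wild-type PGCLCs that are also upregulated in both TKO groups at day 2. It also draws on their terms of reproduction and meiosis and on similar levels of Prdm14, Prdm1 and Tfap2c. From these it concludes that TKO PGCLCs have by day 2 upregulated the germline programme that wild-type PGCLCs upregulate by day 6 (Fig. EV5B,C).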

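For the 14 genes that the paper names in group 2, the median log2 fold change against day 6 wild-type cells without cytokines was −8.42 in day 6 wild-type PGCLCs, −6.63 in day 2 TKO PGCLCs with cytokines and −5.52 in those without. For the 15 of group 3 it was −9.28, −8.45 and −6.80, or −7.83, −6.60 and −6.80 with genes at or below 3 counts in a group set to their lower bound. The medians of group 2 were unchanged by such bounds to 2 decimals. All 14 and all 15 were lower at an adjusted p below 0.05 in each comparison, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and adjusted over the list alone, and the study chose both lists on these libraries. In clustering, the genes of both groups fell into the second cluster, apart from 1 of group 2 in the fourth and 3 of group 3 that were not among the 742.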

Groups 2 and 3 show similar expression patterns. These genes are highly expressed in wild-type cells after 6 days of differentiation without cytokines but remain low in wild-type cells differentiated with cytokines and in all *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ cells analysed, irrespective of the presence or absence of cytokines (Fig. 6B). 

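The median variance-stabilised level of the 442 genes of the second cluster was 7.54 in day 6 wild-type cells without cytokines and 4.25 in day 6 wild-type PGCLCs. In TKO PGCLCs it was 4.54 with and 5.25 without cytokines at day 2, and 5.65 with and 6.02 without at day 6, against 3.61 in TKO EpiLCs. The genes named in groups 2 and 3 stayed lower in day 6 TKO PGCLCs without cytokines than in day 6 wild-type cells without cytokines, with median log2 fold changes of −4.43 and −6.83 (−6.25 with 3 genes of group 3 at their lower bound). All of them were lower at an adjusted p below 0.05, adjusted over the list alone and over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).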

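Pax7 (chromosome 4, 139737059 to 139833530, mm10) had 598 ± 247 normalised counts (SD, n = 2) in day 6 wild-type cells without cytokines and was at least 298-fold lower in day 6 wild-type PGCLCs (adjusted p = 2.98e-07). Its log2 fold change was −6.59 (standard error 0.70, adjusted p = 1.43e-06) in day 2 TKO PGCLCs with cytokines and −6.05 (standard error 0.67, adjusted p = 2.33e-06) in those without. Neurog1 (chromosome 13, 56250478 to 56252180) differed widely between the replicates of day 6 wild-type cells without cytokines, with 838 normalised counts in replicate 1 and 124 in replicate 2, a mean of 481 ± 505 (SD, n = 2). Against this group its log2 fold change was −6.82 (standard error 0.83, adjusted p = 7.55e-06) in day 6 wild-type PGCLCs and −5.82 (standard error 0.80, adjusted p = 2.60e-05) in day 2 TKO PGCLCs with cytokines. The last value was −3.86 without replicate 1 of the day 6 wild-type cells without cytokines. In day 2 TKO PGCLCs without cytokines Neurog1 was at least 143-fold lower (adjusted p = 1.13e-05). Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.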

Genes in groups 2 and 3 are associated with neural differentiation and include *Ascl1, Pax7, Neurog1* and *Neurog2* (Fig. 6B). A comparative analysis of downregulated genes showed that most genes downregulated in wild-type PGCLC were repressed in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ PGCLCs by day 2, and again that this occurred irrespective of the presence or absence of cytokines (Fig. EV5D). 

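By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2329 genes were lower in day 6 wild-type PGCLCs than in day 6 wild-type cells without cytokines, 2261 in day 2 TKO PGCLCs with cytokines and 1861 in those without. The 1464 shared by all 3 groups were 62.9% of the 2329, and 76.97% of those that were shared by all or lower in wild-type PGCLCs alone, of which there were 438. TKO PGCLCs with cytokines held 77.5% of the wild-type genes and those without cytokines 66.6%. Ignoring the limits, 2294 and 2247 of the 2329 had a log2 fold change below 0. Scaling by library size alone moved the share to 56.4%, and leaving out 1 of the 8 libraries at a time gave 1137 to 1452 shared genes and shares of 57.8% to 64.9%.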

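Neurog2 (chromosome 3, 127632733 to 127635636, mm10) had 1354 ± 789 normalised counts (SD, n = 2) in day 6 wild-type cells without cytokines, with 797 in replicate 1 and 1912 in replicate 2. All libraries of the other 3 groups compared had 3 counts or fewer, and Neurog2 was at least 674-fold lower in day 6 wild-type PGCLCs, at least 380.2-fold lower in day 2 TKO PGCLCs with cytokines and at least 403-fold lower in those without (adjusted p = 2.08e-08, 4.37e-08 and 4.75e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neurod4 (chromosome 10, 130268152 to 130280254) had 344 ± 228 normalised counts (SD, n = 2) in day 6 wild-type cells without cytokines, 506 in replicate 1 and 183 in replicate 2. It was at least 172-fold lower in day 6 wild-type PGCLCs (adjusted p = 7.77e-07) and at least 96.7-fold lower in day 2 TKO PGCLCs with cytokines (adjusted p = 1.12e-06). Without cytokines, day 2 TKO PGCLCs had 12.7 ± 9.19 (SD, n = 2), from 6.23 in replicate 1 and 19.2 in replicate 2, and the log2 fold change was −4.76 (standard error 0.60, adjusted p = 1.86e-05).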

Commonly downregulated genes include neural markers like *Neurog2 and Neurod4* (Fig. EV5C), and associated gene ontology terms are mostly related to the neural fate (Fig. EV5D). This suggests that in the absence of cytokines wild-type cells follow a neural fate, which is repressed in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells regardless of the addition of cytokines.

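A list of 12 neural genes had a median log2 fold change of −6.37 in day 6 wild-type PGCLCs against day 6 wild-type cells without cytokines, between −11.67 and −2.93, and its median was the same to 2 decimals with 3 genes at their lower bound. All 12 were lower at an adjusted p below 0.05 over all genes, and 12 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within TKO cells, day 6 PGCLCs against TKO EpiLCs, the list had medians of 1.12 with and 1.02 without cytokines, or 0.54 and 0.39 with genes near the floor at their lower bound. At an adjusted p below 0.05, 3 and 4 of the 12 were higher, over all genes and adjusted over the list alone. The first of these medians was 1.73 without replicate 1 of the TKO EpiLCs, 0.43 without replicate 1 of the day 6 TKO PGCLCs with cytokines and 0.20 without replicate 2 of the day 6 TKO PGCLCs with cytokines. The second was 2.42 without replicate 1 of the TKO EpiLCs and 0.64 without replicate 1 of the day 6 TKO PGCLCs without cytokines.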

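Across the 16582 genes, the log2 fold changes against day 6 wild-type cells without cytokines had a Pearson correlation of 0.90 between day 6 wild-type PGCLCs and day 2 TKO PGCLCs with cytokines, 0.86 between wild-type PGCLCs and TKO PGCLCs without cytokines, and 0.91 between the TKO groups. Genes are not independent replicates, and the 3 comparisons share their control libraries. In 100 random draws of simulated counts without differences between groups but with shared controls, the correlation was 0.489 (0.468 to 0.505). The same sign was seen in 66.5% of the simulated genes. Genes with low counts were left out of these simulated values, but not of the correlations in the data. In any draw 0 genes passed the limits in all 3 comparisons, a count that tests replicate noise only, since no gene was made to differ. Such draws cannot tell whether the overlap arises because the shared control differs from all 3 groups alike. Of the genes that passed the limits in the data, 4 did so in opposite directions in different groups.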

Overall, these results suggest that by day 2, *Tet1*^*−/−*^, *Tet2*^*−/−*^ and* Tet3*^*−/−*^ TKO cells differentiated in the presence or absence of cytokines both upregulate the germline programme and repress the somatic programme.

### TET-deficient PGCLCs show precocious expression of late germline markers

A fourth group of genes are expressed highly in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs after 6 days of differentiation (with or without cytokines) (Fig. 6B). This group differs from group 1 by being expressed at lower levels in wild-type PGCLCs at day 6 than in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs. This reflects PC differences between wild-type and *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells at day 6 (Fig. 6A,B). 

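The 153 genes of the third cluster, which held 8 of the 11 genes named in group 4, had a median variance-stabilised level of 8.54 with and 8.32 without cytokines in day 6 TKO PGCLCs. It was 8.21 and 7.88 in day 2 TKO PGCLCs with and without cytokines, 5.84 in TKO EpiLCs and 3.89 in day 6 wild-type cells without cytokines.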

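In day 6 wild-type PGCLCs the median level of the third cluster was 8.24. The 11 genes that the paper names in group 4 had a median log2 fold change of 1.39 in day 6 TKO PGCLCs with cytokines against day 6 wild-type PGCLCs, between −1.77 and 4.21 for single genes, and 0.28 in those without, between −2.23 and 3.57. With cytokines, 9 were higher and 2 lower, 7 and 1 of them at an adjusted p below 0.05 over all genes and adjusted over the list alone. Without cytokines, 7 were higher and 4 lower, 4 and 1 of them at an adjusted p below 0.05, and 4 and 2 when adjusted over the list alone. The genes were chosen by the study on these libraries, so these counts are not independent evidence. The median with cytokines was 0.83 without replicate 2 of the day 6 TKO PGCLCs with cytokines. The median without cytokines was 0.43 without replicate 1 of the day 6 wild-type PGCLCs and 0.46 without replicate 2 of the day 6 TKO PGCLCs without cytokines, and 0.74 when scaled by library size alone. At day 2 the medians against day 6 wild-type PGCLCs were −0.88 with cytokines (−0.42 without replicate 1 of the day 2 TKO PGCLCs with cytokines) and −1.24 without (−0.67 without replicate 2 of the day 2 TKO PGCLCs without cytokines). The 2 genes lower at day 6 in both TKO groups were Dppa3 and H19. H19 (chromosome 7, 142575530 to 142578146, mm10) had log2 fold changes of −1.77 (standard error 0.81, adjusted p = 0.142) with and −2.23 (standard error 0.82, adjusted p = 0.0585) without cytokines. In a model of only the libraries compared its adjusted p-values were 0.00476 and 5.67e-05, and without the filter on low counts they were 0.0170 and 0.00218. With the replicate block H19 without cytokines had −2.37 and an adjusted p of 0.0280. Over the alternatives its adjusted p was 0.00476 to 0.241 with and 5.67e-05 to 0.107 without cytokines. Aurkc (chromosome 7, 6995347 to 7003091) and Sohlh2 (chromosome 3, 55182044 to 55209957) were lower without cytokines only, with log2 fold changes of −0.018 (standard error 0.37, adjusted p = 0.979) and −0.32 (standard error 0.27, adjusted p = 0.407), which are within the replicate spread. For Aurkc the value was 0.14 without replicate 1 of the day 6 wild-type PGCLCs and 0.013 without replicate 2 of the day 6 TKO PGCLCs without cytokines, and between 0.0022 and 0.44 under DESeq2, RLE factors, a filter at a mean CPM of 1 and library size alone. Sohlh2 had 0.13 when scaled by library size alone. With cytokines, Aurkc and Sohlh2 had 0.75 (standard error 0.37, adjusted p = 0.183) and 0.24 (standard error 0.27, adjusted p = 0.582). Aurkc with cytokines passed an adjusted p of 0.05 under DESeq2 (0.0373 on the same genes, 0.0415 on all genes with a count) and in a model of only the libraries compared (0.0269). Adjusted p-values are otherwise from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.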

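Mov10l1 (chromosome 15, 88982891 to 89055152, mm10) had 312 ± 46.4 normalised counts in day 6 wild-type PGCLCs, 669 ± 159.7 in day 6 TKO PGCLCs with cytokines and 382 ± 11.5 in those without (SD, n = 2 each). Its log2 fold change against day 6 wild-type PGCLCs was 1.10 (standard error 0.32, adjusted p = 0.0258) with cytokines and 0.27 (standard error 0.32, adjusted p = 0.573) without, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mael (chromosome 1, 166201385 to 166238744) had 79.6 ± 9.35 normalised counts in day 6 wild-type PGCLCs, 491 ± 81.6 in day 6 TKO PGCLCs with cytokines and 580.1 ± 86.3 in those without (SD, n = 2 each), with log2 fold changes of 2.62 (standard error 0.29, adjusted p = 5.68e-05) and 2.84 (standard error 0.29, adjusted p = 2.95e-05). For Wt1 (chromosome 2, 105126529 to 105173614) the counts were low, 6.27 ± 2.97 (4.17 in replicate 1 and 8.37 in replicate 2) in day 6 wild-type PGCLCs, 28.5 ± 21.3 (13.4 in replicate 1 and 43.6 in replicate 2) in day 6 TKO PGCLCs with cytokines and 77.6 ± 15.3 in those without (SD, n = 2 each). Its log2 fold changes were 2.21 (standard error 0.52, adjusted p = 0.00867) and 3.57 (standard error 0.49, adjusted p = 0.000184). Dppa3 (chromosome 6, 122626424 to 122630271) went the other way, with 886 ± 21.1 normalised counts in day 6 wild-type PGCLCs, 319.7 ± 129 in day 6 TKO PGCLCs with cytokines and 369 ± 74.5 in those without (SD, n = 2 each), and log2 fold changes of −1.47 (standard error 0.38, adjusted p = 0.0143) and −1.28 (standard error 0.38, adjusted p = 0.0222). Scaled by library size alone, Dppa3 without cytokines had −0.82 and an adjusted p of 0.118.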

Gene ontology (GO) enrichment shows that genes in group 4 are mostly associated with the gene ontology terms “DNA methylation” which includes *Mov10l1, Dppa3, Mael* and *Wt1*, genes previously associated with germline or gonad development (Sato et al, 2002; Wilhelm and Englert, 2002; Soper et al, 2008; Hackett et al, 2012; Vourekas et al, 2015) and “cellular process involved in reproduction” which includes the late germline markers *Stra8, Dazl* and *Taf7l* (Fig. 6B). Indeed, temporal assessment shows an increased expression of *Stra8*, *Dazl*, *Taf7l* and *Spesp1* mRNAs in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs as early as day 2 (Fig. EV5E).

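Stra8 (chromosome 6, 34920163 to 34939344, mm10) had 7.92 ± 2.79 normalised counts in TKO EpiLCs, 133 ± 69.7 (83.9 in replicate 1 and 182 in replicate 2) with and 104 ± 71.1 (155 in replicate 1 and 54.1 in replicate 2) without cytokines at day 2, and 828 ± 45.01 with and 417 ± 76.3 without at day 6, against 244 ± 8.60 in day 6 wild-type PGCLCs (SD, n = 2 each). Over TKO EpiLCs, its log2 fold change was 4.07 (standard error 0.55, adjusted p = 0.000247) with and 3.71 (standard error 0.55, adjusted p = 0.000662) without cytokines at day 2. Day 2 TKO PGCLCs were lower than day 6 wild-type PGCLCs, with log2 fold changes of −0.88 (standard error 0.41, adjusted p = 0.147) and −1.24 (standard error 0.41, adjusted p = 0.0431), the last of which had an adjusted p of 0.161 when scaled by library size alone and 0.0545 with a replicate term. Against the same group at day 6, Stra8 had 1.76 (standard error 0.40, adjusted p = 0.00818) with cytokines and 0.75 (standard error 0.40, adjusted p = 0.186) without, and the last had an adjusted p of 0.0346 when scaled by library size alone and 0.00456 in a model of only the libraries compared. Spesp1 (chromosome 9, 62270729 to 62282179) had 1.60 ± 0.854 normalised counts in TKO EpiLCs, 39.4 ± 10.9 with and 22.2 ± 9.38 without cytokines at day 2, and 420.4 ± 43.5 with and 194 ± 25.1 without at day 6, against 22.6 ± 5.38 in day 6 wild-type PGCLCs (SD, n = 2 each). It was at least 12.6-fold and at least 7.08-fold higher at day 2 with and without cytokines than in TKO EpiLCs (adjusted p = 0.000377 and 0.00299). Against day 6 wild-type PGCLCs its log2 fold change was 0.79 (standard error 0.45, adjusted p = 0.235) and −0.065 (standard error 0.47, adjusted p = 0.940) at day 2, where the second was 0.20 without replicate 2 of the day 6 wild-type PGCLCs and 0.32 without replicate 1 of the day 2 TKO PGCLCs without cytokines and 0.35 when scaled by library size alone, and 4.21 (standard error 0.46, adjusted p = 3.26e-05) and 3.08 (standard error 0.45, adjusted p = 0.000274) at day 6.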

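Dazl (chromosome 17, 50279393 to 50293620, mm10) had 128 ± 39.6 normalised counts in TKO EpiLCs, 121 ± 92.4 (55.5 in replicate 1 and 186 in replicate 2) with and 152 ± 7.17 without cytokines at day 2, and 1598 ± 979 (905 in replicate 1 and 2290.3 in replicate 2) with and 747 ± 137 without at day 6, against 607 ± 33.4 in day 6 wild-type PGCLCs (SD, n = 2 each). At day 2 it was not above TKO EpiLCs, with log2 fold changes of −0.083 (standard error 0.48, adjusted p = 0.941) with and 0.23 (standard error 0.47, adjusted p = 0.761) without cytokines, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first was 0.28 without replicate 2 of the TKO EpiLCs and 0.55 without replicate 1 of the day 2 TKO PGCLCs with cytokines, and the second −0.059 without replicate 1 of the TKO EpiLCs. Dazl was below day 6 wild-type PGCLCs at day 2, with log2 fold changes of −2.34 (standard error 0.47, adjusted p = 0.00347) and −2.03 (standard error 0.46, adjusted p = 0.00593), and at day 6 it had 1.39 (standard error 0.44, adjusted p = 0.0390) with and 0.28 (standard error 0.44, adjusted p = 0.680) without cytokines. Taf7l (chromosome X, 134460116 to 134476505), which lies in the part of the X chromosome where most genes were higher in TKO EpiLCs, had 168 ± 61.6 normalised counts in TKO EpiLCs, 218 ± 63.5 with and 166 ± 10.1 without cytokines at day 2, and 302 ± 97.1 with and 289 ± 47.1 without at day 6, against 49.5 ± 0.129 in day 6 wild-type PGCLCs (SD, n = 2 each). Wild-type EpiLCs had 50.8 ± 8.29 (SD, n = 2), and Taf7l was higher in TKO EpiLCs than in them by 1.73 (standard error 0.36, adjusted p = 0.00798). From TKO EpiLCs to day 2 its log2 fold change was 0.38 (standard error 0.33, adjusted p = 0.495) with and −0.029 (standard error 0.34, adjusted p = 0.963) without cytokines. The second was 0.40 without replicate 1 of the TKO EpiLCs and 0.025 without replicate 1 of the day 2 TKO PGCLCs without cytokines, 0.0034 with a filter at a mean CPM of 1 and 0.46 when scaled by library size alone. Against day 6 wild-type PGCLCs, Taf7l had 2.13 (standard error 0.35, adjusted p = 0.00112) and 1.72 (standard error 0.35, adjusted p = 0.00329) at day 2, and 2.61 (standard error 0.36, adjusted p = 0.000249) and 2.52 (standard error 0.35, adjusted p = 0.000281) at day 6, with and without cytokines.

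**Figure D3:**
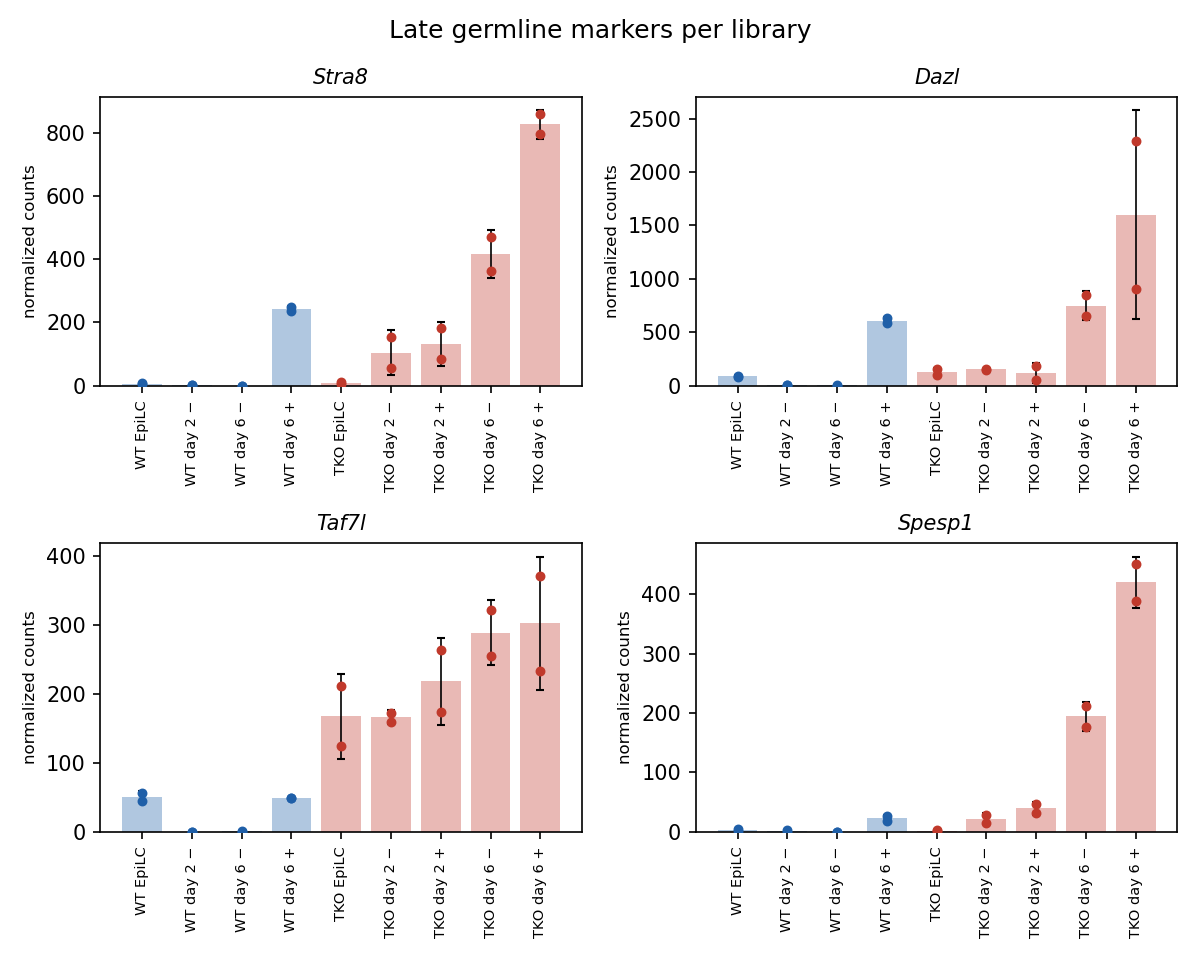
Normalised counts of Stra8, Dazl, Taf7l and Spesp1 in each of the 18 libraries, with the mean of each condition as a bar and its SD as an error bar (n = 2). Taf7l was already at 168 normalised counts in TKO EpiLCs, while Spesp1 was at 1.60.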

### Expression of PGC TFs indicates accelerated germline entry in TET-deficient cells

The expression of late markers suggests that the transcriptome of *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs might reflect a later stage in PGC development, consistent with the accelerated germ cell differentiation pinpointed by the PC analysis. To assess whether the similarity between day 2 *Tet1*^*−/−*^, *Tet2*^*−/−-*^*, Tet3*^*−/−*^ TKO PGCLCs and day 6 wild-type PGCLCs could be explained by accelerated germline entry, the expression of *Tfap2c, Prdm1* and *Prdm14* was examined at 12-hourly intervals during the first 3 days of PGCLC differentiation. Following the addition of cytokines, all three mRNAs show increased expression in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells over the first 2 days of differentiation, compared to a more delayed upregulation in wild-type cells (Fig. 6C). In particular, *Tfap2c* and *Prdm14* mRNAs are more highly expressed in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells between 24 and 48 h (Fig. 6C).

### TET-deficient PGCLCs express a transcriptional profile characteristic of a later developmental stage in vivo

To assess how these specific changes relate to transcriptomic changes during development, samples were compared to in vivo germ cell data at E9.5, E12.5 and E14.5, and in vitro EpiLCs generated using single-cell 3 prime RNA-seq (SC3-seq) by (Ishikura et al, 2021; Miyauchi et al, 2017). PC analysis reveals that technical differences account for variability along PC1, with samples clustering on opposite sides of PC1 based on the technique used (Fig. EV5F). However, PC2 reflects interesting biological differences. In vitro samples generated in this study align across time, with EpiLCs at the top, day 6 wild-type PGCLCs and day 2 *Tet1*^−/−^*,Tet2*^−/−^*,Tet3*^−/−^ TKO PGCLCS in the middle, and day 6 *Tet1*^−/−^*,Tet2*^−/−^*,Tet3*^−/−^ TKO PGCLCs at the bottom (Fig. EV5F). On the right side, data from (Ishikura et al, 2021) follows a similar pattern, with EpiLCs aligning with our EpiLCs in PC2, and germ cells following a similar temporal pattern from E9.5 to E14.5. Interestingly, day 6 wild-type PGCLCs and day 2 *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs align with E12.5 germ cells within PC2, while day 6 *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs align with E14.5 germ cells (Fig. EV5F). This suggests that the transcriptome of day 6 *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs corresponds to a later developmental stage.

### TET-deficient cells contribute to the germline in vivo

To determine how TET-deficient cells perform in vivo, single-cell data from chimeric embryos made by injecting either wild-type or TET-TKO mutant cells into 4n embryos were compared (Cheng et al, 2022). By reanalysing this data, we aimed to determine whether TET-TKO cells can contribute to the germline in vivo. Cell identities determined by mapping to a gastrulation atlas were used to calculate the relative composition of cell types per embryo (Cheng et al, 2022). The relative content of PGCs appears, on average, slightly higher in TET-TKO mutants than in wild-type chimeras, although this difference is not significant (Fig. EV6A). PGCs were then identified through clustering and marker expression. This revealed two clusters expressing germline markers. A nascent PGC cluster expresses early PGC markers, such as *Dppa3, Prdm1* and *Prdm14*, while a late PGC cluster expresses later PGC transcripts (*Nanos3, Dazl* and *Stra8*) (Fig. EV6B). Importantly, while no significant difference is detected in the nascent PGC population, the proportion of late PGCs per embryo is significantly higher in TET-TKO compared to wild-type chimeras (Fig. EV6C). This shows that while TET-TKO cells fail to contribute to a number of somatic tissues in chimeras (Cheng et al, 2022), they do contribute to the PGC population, and with a higher efficiency than wild-type cells, thereby complementing our in vitro findings.

**Figure EV6:**
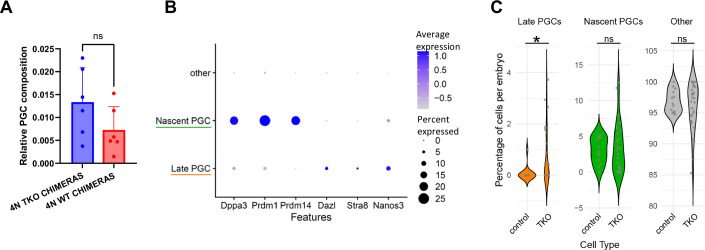
Single-cell analysis of PGCs in wild-type and TET-TKO chimeric embryos. (**A**) Relative PGC composition for whole-embryo chimera with transcriptional age >7.75, data from Table S1 in (Cheng et al, 2022). Data points: individual embryos, centre: mean, error bar: standard deviation, *n* = 6. The difference between genotypes was not statistically significant using the Student’s *t*-test (ns indicates *p* value >0.05). (**B**) Expression of germline markers in two newly identified cell clusters: “nascent PGCs” and “late PGCs”, all other cells within whole-embryo chimeras classified as “other”. Clustering was performed using both wild-type and TKO cells. Colour intensity indicates level of expression, circumference size indicates the percentage of cells within the cluster that express each gene. (**C**) Percentage of each cell type per embryo (Nascent PGCs, Late PGCs and Other). The total number of cells were matched between WT and TET-TKO genotypes (4376 cells for both). Data points: individual embryos, number of embryos WT = 13 TKO = 30. Significance calculated by Student’s *t*-test, ns: *p* value >0.05, Star (*): *p* value <0.05. Individual *p* values are provided in Table EV1.

Taken together, this data shows that germline markers are expressed at similar levels in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs and wild-type PGCLCs, but that somatic markers upregulated in wild-type cells in the absence of cytokines remain low in *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs throughout differentiation. Moreover, *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs enter the germline at an accelerated rate. 

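The 4 germline markers shown in Fig. EV5C had a median log2 fold change of 7.73 in day 6 wild-type PGCLCs against day 6 wild-type cells without cytokines. Against day 6 wild-type PGCLCs their median was −0.73 in day 2 TKO PGCLCs with cytokines and −1.03 in those without, and all 4 were lower in both. In each, 2 were lower at an adjusted p below 0.05, over all genes and adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaling by library size alone gave −0.61 in place of the value without cytokines. The 6 somatic markers of the same panel had medians against day 6 wild-type cells without cytokines of −8.88 in day 6 wild-type PGCLCs, −9.05 in day 2 TKO PGCLCs with cytokines and −5.32 in those without. With genes at or below 3 counts in a group set to their lower bound, these were −8.22, −6.91 and −5.32. All 6 were lower at an adjusted p below 0.05 in each comparison, over all genes and adjusted over the list alone. They include Dcx, Pax6, Hoxa2 and Sox9. In day 2 TKO PGCLCs with cytokines, Pax6 had a log2 fold change of −6.10 (standard error 0.53, adjusted p = 1.65e-07), Hoxa2 −5.62 (standard error 0.48, adjusted p = 1.42e-07) and Sox9 −7.23 (standard error 0.72, adjusted p = 7.31e-07). Without cytokines the values were −4.53, −5.87 and −4.27, and in day 6 wild-type PGCLCs −4.40, −9.02 and −6.65. Dcx, which lies in the part of the X chromosome where most genes were higher in TKO EpiLCs, was at least 1675-fold lower in day 2 TKO PGCLCs with cytokines and had a log2 fold change of −9.76 (standard error 0.82, adjusted p = 1.42e-07) without. The study chose both panels, so the counts are not independent evidence.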

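In day 6 TKO PGCLCs against day 6 wild-type PGCLCs, 760 genes were higher and 164 lower with cytokines, and 1234 higher and 111 lower without, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both TKO groups shared 522 higher and 54 lower genes. Across genes their log2 fold changes had a correlation of 0.67, against a median of 0.468 in 100 draws of simulated counts with the same shared controls. The simulated value left out genes with low counts, while 0.67 is over all genes tested. With cytokines, the largest rises among genes changed the same way in both replicates were in Tdpoz4 (chromosome 3), at least 106-fold higher (adjusted p = 5.11e-05), Zscan4b (chromosome 7), at least 153-fold higher (adjusted p = 1.25e-06), and Alppl2 (chromosome 1), with a log2 fold change of 7.70 (standard error 0.78, adjusted p = 3.72e-05). Tdpoz4 and Zscan4b have paralogs, and reads that map to several copies were not counted. The largest falls were in Slc15a2 (chromosome 16), −6.36 (standard error 0.67, adjusted p = 2.33e-05), Enpp2 (chromosome 15), −4.86 (standard error 0.47, adjusted p = 1.17e-05), and Aire (chromosome 10), −4.71 (standard error 0.64, adjusted p = 0.000180). A list of 14 late germline genes had a median log2 fold change of 1.40 with cytokines, 13 higher and 1 lower. Of these, 10 were higher at an adjusted p below 0.05 over all genes, and 11 higher and 1 lower adjusted over the list alone. Without cytokines the median was 1.03, with 7 higher over all genes and 8 adjusted over the list alone. The median with cytokines was 0.84 without replicate 2 of the day 6 TKO PGCLCs with cytokines. Without cytokines scaling by library size alone gave 1.49. At day 2 the list had medians of 0.50 with cytokines, with 5 higher and 3 lower at an adjusted p below 0.05, and 0.37 without, with 6 higher and 4 lower, over all genes and adjusted over the list alone. The first was 0.27 without replicate 2 of the day 2 TKO PGCLCs with cytokines. The second was 0.61 without replicate 2 of the day 6 wild-type PGCLCs and 0.63 without replicate 1 of the day 2 TKO PGCLCs without cytokines, and 0.79 when scaled by library size alone. Mael and Ddx4 were already higher at day 2 than in day 6 wild-type PGCLCs, Mael by 2.71 (standard error 0.29, adjusted p = 6.40e-05) with and 2.30 (standard error 0.29, adjusted p = 0.000141) without cytokines, and Ddx4 by 1.39 (standard error 0.32, adjusted p = 0.00685) and 1.28 (standard error 0.31, adjusted p = 0.00891). In TKO EpiLCs against wild-type EpiLCs the list had a median of 0.60 (0.31 without replicate 2 of the TKO EpiLCs), with 5 genes higher at an adjusted p below 0.05, adjusted over the list alone and over all genes. Of these 14 genes, Taf7l and Nr0b1 lie in the part of the X chromosome and Piwil2 in the part of chromosome 14 where most genes were higher in TKO EpiLCs.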

The major differences between *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs and wild-type PGCLCs at day 6 are in mRNAs characteristic of later germline development; differences that are not evident in day 2 *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO PGCLCs. Alongside the earlier upregulation of *Prdm14, Tfap2c* and *Prdm1* mRNAs, this suggests precocious germline development of *Tet1*^*−/−*^, *Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells.

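The 4 late markers of Fig. EV5E had a median log2 fold change against day 6 wild-type PGCLCs of 2.18 with and 1.64 without cytokines in day 6 TKO PGCLCs, with 4 and 2 of them higher at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and adjusted over the list alone. At day 2 the medians were −0.047 and −0.65. The first of these was −0.14 without replicate 1 of the day 6 wild-type PGCLCs, 0.068 without replicate 2 of the day 6 wild-type PGCLCs, 0.32 without replicate 1 of the day 2 TKO PGCLCs with cytokines and −0.54 without replicate 2 of the day 2 TKO PGCLCs with cytokines. Scaled by library size alone, the median without cytokines was 2.08 at day 6 and −0.22 at day 2. A list of 8 early PGC genes was lower in TKO PGCLCs than in day 6 wild-type PGCLCs, with medians of −1.83 with and −1.92 without cytokines at day 2 and −1.42 and −1.66 at day 6. In these 4 comparisons all 8 were lower, 7, 7, 5 and 7 of them at an adjusted p below 0.05 over all genes, and 7, 7, 6 and 7 adjusted over the list alone. Only the wild-type PGCLCs were sorted, for SSEA1 and CD61, so the shared direction of the list may partly reflect that sort. Nanos3 (chromosome 8, 84173733 to 84176552, mm10), a gene of that list, had 190.4 ± 69.0 normalised counts in day 6 wild-type PGCLCs and 77.1 ± 16.0 and 50.3 ± 6.61 in day 2 TKO PGCLCs with and without cytokines (SD, n = 2 each), with log2 fold changes of −1.31 (standard error 0.38, adjusted p = 0.0258) and −1.94 (standard error 0.39, adjusted p = 0.00274). At day 6, Prdm1 had −3.51 (standard error 0.36, adjusted p = 1.85e-05) with and −2.03 (standard error 0.33, adjusted p = 0.000606) without cytokines and Tfap2c −1.17 (standard error 0.23, adjusted p = 0.00255) and −1.02 (standard error 0.23, adjusted p = 0.00451). Tfap2c without cytokines had an adjusted p of 0.0858 when scaled by library size alone. Prdm14 was at the level of day 6 wild-type PGCLCs with cytokines, −0.021 (standard error 0.33, adjusted p = 0.981), a value that was 0.14 without replicate 1 of the day 6 wild-type PGCLCs and 0.066 without replicate 1 of the day 6 TKO PGCLCs with cytokines. Without cytokines it was lower, −1.10 (standard error 0.34, adjusted p = 0.0268), and scaled by library size alone it had an adjusted p of 0.134.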

## Discussion

Here, we have compared ESC lines lacking one or several *Tet* alleles. This allowed us to characterise unique and redundant functions of TET proteins and to show the early cellular changes during distinct differentiation contexts. This uncovered key redundant roles for TET1 and TET2 in supporting somatic lineage differentiation and acting as a critical barrier to germline induction.

In agreement with previous literature (Dawlaty et al, 2011, 2013, 2014; Lu et al, 2014; Hu et al, 2014; Verma et al, 2018), all *Tet* knockout ESC lines have a normal morphology and express similar levels of pluripotency markers to wild-type ESCs during routine passaging in serum/LIF. Furthermore, TET-deficient ESCs are defective in differentiation into somatic lineages and maintain expression of pluripotency genes. Both a block to differentiation and retention of pluripotency were previously observed in triple *Tet* knockout cells and were attributed to redundant activities of TET1, TET2 and TET3 (Dawlaty et al, 2014; Verma et al, 2018). However, we show here that *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO ESCs have similar blocks to differentiation. Therefore, redundancy amongst TET proteins in driving loss of pluripotency is restricted to TET1 and TET2 and does not extend to TET3.

*Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO ESCs have more undifferentiated colony morphologies than wild-type or single *Tet* knockout cells when plated at clonal density in LIF. This appears to result from an enhanced sensitivity to LIF, rather than LIF independence, since undifferentiated colonies do not form when mutant cell lines are plated at clonal density in the absence of exogenous LIF. In addition, *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−-*^ TKO lines can form “ESC-like” colonies after prolonged culture at high density in the absence of exogenously added LIF in either serum-free monolayer differentiation media, or during aggregation-induced differentiation. These results may be due to an enhanced responsiveness of *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells to endogenously produced LIF accumulating in such high-density cultures (Chambers et al, 2003). This enhanced LIF sensitivity could be connected to the recent observation that TET1 and TET2 are required for pluripotent cells to survive embryonic diapause (Stötzel et al, 2024), a process that also requires signalling through the LIFR/gp130 pathway (Nichols et al, 2001). Interestingly, studies in hematopoietic cells also suggest that TET1 and TET2 may act downstream of STAT signalling (Jiang et al, 2017; Xue et al, 2024). Therefore, investigating the exact nature of the relationship between TET proteins and LIF signalling in pluripotent cells will be an interesting area for future investigations.

Our analysis also extends prior studies by characterising redundant TET function during pluripotent state transitions and during commitment to the germline. We demonstrated that TET-deficient ESCs can differentiate normally into EpiLCs or EpiSCs, which capture in vitro the transitions between naïve, formative and primed pluripotent states that occur between pre- and post-implantation epiblast development (Smith, 2017; Posfai et al, 2021). These results are consistent with a previous study (Parry et al, 2023) and offer an explanation for the in vivo phenotype of *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO mouse embryos which are morphologically indistinguishable from wild-type until the onset of gastrulation at ~E6.5 (Dai et al, 2016; Li et al, 2016).

TET proteins have not previously been implicated in the initial induction of PGCs from the post-implantation epiblast. While loss of TET1 is known to impair demethylation at imprinted genes and meiotic genes, this does not occur until ~E13.5, many days after germline specification (Yamaguchi et al, 2012, 2013; Hackett et al, 2013; Hill et al, 2018). It was therefore unexpected that *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cell lines should have an increased propensity to form PGCLCs during in vitro differentiation. Of note, TET proteins appear to be expressed in the entire epiblast of post-implantation embryos around E6.5-E7.5 (Dai et al, 2016; Khoueiry et al, 2017) and therefore do not discriminate between soma and germline. The increased PGCLC differentiation of TET-deficient cells might indicate a role for TET proteins to actively prevent germline commitment. However, it is difficult to rationalise such a role with the increasing expression of *Tet1* and *Tet2* mRNAs during the initial days of differentiation of EpiLCs to PGCLCs. Alternatively, this phenotype could be an indirect consequence of a failure of *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO and *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells to differentiate into somatic lineages. In this case, TET proteins could promote activation of somatic genes by demethylation of enhancers (Charlton et al, 2020; Ginno et al, 2020).

Remarkably, the enhanced germline differentiation of TET-deficient cells occurs in the absence of the otherwise requisite PGC-promoting cytokines. PGC-promoting cytokines act by rapidly downregulating *Otx2* mRNA soon after initiation of PGCLC differentiation from EpiLCs (Zhang et al, 2018a; Zhang and Chambers, 2019). Consequently, *Otx2*-null cells also differentiate to PGCLCs without cytokines (Zhang et al, 2018a). EpiLCs can also differentiate to PGCLCs without cytokines upon induced expression of NANOG (Murakami et al, 2016; Zhang et al, 2018b). As NANOG can also repress *Otx2* mRNA expression (Vojtek et al, 2022), the TET-TKO PGCLC phenotype could occur if *Otx2* mRNA was not upregulated during the ESC-EpiLC transition. However, our analysis shows that TET-deficient EpiLCs have upregulated *Otx2* mRNA. Alternatively, the similarity between the phenotypes of the *Tet1*^*−/−*^*, Tet2*^*−/−*^ DKO, *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO and *Otx2*^−/−^ lines may result from the OTX2-mediated targeting of TET proteins to somatic regulatory elements that subsequently become demethylated and active. In this scenario, ectopic OTX2 expression would not be able to rescue the TET mutant somatic block. This will be an interesting experiment for the future.

Since the lack of DNA demethylating enzymes (TETs) reported here causes a block in somatic differentiation associated with a dramatic increase in PGCLC differentiation, one might expect a lack of methylating enzymes (DNMTs) to have the opposite effect and to fully block PGCLC differentiation. However, this simple relationship does not hold. Complete loss of DNA methylation (*Dnmt1*^−/−^, *Dnmt3a*^−/−^, *Dnmt3b*^−/−^) in ESCs also causes severe defects in somatic differentiation (Tsumura et al, 2006; Sakaue et al, 2010; Schmidt et al, 2012), but has distinct molecular phenotypes compared to TET-deficient cells (Parry et al, 2023). In addition, a recent study showed that loss of DNA methylation does not increase the number of differentiating PGCLCs but extends the period of germline competence beyond 48 h of EpiLC differentiation (Schulz et al, 2024). DNMT TKO EpiLCs can also differentiate into PGCLCs in the absence of cytokines, but at an efficiency of only ~5%, far less than observed here for *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells. Together, these results support the idea that DNA methylation (and methylation modifications) play cryptic roles in the induction of correct cell fates in somatic and germline differentiation. Interestingly, a recent report has proposed that both DNMTs and TETs may be required for cyclic DNA methylation and demethylation (Parry et al, 2021) as a way of providing epigenetic marks for epigenetic “readers” that may influence cell fate decisions (Spruijt et al, 2013; Iurlaro et al, 2013; Song et al, 2021). Alternatively, such ‘futile cycles’ can allow rapid alterations in regulatory circuits during cell fate decisions (Samoilov et al, 2005). However, the differences in phenotype between cells that are unable to methylate DNA and cells that cannot oxidise methylated DNA also suggest quite distinct regulatory roles for intermediates in the methylation cycle in dictating choice between soma and germline. Moreover, whether any of these considerations relate to the precocious germline development that we report here for *Tet1*^*−/−*^*, Tet2*^*−/−*^*, Tet3*^*−/−*^ TKO cells will be an important question for future studies. Alternatively, biological functions of TET proteins that are independent of their enzymatic activity and that occur via recruitment of the co-repressor Sin3 (Zhu et al, 2018; Chrysanthou et al, 2022; Stolz et al, 2022; Flores et al, 2023) or interplay with the Polycomb machinery (van der Veer et al, 2023; Chrysanthou et al, 2022; Huang et al, 2022) may be important in determining cell fate choice. Deciphering the exact mechanism by which TET proteins control gene expression at the juncture between the soma and the germline will be an important area for future investigation.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalogue number
**Experimental models**		
E14Tg2a (*M. musculus*)	Hooper et al, 1987	N/A
TET1 KO (*M. musculus*)	This study	N/A
TET2 KO (*M. musculus*)	This study	N/A
TET3 KO (*M. musculus*)	This study	N/A
TET1/2 DKO (*M. musculus*)	This study	N/A
TET1/2/3 TKO (*M. musculus*)	This study	N/A
Dnmt3a/b Floxed ESCs (*M. musculus*)	Ginno et al, 2020	N/A
TET1/2/3 TKO (*M. musculus*)	Ginno et al, 2020	N/A
**Recombinant DNA**		
Cas9-T2A-EGFP and sgRNA co-expression plasmid (empty backbone)	Addgene	#48138
Cas9-T2A-mCherry and sgRNA co-expression plasmid (empty backbone)	This study	N/A
**Antibodies**		
Goat anti-OCT4	Santa Cruz	sc-8628
Rat anti-NANOG	eBioscience	14-5761-80
Rabbit anti-SOX2	Abcam	ab92494
Goat anti-OCT6	Santa Cruz	sc-11661
Mouse anti-AP2γ	Santa Cruz	sc12762
Mouse anti-TUJ1	Biolegend	801202
Alexa Fluor 647 Mouse anti-CD15 (SSEA-1)	Biolegend	125608
Phycoerythrin (PE) Hamster anti-CD61	Biolegend	104307
**Oligonucleotides and other sequence-based reagents**		
gRNAs for CRISPR/Cas9 engineering	This study	See the list of gRNAs in the Methods section
Genotyping primers	This study	See the list of genotyping primers in the Methods section
RT-qPCR primers	This study	See the list of RT-qPCR primers in the Methods section
**Chemicals, enzymes and other reagents**		
Glasgow minimum essential medium	Sigma	G5154
L-glutamine	Invitrogen	25030-024
1x pyruvate solution	Invitrogen	11360-039
MEM non-essential amino acids	Invitrogen	11140-035
2-Mercaptoethanol	Gibco	31350010
Accutase	StemPro	A1110501
DMEM:F12	GIBCO	12634010
Neurobasal	GIBCO	21103049
poly-L-ornithine	Sigma	P3655
Laminin	BD Biosciences	354232
Fibronectin	Merck	FC010
Knock-out Serum Replacement (KOSR)	Gibco	10828-028
Lipofectamine 3000	Thermo Fisher Scientific	L3000008
DNA extraction kit	Qiagen	69506
Proteinase K	Invitrogen	100005393
4% PFA	Thermo fisher	J19943
Triton X-100	Sigma	X100
Low-melting point UltraPure agarose	Thermo Fisher	16500500
RapiClear 1.47	Sunjin lab	RC147001
RNeasy Plus Mini kit	Qiagen	74136
SuperScript III	Invitrogen	18080044
Takyon SYBR MasterMix	Eurogentec	UF-NSMT-B0701
Direct-zol RNA MiniPrep kit	Zymo Research	R2052
ESGRO LIF	Merck	ESG1106
Human Fgf basic	R&D Systems	233-FB-025/CF
Human Activin A	PeproTech	120-14E
Recombinant human BMP-4	Qkine	Qk038
Recombinant Human BMP-8a	R&D Systems	1073-BP-010
Recombinant Mouse SCF Protein	R&D Systems	455-MC-010
Recombinant Mouse EGF Protein, CF	R&D Systems	2028-EG-200
Bobcat339	Merck	SML2611
Agencourt RNAClean XP beads	Beckman Coulter	66514
NEBNext rRNA Depletion Kit (Human/Mouse/Rat)	New England Biolabs	E6310
NEBNext Ultra II Directional RNA Library Prep Kit	New England Biolabs	E7760
**Software**		
GraphPad Prism	https://www.graphpad.com/	
Fiji: ImageJ	https://imagej.net/software/fiji/	
Harmony High-Content Imaging and Analysis Software	https://www.revvity.com/gb-en/product/harmony-5-2-office-revvity-hh17000019	
FlowJo	https://www.flowjo.com/	
STAR 2.7.1a	(Dobin et al, 2013)	
Deseq2	(Love et al, 2014)	
clusterProfiler	(Yu, 2024)	
Seurat_5.0.0	(Hao et al, 2024)	
SingleCellExperiment_1.30.1	(Amezquita et al, 2020)	
scater_1.36.0	(McCarthy et al, 2017)	
harmony_1.2.3	(Korsunsky et al, 2018)	
**Other**		
Roche LightCycler 480 instrument (qPCR)	Roche	
BD LSR Fortessa instrument (Flow cytometry)	BD	
Nikon Ti-E microscope	Nikon	
Opera Phenix microscope	Revvity	
Illumina NextSeq 2000 sequencer	Illumina	

### Cell culture

All the cell lines generated in this study were derived from E14Tg2a (Hooper et al, 1987). We also obtained an independent TET triple knockout cell line (and its parental cell line: Dnmt3a/b Floxed ESCs) from Dirk Schübeler’s laboratory (FMI, Basel) (Ginno et al, 2020). All cell lines were incubated in a 37 °C, 7% CO_2_ incubator. Cells were routinely tested for mycoplasma contamination. ESCs were routinely cultured in serum/LIF medium on gelatin-coated plates. Composition of the serum/LIF medium: Glasgow minimum essential medium (GMEM; Sigma, cat. G5154), 10% foetal bovine serum, 1× L-glutamine (Invitrogen, cat. 25030-024), 1x pyruvate solution (Invitrogen, cat. 11360-039), 1× MEM non-essential amino acids (Invitrogen, cat. 11140-035), 0.1 mM 2-Mercaptoethanol (Gibco ref. 31350010), 100 U/ml LIF (made in-house).

Monolayer neuronal differentiation was performed as described in (Pollard et al, 2006; Ying et al, 2003). ESCs, previously grown in serum/LIF, were dissociated using Accutase (StemPro, cat. A1110501), washed and resuspended in N2B27 medium. 100,000 cells were plated into a well of a six-well plate coated with gelatin and containing N2B27 medium. The medium was changed every 2 days until analysis. Composition of the N2B27 medium: 50 ml DMEM:F12 (GIBCO cat. 12634010), 50 ml Neurobasal (GIBCO cat. 21103049), 1 ml 100x glutamine (Invitrogen cat. 25030-024), 1 ml 100x MEM non-essential amino acids (Invitrogen, cat. 11140-036), 100 μl 0.1 M 2-mercaptoethanol, 1 ml 100x N2 supplement (GIBCO cat. 17502048), 2 ml 50x B27 supplement (GIBCO cat. 17504044).

Embryoid bodies (EBs) were spontaneously formed by plating 5 × 10^6^ ESCs in non-adherent 5 cm dishes with GMEM medium containing 10% foetal bovine serum for 6 days. EBs were differentiated by plating on gelatin-coated wells of a 24-well plate (2 to 8 EBs per well) in GMEM medium without LIF. Differentiated EBs were checked by brightfield imaging every day. In particular, the appearance of spontaneously beating clusters of cells (indicating cardiomyocyte differentiation) was noted for each well.

EpiSC lines were derived by in vitro differentiation from ESCs (Guo et al, 2009). About 3 × 10^4^ ESCs were plated in a well of a six-well plate with serum/LIF medium (see composition above). After 24 h, the medium was switched to N2B27 medium (see composition above) supplemented with 20 ng/ml Human Activin A (PeproTech, cat. 120-14E) and 10 ng/ml Human Fgf basic (R&D Systems, cat. 233-FB-025/CF). Cells were submitted to daily media changes and passaged at day 5 of the protocol in six-well plates coated with 7.5 μg/mL bovine fibronectin. Cells were maintained in N2B27 medium supplemented with Activin/Fgf and passaged every 2–3 days. Homogeneous EpiSCs were derived within ten passages.

For 2i/LIF ESC culture, N2B27 medium was supplemented with 0.4 μM PD0325901 (Axon, cat. 1408), 3 μM CHIR99021 (Axon, cat. 1386) and 1000 U/ml ESGRO LIF (Millipore, cat. ESG1106). EpiLC differentiation and PGCLC induction were performed as previously described (Hayashi et al, 2011; Hayashi and Saitou, 2013; Zhang et al, 2018a). ESCs were adapted to 2i/LIF culture for at least three passages on poly-L-ornithine (Sigma, cat. P3655) and laminin (BD Biosciences, cat. 354232) coated wells of a six-well plate. To obtain EpiLC, 1.0 × 10^5^ ESCs were plated on a well of a 12-well plate pretreated with 16.6 µl/ml fibronectin (Millipore, cat. FC010) and containing EpiLC medium: N2B27 medium (see composition above) supplemented with 20 ng/ml Human Activin A (PeproTech, cat. 120-14E), 12 ng/ml Human Fgf basic (R&D Systems, cat. 233-FB-025/CF) and 1% knock-out serum replacement (KOSR; Gibco, cat. 10828-028). After 2 days, EpiLCs were collected for analysis or submitted to PGCLC differentiation.

To obtain PGCLCs, 1.5 × 10^5^ EpiLCs were resuspended in 5 ml (3 × 10^4^ cells/ml) of GK15 medium (GMEM supplemented with 15% KOSR) supplemented with 50 ng/ml bone morphogenetic protein (BMP) 4 (Qkine, cat. Qk038), 50 ng/ml BMP-8a (R&D Systems, cat. 1073-BP-010), 10 ng/ml stem cell factor (SCF, R&D System, cat. 455-MC-010), 10 ng/ml epidermal growth factor (EGF, R&D Systems, cat. 2028-EG-200), and 1000 U/ml LIF added before replating 100 µl per well of a U-bottom 96-well plate (Thermo Fisher Scientific, cat. 268200). For cytokine-free differentiation, EpiLCs were similarly dissociated and resuspended in 5 ml of GK15 medium (3 × 10^4^ cells/ml) without the aforementioned cytokines. Both cells with and without cytokines were cultured for 6 days before flow cytometry analysis.

For TET inhibition, E14Tg2a EpiLCs were differentiated towards PGCLCs in a medium containing 100 µM of Bobcat339 (Merck, cat. SML2611), with or without cytokines, and analysed at day 6 by flow cytometry.

### Flow cytometry

Flow cytometry analysis was performed as previously described (Zhang et al, 2018a, 2018b). Cells were dissociated using trypsin and neutralised in PBS/10% serum. Cell pellets were collected by centrifugation and resuspended in 100 µl PBS/2% serum supplemented with Alexa Fluor 647 anti-CD15 (SSEA-1) (Biolegend, cat. 125608) and Phycoerythrin (PE) anti-CD61 (Biolegend, cat. 104307) antibodies diluted 1/200 and 1/600, respectively. Following a 20 min incubation at 4 °C, cells were washed twice in 1 ml PBS/10% serum before flow cytometry analysis on a BD LSR Fortessa instrument. Cells were first gated based on morphology (FSC/SSC), followed by selection for singlets based on linear correlations between FSC-area and FSC-height. Live cells were then gated based on exclusion of DAPI to indicate cell membrane integrity. Gates for SSEA-1 and CD61 were determined using unstained cells and cells stained with a single antibody.

### Self-renewal assays

ESCs, previously grown in serum/LIF, were collected by trypsinisation, resuspended in GMEM medium and counted. 600 cells were plated in gelatin-coated wells of a six-well plate containing complete GMEM medium with 10% foetal bovine serum (see composition above) with or without LIF. Following 7 days of culture, cells were washed in PBS and incubated for 1 min in fixative solution made by mixing 25 ml of citrate solution (18 mM citric acid, 9 mM sodium citrate, 12 mM NaCl), 8 ml of formaldehyde solution (37% v/v in water) and 65 ml of acetone. Fixed cells were washed in distilled water and stained for alkaline phosphatase (AP) expression using a leucocyte alkaline phosphatase kit (Sigma, cat. 86R-1KT). Colonies were counted and categorised according to their morphology and alkaline phosphatase staining.

### Knockout of *Tet1/2/3* by CRISPR/Cas9

To knockout endogenous *Tet1/2/3* alleles, two double-strand breaks were simultaneously generated using Cas9 and two synthetic guide RNAs targeting the start and stop codon of the open reading frame of the *Tet* family gene of interest, respectively. Importantly, we checked that the excised regions contained only *Tet* family genes and no other open reading frames or functional elements annotated in the genome databases (Ensembl, UCSC Genome Browser). Guide RNAs were designed (https://www.zlab.bio/resources) and cloned into Cas9/gRNA co-expression plasmids carrying a fluorescent reporter (Addgene PX458 containing EGFP, or a custom-made version containing mCherry).

About 1 × 10^6^ ESCs were co-transfected with two Cas9/gRNA plasmids targeting the start and stop codon of the *Tet* open reading frame, respectively, using Lipofectamine 3000 (Thermo Fisher Scientific, cat. L3000008) and following the manufacturer’s instructions. After 48 h, single ESCs expressing high levels of Cas9/gRNAs were selected by FACS sorting (using the EGFP/mCherry fluorescent reporter) and plated into wells of a 96-well plate coated with gelatin and containing serum/LIF medium supplemented with antibiotics (Penicillin-Streptomycin) to avoid contamination. ESC clones were expanded in 24-well plates, and genomic DNA was extracted (Qiagen, cat. 69506) for genotyping *Tet* alleles. PCR genotyping was performed using primer pairs specifically amplifying wild-type or knockout *Tet* alleles. Correctly targeted ESC clones were expanded, and frozen aliquots were transferred to liquid nitrogen tanks for long-term storage. For self-renewal and differentiation assays, a single clone was used for each genotype (T1KO C3, T2KO C26, T3KO C3, DKO C13 and TKO C15).

**List of gRNAs used for generating** ***Tet*** **knockout alleles**

**Table:** 

Target locus	gRNA site (excluding PAM sequence)
*Tet1* start codon	TGCGGGGCGGGACCGAGACA
*Tet1* stop codon	TGCGGGACCCTACAATCGTT
*Tet2* start codon	GGACAGAACCACCCATGCTG
*Tet2* stop codon	GCCATTAGGCCAGACCACCA
*Tet3* start codon	GAGTCCATCTGACCTGGAAC
*Tet3* stop codon	GGCCCGACGCTGAGGTACGC

**List of primers used for genotyping** ***Tet*** **knockout alleles**

**Table:** 

Target locus	Primer sequence
Tet1 FW1	ACTCCGATGATCCTGCCTCT
Tet1 RV1	TCGGGGTTTTGTCTTCCGTT
Tet1 RV2	CAGCTCATCACTCCGTGTGT
Tet2 FW1	CAGATGCTTAGGCCAATCAAG
Tet2 FW2	AGGATCACACAGGAAGCAGC
Tet2 RV1	AGAAGCAACACACATGAAGATG
Tet2 RV2	CTGTGTCCCACGGTTACACA
Tet3 FW1	CCACCTCTGAGCGCAGAGTG
Tet3 FW2	GATCTGAGCTCTCACAGGGC
Tet3 RV1	GATGAACACAGTTCCTGACAG
Tet3 RV2	CTGCCCACCTGTAACCCATT

### 5mC and 5hmC analysis

Genomic DNA from wild-type (-cytokines) and *Tet1*^−/−^*,Tet2*^−/−^*,Tet3*^−/−^ TKO (+/− cytokines) day 6 PGCLCs was isolated using the Qiagen Blood and Tissue kit (Qiagen, cat. 69504) following the manufacturer’s instructions. Wild-type cells differentiated in the presence of cytokines were sorted for the co-expression of CD61 and SSEA1 (PGCLCs), and genomic DNA was extracted with phenol-chloroform followed by ethanol precipitation. Briefly, sorted cells were lysed in 200 µl of 1X TE, 5 µl of 20% SDS and incubated at 37 °C for 1 h. About 1 µl of RNAse A (10 mg/ml) was then added to the solution, and RNA was digested for 5 min at room temperature. The solution was then supplemented with 1 µl of Proteinase K (Invitrogen, cat. 100005393) and incubated at 50 °C for 3 h. Genomic DNA was then isolated using 200 µl of phenol-chloroform, washed with the same volume of chloroform, and precipitated overnight with 20 µl of 3 M sodium acetate, 1 µl of glycogen (Merck, cat. 10901393001) and 500 µl of ethanol. 5mC and 5hmC were measured using the 5mC DNA ELISA kit and the Quest 5hmC DNA ELISA kit (Zymo Research, cat D5325 and D5425, respectively) following the manufacturer’s instructions.

### Immunofluorescence analysis and microscopy

For brightfield analyses, live cells were imaged using an inverted microscope (MOTIC AE2000) and the software Volocity.

For immunofluorescence analyses, cells were washed with PBS and fixed with 4% PFA for 10 min at room temperature. After fixation, cells were washed with PBS and permeabilised with a solution of PBS containing 0.3% (v/v) Triton X-100 for 10 min at room temperature. Samples were blocked in blocking buffer (PBS supplemented with 0.1% (v/v) Triton X-100, 1% (w/v) BSA and 3% (v/v) serum of the same species as the secondary antibodies were raised in) for 1 h at room temperature. Following blocking, samples were incubated with primary antibodies diluted in blocking buffer overnight at 4 °C. After four washes with PBS containing 0.1% (v/v) Triton X-100, samples were incubated with fluorescently labelled secondary antibodies diluted in blocking buffer for 1 h at room temperature in the dark. Cells were washed four times with PBS containing 0.1% (v/v) Triton X-100. DNA was stained with 4′,6-diamidino-2-phenylindole (DAPI) for 5 min at room temperature. Cells were washed with PBS for 5 min. Samples were imaged by fluorescence microscopy (Nikon Ti-E). Images were analysed and processed using the software Fiji. To allow comparative analyses between cell lines, samples were imaged, processed and analysed in parallel.

PGCLC aggregates were fixed in 4% PFA (Thermo Fisher, cat. J19943) supplemented with 0.1% Triton X-100 (Sigma, cat. X100) for 30 min and then permeabilised overnight at 4 °C in 0.5% v/v Triton X-100 in PBS. Blocking was also performed overnight at 4 °C in blocking buffer (0.1% v/v Triton X-100 in PBS supplemented with 1% BSA and 3% donkey serum). Primary antibodies were then diluted in blocking buffer and incubated at 4 °C for 72 h. PGCLC aggregates were washed three times for 10 min in 0.1% v/v Triton X-100 in PBS and then incubated overnight at 4 °C in secondary antibodies and DAPI diluted in blocking buffer. PGCLC aggregates were then washed three times for 10 min in 0.1% v/v Triton X-100 in PBS and mounted for imaging. Aggregates were mounted in glass-bottom 96-well square plates (Ibidi, cat. 89626) in 1% low-melting-point UltraPure agarose (Thermo Fisher, cat. 16500500) and cleared for 3 h at room temperature with RapiClear 1.47 (Sunjin Lab, cat. RC147001). PGCLC aggregates were then imaged in the high-content confocal microscope Opera Phenix Plus. Image segmentation and signal quantification were done using the Harmony High-Content Imaging and Analysis Software.

**List of antibodies used in this study**

**Table:** 

Antibody target	Reference	Working dilution (application)
OCT4	Santa Cruz, sc-8628	1:200 (immunofluorescence)
NANOG	eBioscience, cat. 14-5761-80	1:500 (immunofluorescence)
SOX2	Abcam, ab92494	1:500 (immunofluorescence)
OCT6	Santa Cruz, sc-11661	1:200 (immunofluorescence)
AP2γ	Santa Cruz, sc12762	1:200 (immunofluorescence)
TUJ1	Biolegend, 801202	1:500 (immunofluorescence)
CD15 (SSEA-1)	Biolegend, 125608	1:200 (flow cytometry)
CD61	Biolegend, 104307	1:600 (flow cytometry)

### RT-qPCR analysis

Total RNA was isolated using the RNeasy Plus Mini kit (Qiagen, cat. 74136), following the manufacturer’s instructions. The quantity and purity of RNA samples were determined using a micro-volume spectrophotometer (Nanodrop, ND-1000). RNA was reverse-transcribed with SuperScript III (Invitrogen, cat. 18080044) using random hexamer oligonucleotides, following the manufacturer’s instructions. Triplicate or duplicate qPCR reactions were set up with the Takyon SYBR MasterMix (Eurogentec, cat. UF-NSMT-B0701) and analysed using the Roche LightCycler 480 machine. For all qPCR primer pairs, standard curves were performed to assess the amplification efficiency and melting curves were generated to verify the production of a single DNA species. Plotting and statistical analysis were performed using the software GraphPad Prism version 10.4.2.

**List of primers used for RT-qPCR**

**Table:** 

Primer pairs	Forward primer	Reverse primer
TBP	GGGGAGCTGTGATGTGAAGT	CCAGGAAATAATTCTGGCTCA
Tet1	TTGAGAAGATAGTGTTCACGG	CACTTCTTCTGATCACCCAC
Tet2	CTCATGGAAGAAAGGTATGGAG	GCTCTTGCCTTCTTTACCAG
Tet3	ACTGTCAAGACAGGCTCAG	ATCTCCATGGTACACTGGC
Oct4	GTTGGAGAAGGTGGAACCAA	CTCCTTCTGCAGGGCTTTC
Nanog	AGGATGAAGTGCAAGCGGTG	TGCTGAGCCCTTCTGAATCAG
Esrrb	CGATTCATGAAATGCCTCAA	CCTCCTCGAACTCGGTCA
Rex1	CAGCTCCTGCACACAGAAGA	ACTGATCCGCAAACACCTG
Prdm14	CCCTACCTGTGTTCAACCT	GTCTCCAGAGTGGACTCTC
Ascl1	GACTTTGGAAGCAGGATGG	CATCTTAGTGAAGGTGCCC
Tuj1	CCCTTCGATTCCCTGGTCA	ACGGCACCATGTTCACAGC
Cdh2 / N-cadherin	GCCATCATCGCTATCCTTCT	CCGTTTCATCCATACCACAAA
Sox1	GTGACATCTGCCCCCATC	GAGGCCAGTCTGGTGTCAG
Sox17	CACAACGCAGAGCTAAGCAA	CGCTTCTCTGCCAAGGTC
Gata4	CCTGTGGCCTCTATCACAAGATG	GCGGCGCTGAGGCTTA
Flk1	CCACAGAACAACTCAGGGCTA	GGGAGCAAAGTCTCTGGAAA
Col1a1	TGTTCAGCTTTGTGGACCTC	TCAAGCATACCTCGGGTTTC
Otx2	GTACCCAGACATCTTCATGAG	TTCTTAAACCATACCTGCACC
Oct6	CGCTGTATGCTGTATTTATCGG	ATACACAGATGCGGCTCTC
Dppa3	ACCAAACTGGGTTCCTCCATA	TCCTAATTCTTCCCGATTTTC
Ddx4	TGTAGCACCAACTCGAGAACTG	ACCAAACTGGGTTCCTCCATA
Foxa2	ACCAAACTGGGTTCCTCCATA	ACCAAACTGGGTTCCTCCATA
Prdm1	CCCCTCATCGGTGAAGTCTA	TGGTGGAACTCCTCTCTGGA
Tfap2c	ATCCCTCACCTCTCCTCTCC	CCAGATGCGAGTAATGGTCGG

### RNA-seq analysis

RNA extraction was performed using the Direct-zol RNA MiniPrep kit (Zymo Research, cat. R2052) following the manufacturer’s instructions. RNA quality was assessed using Tapestation 2200 (Agilent) and the ratio of RNA and DNA concentrations were determined using Qubit. The NEBNext rRNA Depletion kit (Human/Mouse/Rat) (cat. E6310) was used with 100 ng of total RNA. rRNA-depleted RNA was then DNase-treated and purified using Agencourt RNAClean XP beads (Beckman Coulter Inc., cat. 66514) and the NEBNext libraries were generated using NEBNext Ultra II Directional RNA library prep kit for Illumina (cat. E7760). Sequencing was then performed on the NextSeq 2000 platform (Illumina Inc., cat. 20038897). FASTQ files were generated in Illumina’s BaseSpace, and quality trimming was performed with TrimGalore 0.5.0 and cutadapt 1.16 (Martin, 2011). Reads were aligned to the mouse genome (mm10) using STAR 2.7.1a (Dobin et al, 2013), and count matrices were then generated using subread 1.5.2. Differential expression and principal component (PC) analysis were performed using DESeq2 (Love et al, 2014), setting significance thresholds as an adjusted *p* value lower than 0.05 and a log2 fold change higher than 2 or lower than −2. GO enrichment was performed using clusterProfiler enrichGO function (Yu, 2024), focusing solely on the ontology “Biological processes”, *p* value and *q* value cutoffs of 0.05 and 0.10, respectively.

### Analysis of publicly available in vivo datasets

PGC data from (Ishikura et al, 2021) was obtained from GEO as raw files and processed following the process described above, keeping with similar mapping and count matrix generation settings to match data generated in this study.

Chimeric embryos data from (Cheng et al, 2022) was obtained using publicly available code https://tanaylab.github.io/tet-gastrulation/index.html#run-the-notebooks. Notebooks 1. “Import scRNA-seq plates” and 2. “FACS gating of the cell population” were run to download data and sort cells. Embryos were then analysed using Seurat_5.0.0 (Hao et al, 2024), SingleCellExperiment_1.30.1 (Amezquita et al, 2020), scater_1.36.0 (McCarthy et al, 2017), and harmony_1.2.3 (Korsunsky et al, 2018), for normalisation, integration, clustering, and dimensionality reduction.

### Statistical analysis

Statistical analysis of RT-qPCR, flow cytometry, ELISA, immunofluorescence and colony counting data was performed using the software GraphPad Prism version 10.4.2. The calculated mean obtained in Tet mutant samples was compared to the mean in the wild-type (control) sample using either the Student’s *t*-test or a one-way ANOVA, using relevant methodology to correct for multiple comparisons (Dunnett, Bonferroni or Tukey, depending on datasets). Data were unpaired and assumed to follow a normal distribution. Means between two groups were considered statistically different when the calculated *p* value was below 0.05 (95% confidence interval). Individual *p* values for all statistical comparisons are provided in Table EV1. The strength of statistical significance was defined using the following thresholding system: ns (Not significant): *p* ≥ 0.05, * (Significant): 0.01< *p* < 0.05, ** (Very significant) 0.001< *p* < 0.01, *** (Extremely significant) 0.0001< *p* < 0.001, **** (extremely significant) *p* < 0.0001.

## Supplementary information

Peer Review File

Table EV1

Source Data Checklist

Expanded View Figures

## Data Availability

Original RNA-seq data were deposited at the NCBI Gene Expression Omnibus (GEO) with accession number GSE273732. Data used for integration with in vivo samples is available through NCBI Gene Expression Omnibus (GEO) with accession numbers GSE94136 and GSE168222. Single-cell data for TET-TKO chimeras is available through NCBI Gene Expression Omnibus (GEO) with accession number GSE205917. All other source data for the main figures is available at 10.5281/zenodo.17037372. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00597-9.

# Supplementary material for: TET knockout cells transit between pluripotent states and exhibit precocious germline entry
**Source:** EMBO J. 2025 Oct 27;44(23):7060–89. doi: 10.1038/s44318-025-00597-9
**Supplement:** Supplementary file 4 — Expanded View Figures

## Expanded View Figures

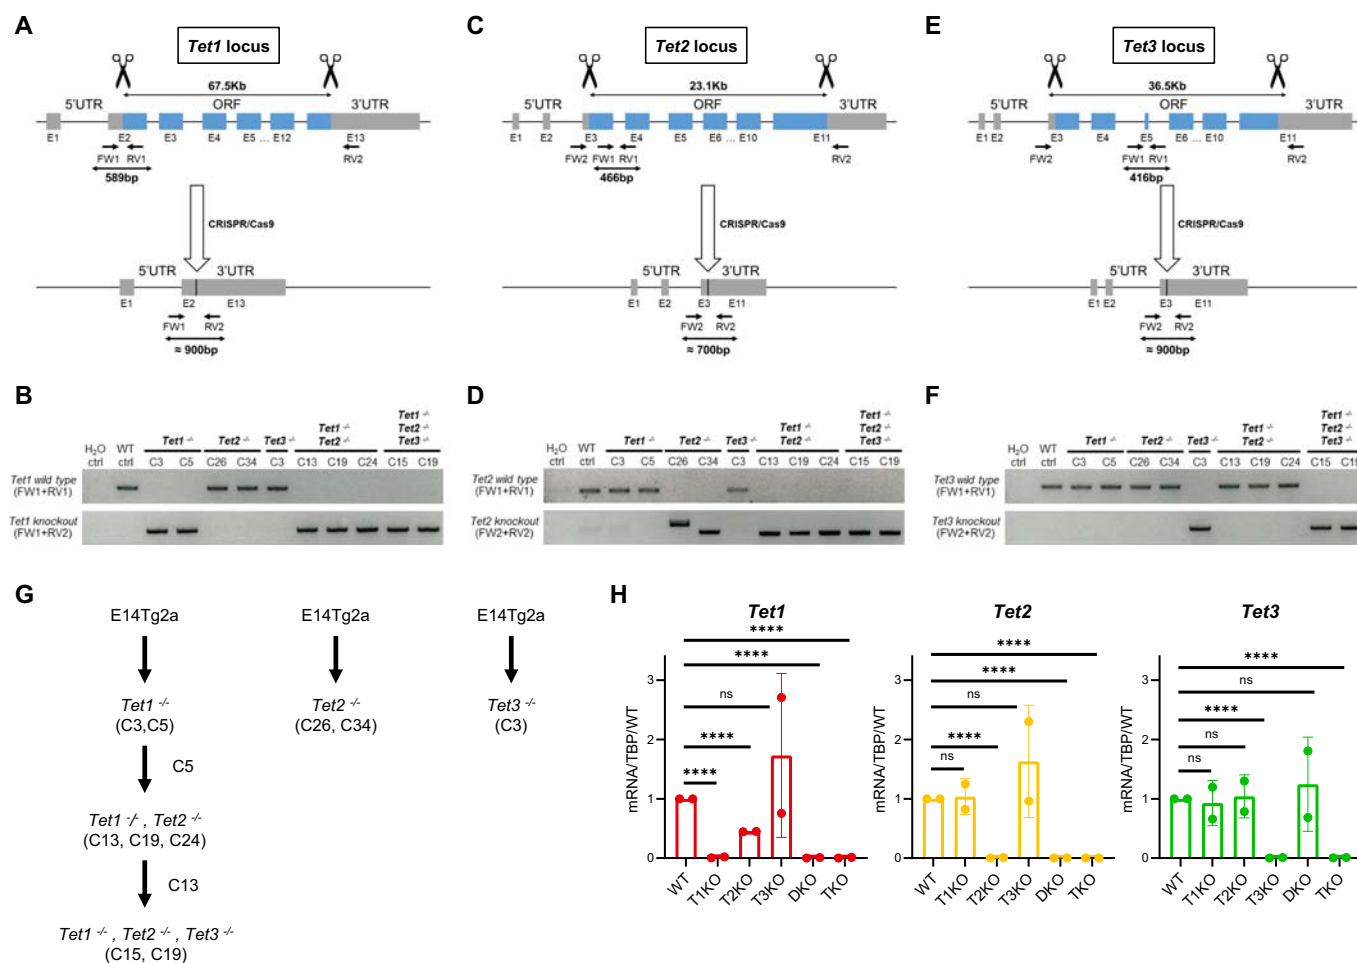

**Figure EV1. Genetic deletion of *Tet1/2/3* open reading frames by CRISPR/Cas9.**

For all loci the general targeting strategy is indicated (A, C, E) with two gRNAs (scissors) designed close to the start and stop codons, respectively. The position of genotyping primers and the sizes of PCR products are indicated. Open reading frames are indicated in blue and untranslated regions (UTRs) in grey. (B, D, F) Agarose gel analysis of PCR genotyping of *Tet1*, 2 and 3 alleles in all cell lines, with the PCR reaction indicated on the left, and the deduced genotype at the top. (A) To knockout *Tet1*, wild-type E14Tg2a ESCs were co-transfected with Cas9 and two gRNAs targeting the *Tet1* start and stop codons, respectively. (B) Two *Tet1*<sup>-/-</sup> clones carrying deletions of both *Tet1* alleles (C3 and C5) were obtained, as demonstrated by the presence of a PCR product for the knockout allele (FW1 + RV2) and the absence of a PCR product for the wild-type allele (FW1 + RV1). (C) *Tet2* knockout and *Tet1*, *Tet2* double knockout (hereafter referred to as DKO) cell lines were generated from E14Tg2a and *Tet1*<sup>-/-</sup> C5 ESCs using the strategy shown. (D) Clones (C26, C34) lacking *Tet2* alleles and clones lacking both *Tet1* and *Tet2* alleles (C13, C19 and C24) were generated. (E) *Tet3* knockout and *Tet1*, *Tet2* and *Tet3* triple knockout (hereafter referred to as TKO) ESCs lacking all six *Tet* alleles were generated from E14Tg2a and *Tet1*<sup>-/-</sup> C13 ESCs as illustrated. (F) One clone lacking *Tet3* alleles (C3) and two TKO clones lacking all alleles for *Tet1*, *Tet2* and *Tet3* (C15, C19) were obtained. WT ctrl. Wild-type E14Tg2a ESCs (parental cell line), H<sub>2</sub>O ctrl. Control sample with no DNA template. (G) Summary of the *Tet* knockout ESC lines generated in this study and their interrelationships (see Fig. 1). Homozygous clone numbers are indicated within brackets. New rounds of targeting are indicated with arrows. (H) *Tet1*, *Tet2* and *Tet3* mRNA levels in the indicated ESC lines. mRNA levels were quantified by RT-qPCR, normalised to TBP mRNA levels, and expressed relative to levels in wild-type E14Tg2a ESCs (mRNA/TBP/WT ESC). Data points: replicate experiments, centre: mean, error bars: standard deviation, *n* = 2. Stars indicate statistical significance compared to wild-type (Student's *t*-test). Individual *p* values are provided in Table EV1.

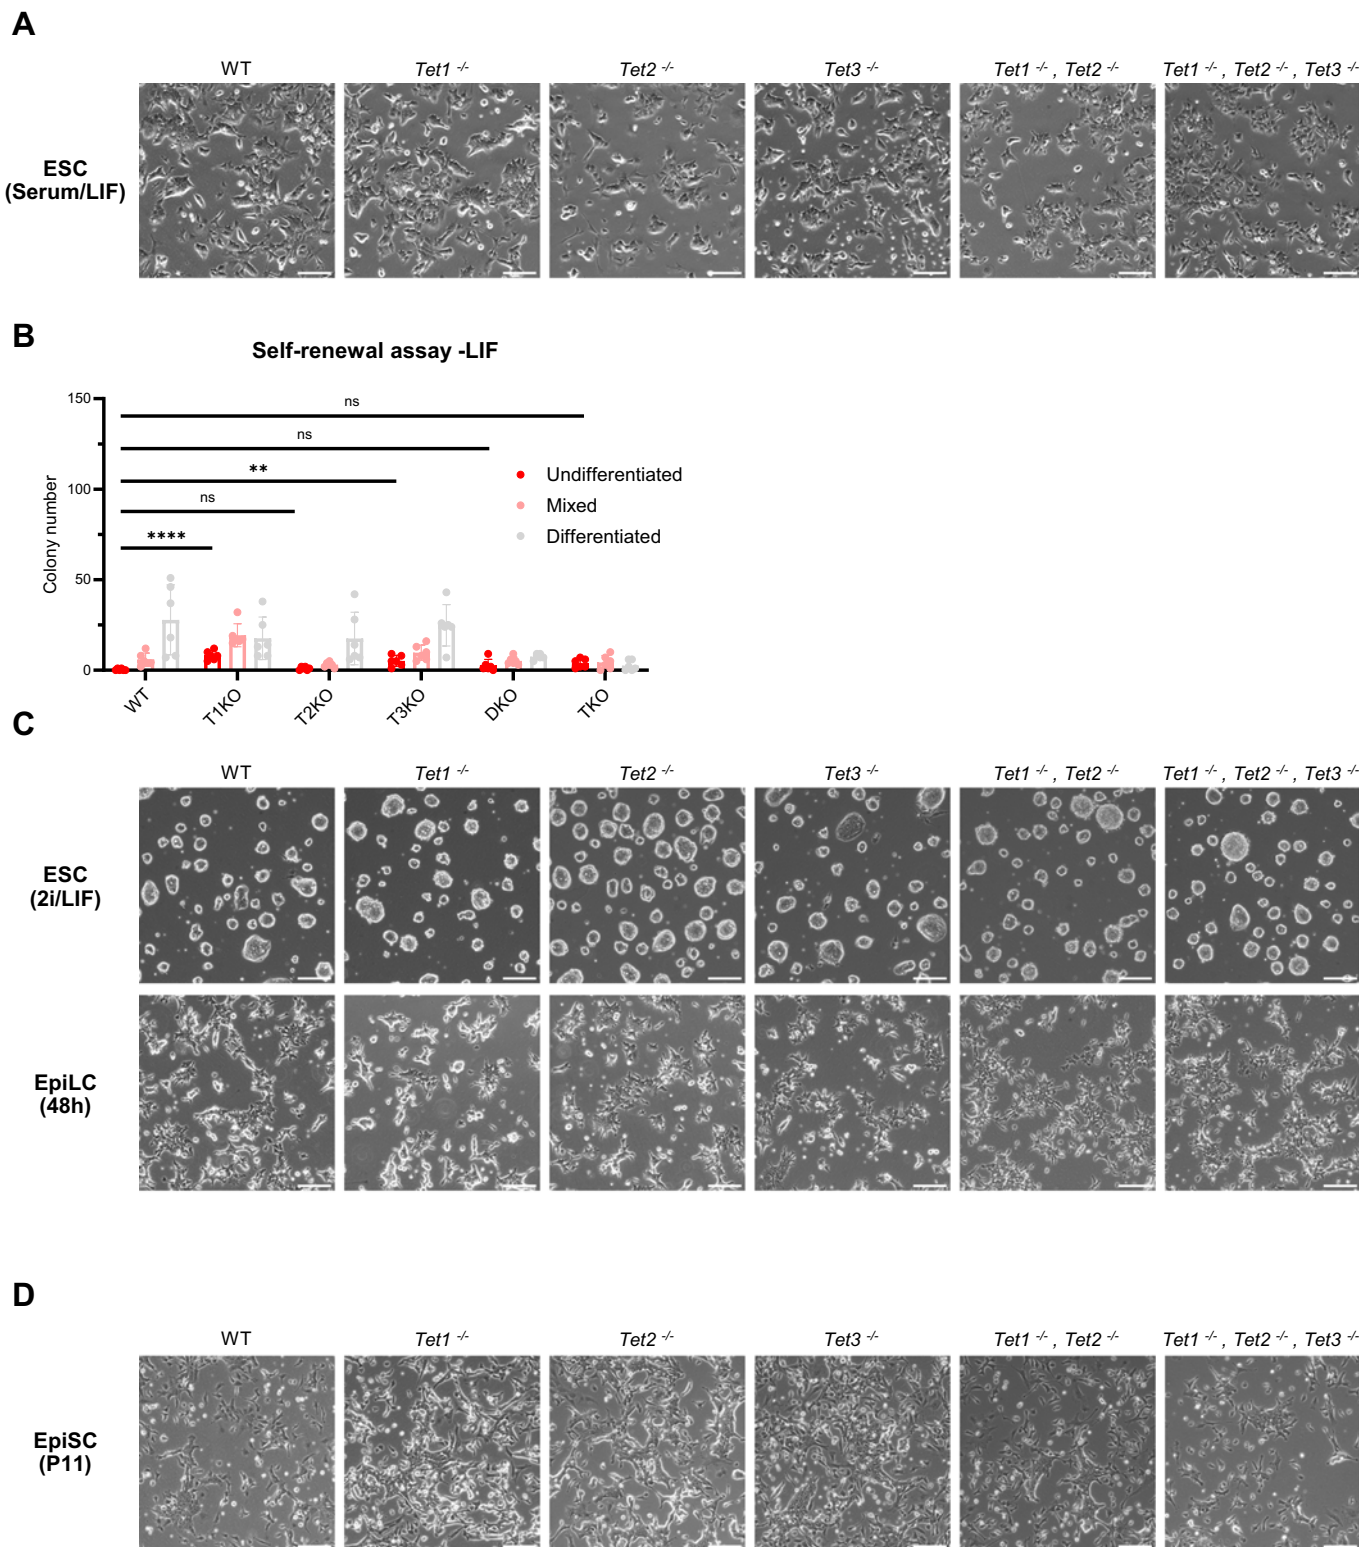

**Figure EV2. Phenotype of TET-deficient lines in different pluripotent states.**

(A) Phase contrast images of the indicated live ESC lines cultured in serum/LIF. Scale bars: 100  $\mu$ m. (B) Alkaline phosphatase staining of the indicated ESC lines following plating at clonal density in serum-containing medium without LIF for 7 days. Colonies were counted and categorised according to their alkaline phosphatase staining (data points: replicate wells, centre: mean, error bars: standard deviation,  $n = 6$ ). Stars indicate statistical significance compared to wild-type for undifferentiated colonies (one-way ANOVA test). Individual p-values are provided in Table EV1. (C) Phase contrast images of the indicated live ESC lines cultured in 2i/LIF and following 48 h of EpiLC differentiation in activin/FGF. Scale bars: 100  $\mu$ m. (D) Phase contrast images of the indicated live EpiSC lines (passage 11) cultured in activin/FGF. Scale bars: 100  $\mu$ m.

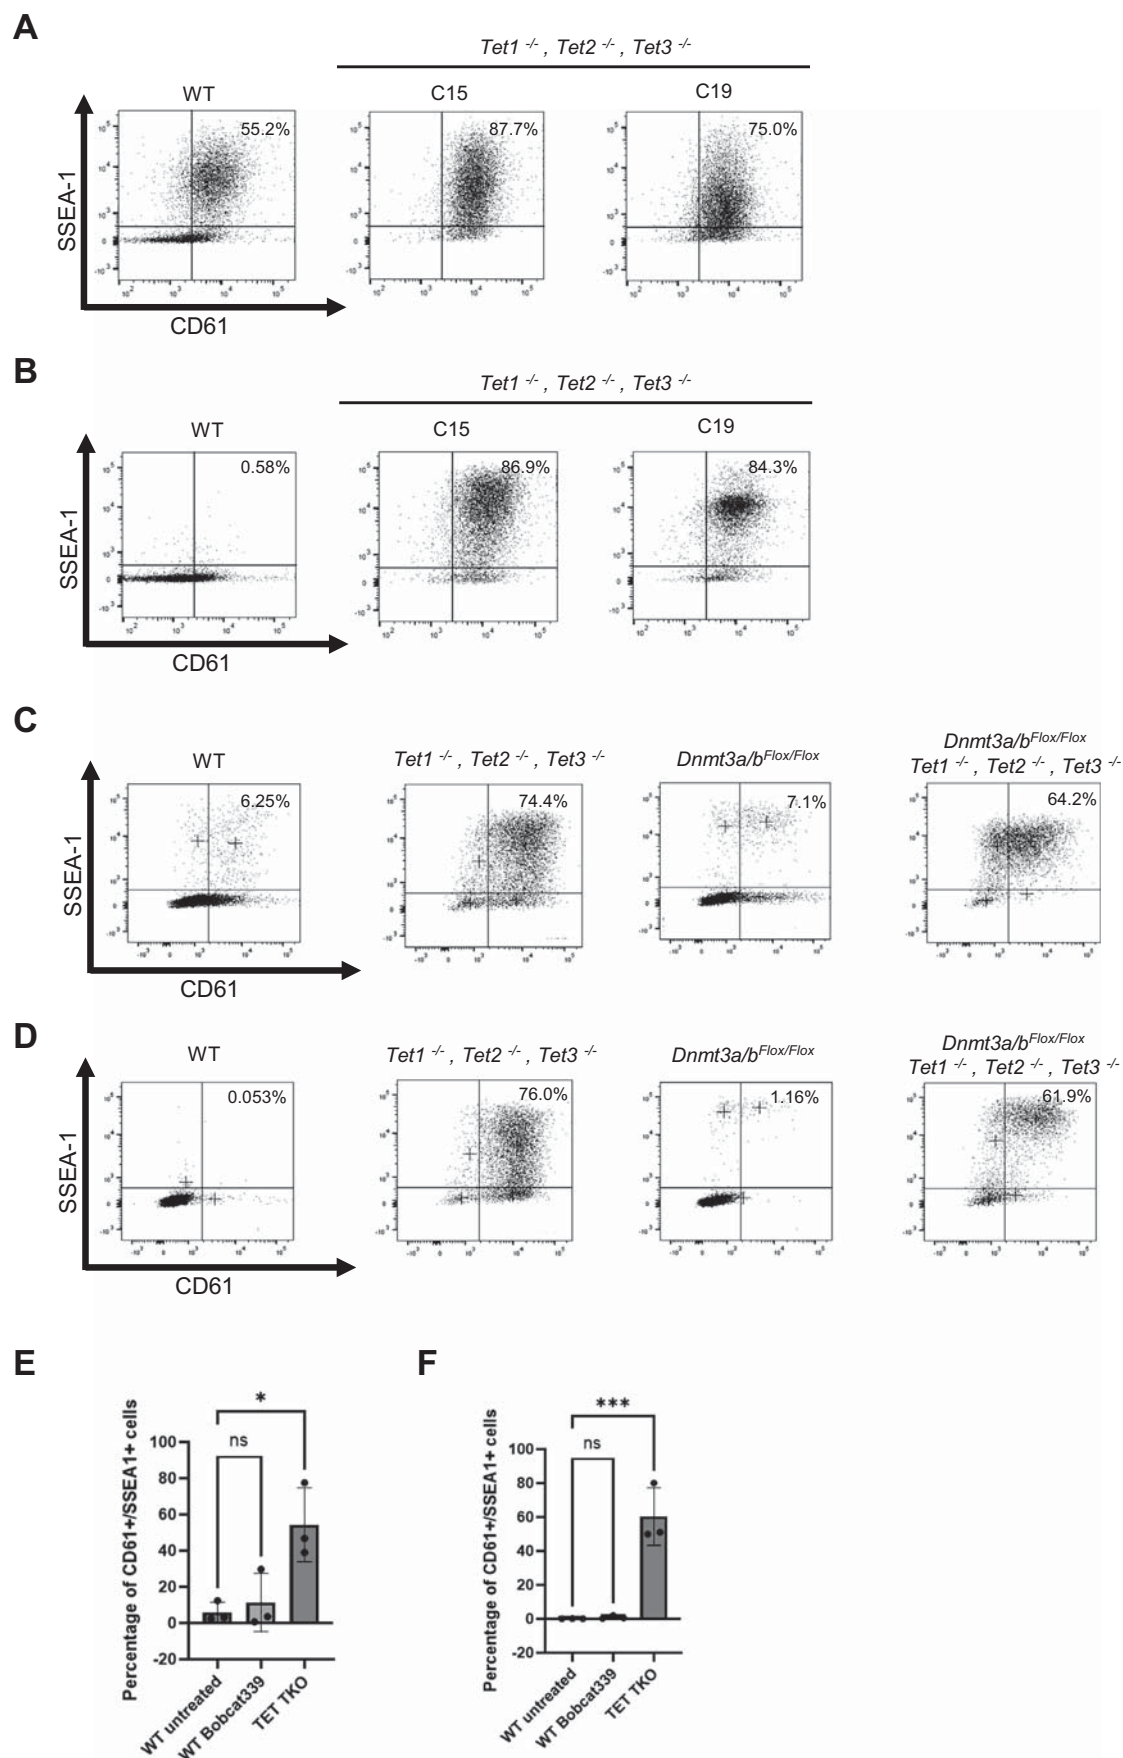

**Figure EV3. Phenotype of independent TET-TKO lines in germline commitment.**

(A, B) Flow cytometric analysis of independent clones (C15 and C19) of *Tet1*<sup>-/-</sup>, *Tet2*<sup>-/-</sup>, *Tet3*<sup>-/-</sup> (TKO) cell line following 6 days of PGCLC differentiation with (A) or without (B) PGC-promoting cytokines. SSEA-1/CD61 double-positive cells in the top right quadrant report PGCLCs. (C, D) Flow cytometric analysis of indicated cell lines following 6 days of PGCLC differentiation with (C) or without (D) PGC-promoting cytokines. SSEA-1/CD61 double-positive cells in the top right quadrant report PGCLCs. Cell lines used: WT: E14Tg2a, *Tet1*<sup>-/-</sup>, *Tet2*<sup>-/-</sup>, *Tet3*<sup>-/-</sup>: TET triple knockout line generated in this study, *Dnmt3a/b*<sup>Flox/Flox</sup>: wild-type cell line (Ginno et al, 2020), *Dnmt3a/b*<sup>Flox/Flox</sup> *Tet1*<sup>-/-</sup>, *Tet2*<sup>-/-</sup>, *Tet3*<sup>-/-</sup>: TET triple knockout line generated by Ginno et al, 2020. (E, F) Quantification of SSEA-1/CD61 double-positive cells following 6 days of PGCLC differentiation with (E) or without (F) cytokines in the indicated cell line and treatment (data points: three biological replicates, centre: mean, error bars: standard deviation). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual *p* values are provided in Table EV1.

A

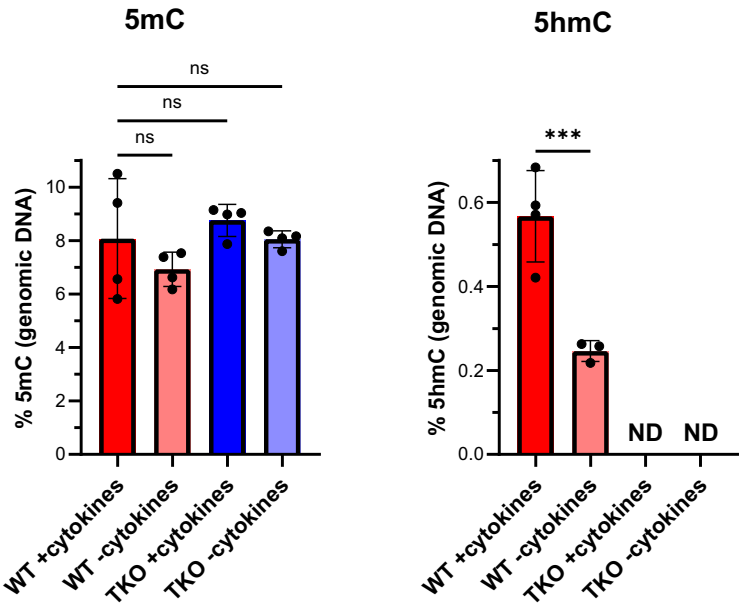

B

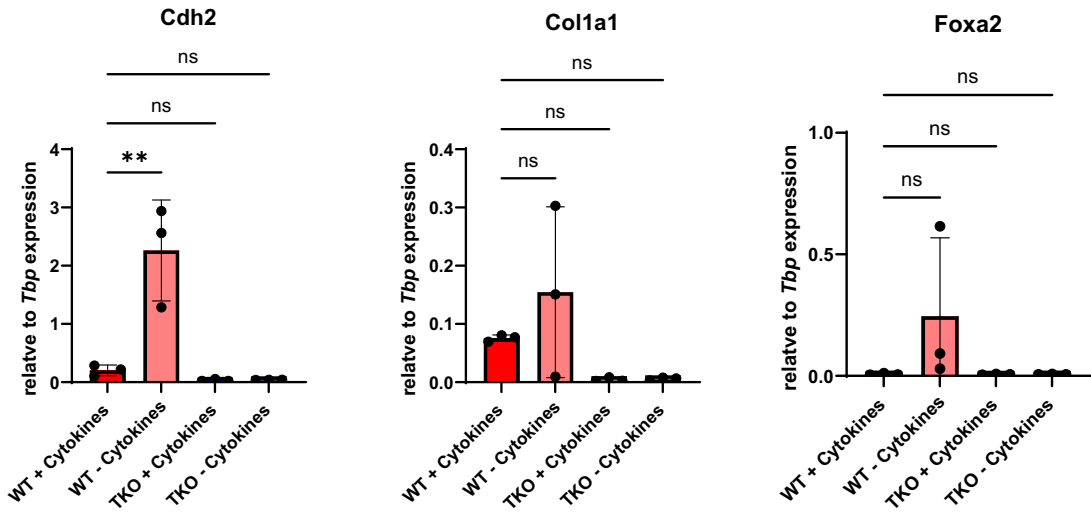

C

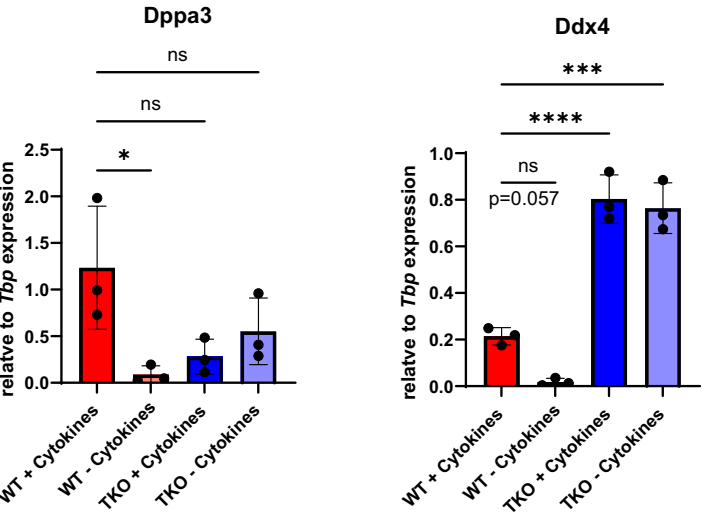

**Figure EV4. Further characterisation of TET-TKO compared to wild-type PGCLCs.**

(A) 5mC and 5hmC levels measured by ELISA in wild-type and TKO cells at day 6 of differentiation (+/- cytokines). Wild-type cells differentiated in the presence of cytokines were sorted into SSEA1<sup>+</sup>/CD61<sup>+</sup> populations to select for PGCLCs. All other populations were collected as full aggregates (data points: technical and biological replicates, centre: mean, error bars: standard deviation,  $n = 2$ ). Stars indicate statistical significance compared to wild-type (one-way ANOVA test). Individual  $p$  values are provided in Table EV1. (B, C) mRNA levels of neural marker *Cdh2*, mesodermal marker *Col1a1*, endoderm marker *Foxa2* (B) and the early germline marker *Dppa3* and the late marker *Ddx4*. (C) RNA isolated from wild-type cells differentiated in the presence of cytokines and TET-TKO cells differentiated either in the presence or absence of cytokines sorted into SSEA1<sup>+</sup>/CD61<sup>+</sup> populations to select for PGCLCs. Wild-type cells differentiated in the absence of cytokines were collected as full aggregates. mRNA levels were quantified by RT-qPCR and normalised to TBP mRNA levels (data points: three biological replicates, centre: mean, error bars: standard deviation,  $n = 3$ ). Stars indicate statistical significance compared to wild-type + cytokines (Student's  $t$ -test). Individual  $p$  values are provided in Table EV1.

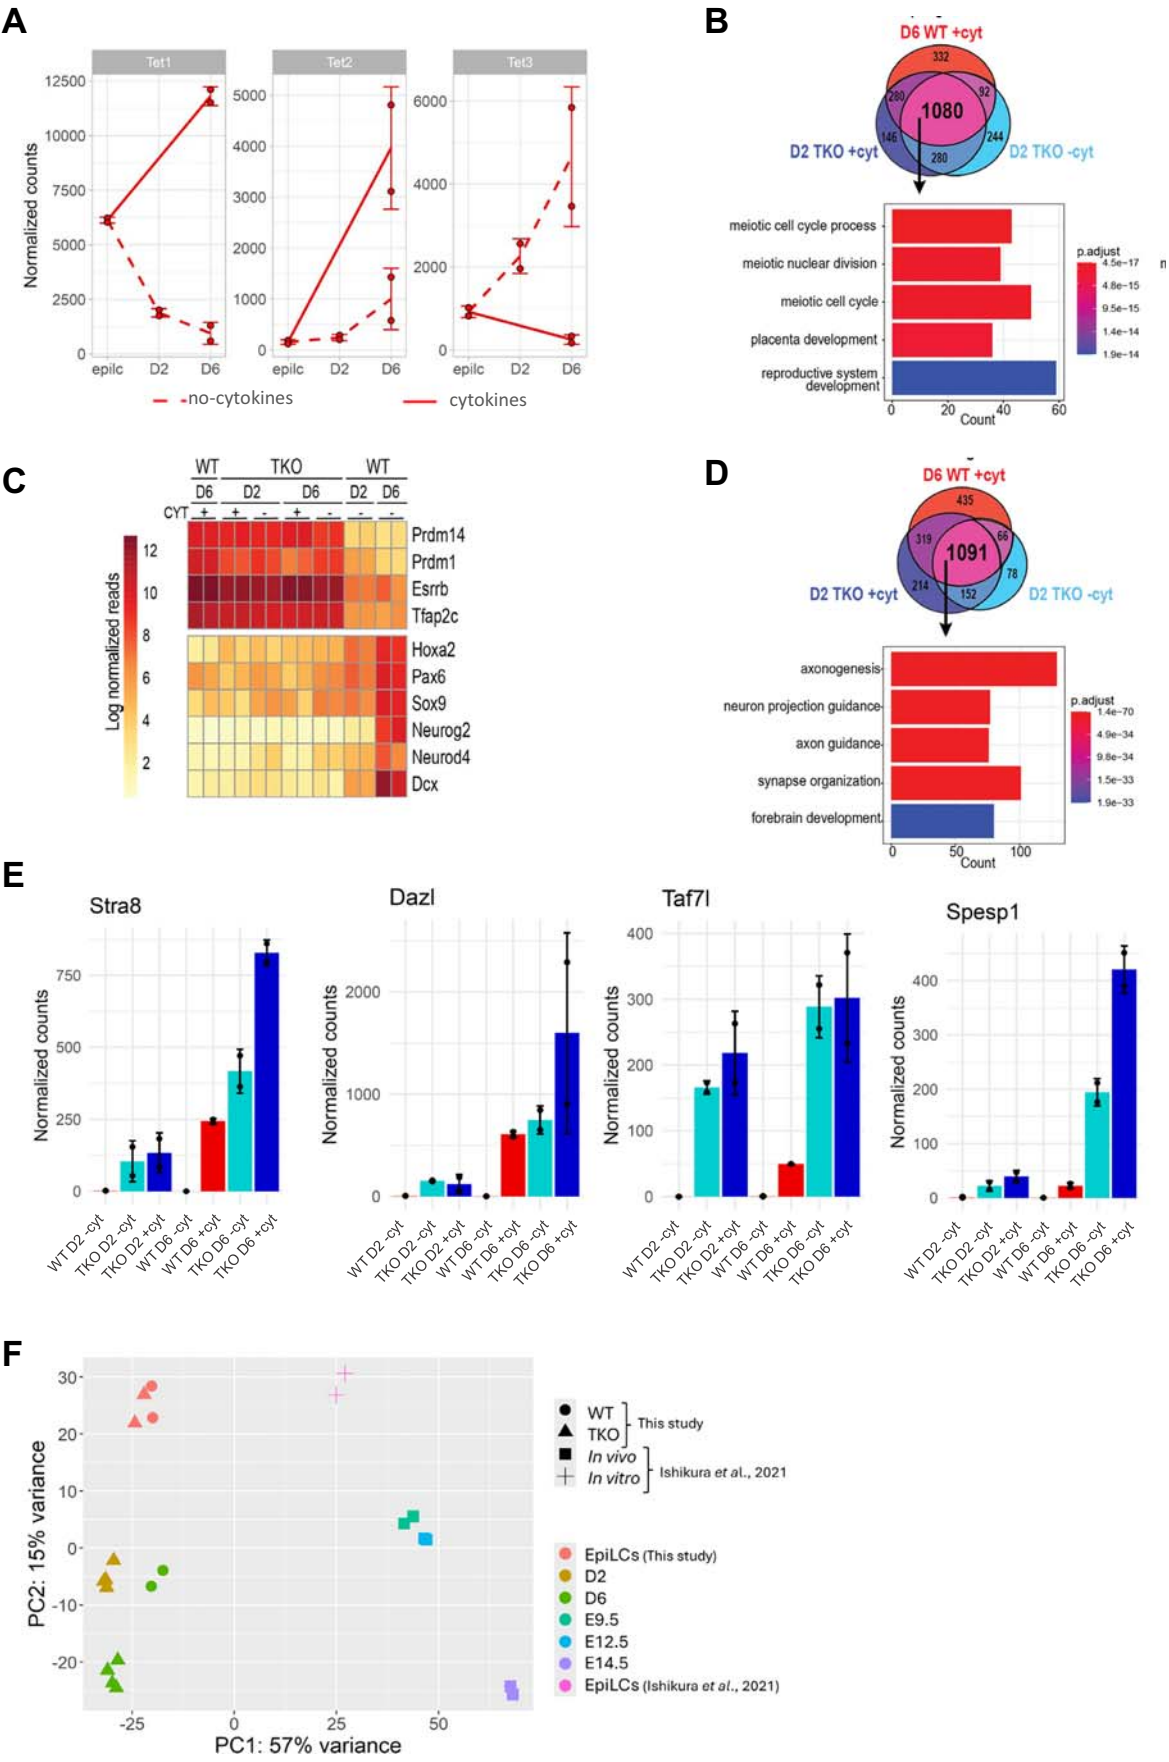

◀ **Figure EV5. Timecourse RNA-seq analysis during TET triple knockout PGCLC differentiation.**

(A) Expression dynamics of *Tet1*, *Tet2* and *Tet3* in wild-type cells during PGCLC differentiation in the presence and absence of cytokines (RNA-seq reads normalised by DESeq2). Data points: biological replicates, line: mean, error bars: standard deviation,  $n = 2$ . (B) Overlap of all genes detected as significantly upregulated in day 6 wild-type PGCLCs and day 2 *Tet1*<sup>-/-</sup>, *Tet2*<sup>-/-</sup>, *Tet3*<sup>-/-</sup> TKO (+/- cytokines) compared to day 6 wild-type cells differentiated without cytokines ( $q$  value  $< 0.05$ , Log2 fold change  $> 2$ ). Gene ontology enrichment results are shown for genes shared across all three samples. (C) Log-normalised reads of germline and somatic markers. (D) Overlap of all genes detected as significantly downregulated in day 6 wild-type PGCLCs and day 2 *Tet1*<sup>-/-</sup>, *Tet2*<sup>-/-</sup>, *Tet3*<sup>-/-</sup> TKO (+/- cytokines) compared to day 6 wild-type cells differentiated without cytokines ( $q$  value  $< 0.05$ , Log2 fold change  $< -2$ ). Gene ontology enrichment results are shown for genes shared across all three samples. (E) Expression of late germline markers in wild-type and TKO cells during PGCLC differentiation in the presence and absence of cytokines (RNA-seq reads normalised by DESeq2). Data points: biological replicates, centre: mean, error bars: standard deviation,  $n = 2$ . (F) Principal component analysis (PCA) of bulk RNA-seq samples from this study: Wild-type and TKO cells at day 0 (EpiLCs), day 2 and day 6 of differentiation (+/- cytokines) ( $n = 2$ ); and data from (Ishikura et al, 2021): EpiLCs and PGCs from days E9.5, E12.5 and E14.5 ( $n = 2$ ).

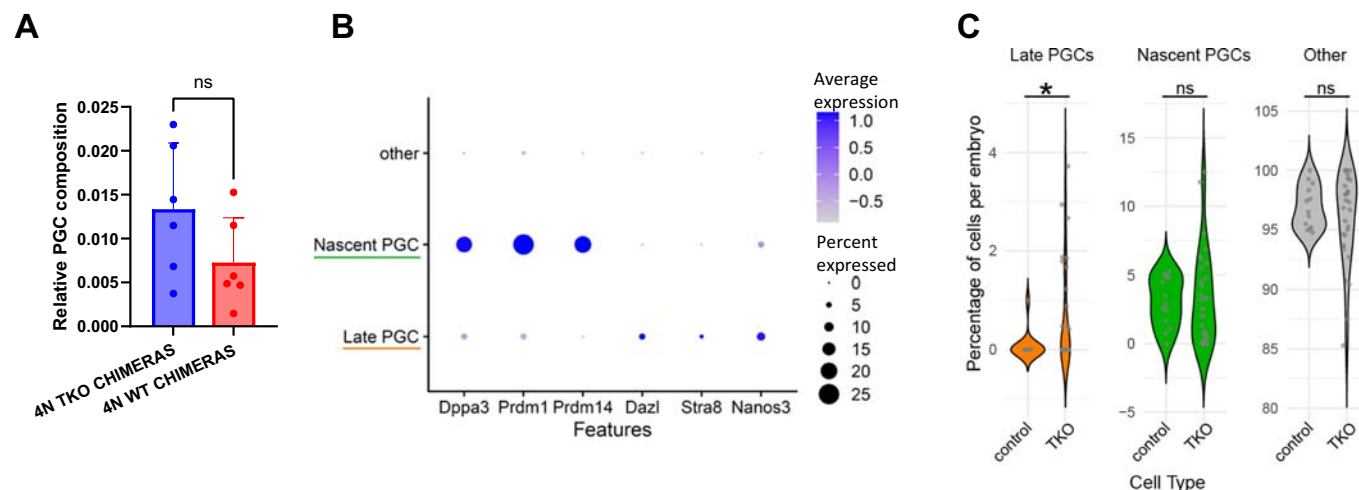

**Figure EV6. Single-cell analysis of PGCs in wild-type and TET-TKO chimeric embryos.**

(A) Relative PGC composition for whole-embryo chimera with transcriptional age  $>7.75$ , data from Table S1 in (Cheng et al, 2022). Data points: individual embryos, centre: mean, error bar: standard deviation,  $n = 6$ . The difference between genotypes was not statistically significant using the Student's  $t$ -test (ns indicates  $p$  value  $>0.05$ ). (B) Expression of germline markers in two newly identified cell clusters: "nascent PGCs" and "late PGCs", all other cells within whole-embryo chimeras classified as "other". Clustering was performed using both wild-type and TKO cells. Colour intensity indicates level of expression, circumference size indicates the percentage of cells within the cluster that express each gene. (C) Percentage of each cell type per embryo (Nascent PGCs, Late PGCs and Other). The total number of cells were matched between WT and TET-TKO genotypes (4376 cells for both). Data points: individual embryos, number of embryos WT = 13 TKO = 30. Significance calculated by Student's  $t$ -test, ns:  $p$  value  $>0.05$ , Star (\*):  $p$  value  $<0.05$ . Individual  $p$  values are provided in Table EV1.

How the deposited data were processed for this re-analysis (not part of the article)

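RNA-seq counts were analysed for 18 libraries of mouse cells, 2 biological replicates in each of 9 conditions: wild-type and TKO EpiLCs, wild-type cells without cytokines at days 2 and 6, day 6 wild-type PGCLCs with cytokines, and TKO PGCLCs with and without cytokines at days 2 and 6. Libraries were assigned to conditions by the labels of the deposited columns. These labels call the day 6 wild-type libraries with cytokines aggregates, while the legend of Fig. 6 says that these cells were sorted, and the legend is followed here. ESC libraries and wild-type cells with cytokines at day 2 were not analysed here.

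The authors trimmed the reads with TrimGalore and cutadapt, aligned them to the mm10 genome with STAR, and counted fragments on exons of the UCSC refGene annotation with featureCounts, and the deposited values are these raw counts without normalisation. Their counting did not use the strand, and fragments that mapped to several places or overlapped more than 1 gene were not counted. The paper states that ribosomal RNA was depleted, yet the locus Rn45s held part of the counts in every library. The values were checked to be whole numbers with a different total in each library. Totals were between 11286050 and 41257861 counts. Their reads were not aligned again, and no count of single exons or transcripts was made.

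Genes with too few counts were removed with edgeR's filterByExpr by condition, which left 16582 of 25239. Counts were normalised with TMM factors and fitted with 1 quasi-likelihood model of 9 group means (edgeR 4.0.16, R 4.3.3, limma 3.58.1). Each comparison was tested with edgeR's quasi-likelihood test, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. Genes with an adjusted p below 0.05 and a log2 fold change beyond 2 in either direction were counted as differentially expressed, the limits that the paper gives for Fig. EV5. The interaction of genotype and cytokines at day 6 was tested as the difference between the cytokine effect in wild-type cells and that in TKO cells. Standard errors of log2 fold changes are the log2 fold change divided by the square root of its F statistic, which is an approximation. For the levels of single genes, counts were divided by the size factors of DESeq2 1.42.0 and given as mean and SD of 2 libraries. With 2 libraries per condition no exact test of 1 gene can reach an adjusted p of 0.05, so all tests rest on the spread that the model shares between genes and conditions. Where every library of a group had 3 counts or fewer, the fold against it was computed from 3 counts and given as a lower bound. With counts above 0 in such a group it is not a strict bound.

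Principal components were computed on variance-stabilised counts (DESeq2, blind to conditions) of the 500 genes of largest variance. For the expression groups of Fig. 6B, the 400 genes of largest loading on PC1 and the 400 on PC2 were taken from principal components over all genes that passed the filter, and these were clustered on the 14 aggregate libraries by complete linkage into 4 clusters. Overlaps between comparisons that share their controls were set against 100 draws of simulated counts without differences between groups. Correlations in these draws left out genes with low counts.

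Genes named in the text were chosen by a rule, which like the lists and alternatives below not marked as added was set before the data were examined. They are the genes that the paper names in its RNA-seq text, in Fig. 6A,B and in Fig. EV5A,C,E, the genes of gene lists, and the 3 highest and 3 lowest log2 fold changes with mean counts of 50 or more and no overlap between the libraries of the groups in TKO against wild-type EpiLCs, in day 6 TKO against wild-type PGCLCs with cytokines, and in the interaction. Some of these genes are not reported. Lists from the paper were the genes beside the 4 groups of Fig. 6B, the markers of Fig. EV5C and EV5E, the Tet genes, and the germ layer, germline and formative markers that it measured by RT-qPCR. Lists from general knowledge were naive pluripotency, formative and primed pluripotency, early PGC, late germline, BMP targets, LIF targets, mesoderm, neural, endoderm, imprinted, two-cell-like and Y chromosome genes. Rod, cone and other retina genes, astrocyte and oligodendrocyte genes, muscle, liver and blood genes, structural noncoding RNAs and neighbours on the Y chromosome were added after the data had been examined. For each list the median log2 fold change, its direction per gene and the number of genes with an adjusted p below 0.05 were taken over all genes and with p-values adjusted over the list alone.

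The alternatives were DESeq2's Wald test on the same genes and on all genes with a count, no filter, a filter at a mean CPM of 1, RLE factors, scaling by library size alone, the replicate number as a block, a model of only the libraries compared, a log2 fold change beyond 1, an adjusted p below 0.01, other gene numbers and transformations for principal components and clusters, and leaving out 1 library at a time. A library left out leaves 1 library in its condition, so no p-value was taken there. Library size without Rn45s and the libraries left out in turn for the gene lists, the 4 groups and the chromosome medians were added after the data had been examined. Chromosome medians were taken over genes with a mean CPM of 5 or more, and the positions of break points along chromosomes were searched after the data had been examined.

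The steps were tested on simulated data. With 200 of 15845 genes changed 8-fold in 2 of 18 simulated libraries, 190 were found and 0 others, at the limits used here. A simulated gain of 1 chromosome with a log2 shift of 0.58 was found as 0.54. The cells that the paper measured by RT-qPCR were other samples, whose values were not analysed here.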

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

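The tests of explanations in this part were chosen only after the results were seen, and so was the value that decides the test of a whole gained or lost chromosome, which itself was set before. The interaction of genotype and cytokines and the two-cell-like list were set before the data were examined. The rod, cone, other retina, astrocyte and oligodendrocyte, muscle, liver, blood and structural noncoding RNA lists were added after. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2 libraries in each group. A median with bounds takes genes with 3 counts or fewer in all libraries of a group at the lower bound of their fold.

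A test of the difference itself showed that the effect of cytokines at day 6 differed between wild-type and TKO cells for 3708 genes, 1960 with a larger and 1748 with a smaller log2 fold change in wild-type cells. Over 10 alternatives the count was 2945 to 6149. Genes named by rule were Dppa2, with normalised counts of 460.3 ± 28.5 with and 0 ± 0 without cytokines in wild-type cells and 1073 ± 75.4 and 1155 ± 115 in TKO cells, Lefty1 (1536 ± 602, 0.907 ± 1.28, 1088 ± 381 and 2694 ± 322), Dppa3 (886 ± 21.1, 0.227 ± 0.321, 319.7 ± 129 and 369 ± 74.5), Foxb1 (0 ± 0, 232 ± 89.5, 6.72 ± 9.50 and 0 ± 0) and Uncx (0 ± 0, 692 ± 172, 6.89 ± 9.74 and 2.34 ± 0.262). Their interaction terms were 12.06 (SE 0.72, adjusted p = 3.24e-08), 11.43 (SE 0.84, adjusted p = 1.03e-07), 11.20 (SE 0.85, adjusted p = 1.53e-07), −16.64 (SE 2.74, adjusted p = 0.000418) and −14.22 (SE 1.96, adjusted p = 5.54e-05), sizes that depend on the prior count because each gene had a group at or near 0 counts (4 and 0 for Lefty1 and 3 or fewer for the others). The term of Foxb1 was −10.99 without replicate 1 and that of Uncx −8.13 without replicate 2 of the day 6 TKO PGCLCs with cytokines. The paper's Fig. 6 legend says that the wild-type PGCLCs were sorted, while the deposited labels call all of these samples aggregates. Of the 3708 genes, 2696 (72.7%) also differed in the matching direction between TKO and wild-type day 6 aggregates without cytokines, both collected whole. That difference is itself a term of the interaction, so the overlap is partly built in, and sorting cannot be told apart from genotype because no unsorted wild-type cells with cytokines were among the day 6 libraries. RNA of retinal cells in the TKO libraries without cytokines would act through the cytokine effect in TKO cells. There 308 genes passed the limits, 40 higher and 268 lower with cytokines, against 4434 in wild-type cells. These counts argue against such RNA as the source of most of the 3708 genes, and for a part of them it stays open. Genotype and cytokines, the biological differences in the design, stay open too.

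Transcripts of rod photoreceptors, which the paper does not report on, appeared in the 4 TKO libraries without cytokines. Gnat1 had 799 ± 368 normalised counts at day 2 and 868 ± 197 at day 6, against 4.24 ± 2.79 and 2.56 ± 1.25 with cytokines, and Rbp3 566 ± 233 and 693 ± 201 against 1.19 ± 0.0764 and 7.64 ± 1.07. A list of 25 rod genes was written after genes such as these had been picked from these libraries, and it holds the picked genes. Of the 22 that were not picked, 19 had more counts in each of the 4 libraries than in every other library. Rom1, Reep6 and Rdh12, seen to be the other 3 after their values were known, were also expressed in other libraries. The median log2 fold change with against without cytokines was −5.72, or −4.35 with bounds, at day 2 and −5.31, or −3.90 with bounds, at day 6, with 22 of 25 genes lower over all genes at each day and 24 and 25 adjusted over the list alone.

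Leaky transcription or background reads would raise genes of unrelated tissues as much, but the 6 liver and blood genes tested had a median of −1.13 with against without cytokines at day 2, far less than rod genes. Differentiation of photoreceptors during the culture cannot be told apart from other sources, since a rise complete by day 2 would leave little more to come. Without cytokines, all 25 genes were higher at day 6 than at day 2, but 0 of them at an adjusted p below 0.05. The median of this rise was 0.28 (0.0073 to 0.60 for single genes). That median was −0.065, 0.84, 0.50 and 0.0092 without replicate 1 or 2 of the day 2 and replicate 1 or 2 of the day 6 libraries. Another candidate source is RNA or reads of retinal cells in these 4 libraries, a test that would have come out otherwise had only a few of the 22 genes been raised. In contrast, cone genes (−1.73, or −1.54 with bounds, at day 2 and −1.03, or −1.003 with bounds, at day 6, 8 tested) and other retina genes (−0.91 and −0.50, 15 tested, of which Otx2 is also in the formative list) moved less, with 1 cone gene lower at day 2 and 1 higher at day 6 and 1 other retina gene lower at each day over all genes. Adjusted over the list alone, 3 cone genes were lower at day 2, 2 were higher and 3 lower at day 6, and 1 other retina gene was lower at each day. When and how such RNA entered was not tested, and absence of cytokines in TKO cells, the condition itself, stays open.

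The same 4 libraries allowed a test on other genes. Rod genes had a log2 ratio of replicate 2 over replicate 1 of 0.92 at day 2 and 0.52 at day 6, above 0 at both days for 25 of 25. For 122 other genes that were lower in TKO PGCLCs with than without cytokines at both days, the ratio was 0.75 at day 2 and 0.44 at day 6, against −0.065 and −0.062 in genes of matched level. Both ratios were above 0 in 85.2% of the 122 genes and 23.0% of the matched genes, and 63 had more counts in each of the 4 libraries than in every other library. Among all 214 genes lower at day 2 and 246 lower at day 6, rod list left out, this held for 69.2% and 65.0% (matched genes 23.8% and 28.0%). It also held for 57.7% of the 26 genes higher with cytokines at day 2 (matched 30.8%), which such RNA would not raise. Retinal RNA or reads may still account for part of the genes counted as higher without cytokines, a hypothesis found and tested on the same data. Cells formed in a culture that libraries of the same number share at both days would give such ratios too, and stay open. Astrocyte and oligodendrocyte genes had medians of −0.61 at day 2 (2 of 10 lower over all genes, 3 adjusted over the list alone) and −0.23 at day 6 (2 and 3), the latter −0.39 without replicate 2 of the day 6 TKO PGCLCs without cytokines. Muscle genes had −1.33 at day 2 (1 of 12 higher and 1 lower, 1 and 5 adjusted over the list alone) and −1.75, or −1.63 with bounds, at day 6 (4 lower, 1 higher and 6 lower adjusted over the list alone). No label names a library batch, and a batch shared by both libraries of a condition cannot be told apart from cytokines. Of 8 structural noncoding RNAs, 1 was higher at day 2 and 1 at day 6 over all genes (3 higher, and 1 higher and 1 lower, adjusted over the list alone), with medians of 1.28 and 0.28, and 3 were lower in day 6 wild-type PGCLCs than in day 6 wild-type cells without cytokines (−1.09). The medians of these RNAs were −0.33 without replicate 2 of the day 2 TKO PGCLCs with cytokines, −0.23 and 1.26 without replicates 1 and 2 of the day 6 TKO PGCLCs without cytokines, −0.060 without replicate 2 of those with cytokines, and −0.28 without replicate 2 of the day 6 wild-type cells without cytokines.

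Genes of the two-cell-like list, which the paper does not discuss, were higher in day 6 TKO PGCLCs than in day 6 wild-type PGCLCs, with a median log2 fold change of 5.84 with and 5.13 without cytokines (medians with bounds 5.84 and 5.13). Of 13 genes tested, 12 were higher over all genes and 13 adjusted over the list alone in each comparison. Together they had 406 to 524 CPM in the 4 libraries of day 6 TKO PGCLCs, 6.39 and 9.23 in day 6 wild-type PGCLCs and 0 in both libraries of day 6 wild-type cells without cytokines. At day 2 the medians against day 6 wild-type PGCLCs were 1.79, or 1.97 with bounds, with and 2.12, or 2.15 with bounds, without cytokines, with 8 genes higher over all genes and 9 adjusted over the list alone in each, and the former was 0.99 without replicate 2 of the day 2 TKO PGCLCs with cytokines. TKO EpiLCs against wild-type EpiLCs had −1.62, or −1.01 with bounds, (3 lower over all genes, 6 adjusted over the list alone), −0.95 without replicate 2 of the wild-type and −5.17 without replicate 2 of the TKO EpiLCs. Zscan4b (307 ± 69.2 against 1.66 ± 0.382 normalised counts, at least 153-fold higher) and Tdpoz4 (214 ± 37.5 against 0.322 ± 0.455, at least 106-fold) were also picked from these libraries by the rule for named genes. Reads shared between copies of a gene would raise only families with several copies, but Zfp352, taken as a single-copy gene, was higher by 4.55 (SE 0.71, adjusted p = 0.00115), and fragments that mapped to several places were not counted. Scaling between libraries of different composition would move all genes alike, but with cytokines the list lay 5.80 above the median of all genes, a distance that no factor changes, while early PGC genes had −1.42 and naive pluripotency genes 0.19. Without cytokines library size alone gave a median of all genes of 0.48, against 0.028 under TMM, and the list had 5.57 and 5.13 under them, so the factors that removed this shift did not remove the difference. Sorting of the wild-type PGCLCs and loss of TET proteins stay open and were not tested apart.

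On the X chromosome, a signal the paper does not discuss, 253 genes from Mtm1 (start 71210767) to the end had a median log2 fold change 0.85 above that of all genes in TKO against wild-type EpiLCs, and 131 genes up to Tmem185a (start 70459753) one of −0.15. On chromosome 14 the median was 0.79 above for 133 genes from Kif13b (start 64652492) on and 0.049 for 252 genes up to Mir124a-1hg (start 64588115). These positions were searched over 20 chromosomes. With wild-type EpiLCs as reference, the X segment lay at 0.55 to 0.89 in the 10 TKO libraries and −0.048 to 0.23 in the 8 wild-type libraries, and the chromosome 14 segment at 0.78 to 1.009 and −0.023 to 0.31. The 2 segments held 23 and 10 of the 284 genes higher in TKO EpiLCs (11.6%, with 3.60% of all genes tested).

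A gain or loss of a whole chromosome would shift the X chromosome on both sides, but before the break point, a position searched in the same data, its median was −0.15. The median of the whole chromosome, the value named before the results were seen, was 0.63 and by itself would pass for a gain. More copies of the whole X chromosome would raise all parts of it, but of 5 parts with near equal numbers of genes the lowest had −0.083 in day 6 TKO against wild-type PGCLCs with cytokines. A rise of a few X-linked genes or families would leave most others at the level of all genes, but 94.1% of the genes beyond the break point were above it. In day 6 TKO against wild-type PGCLCs with cytokines, the X segment had 0.76 beyond and −0.089 before the break point, so a gained segment of the distal X chromosome in the TKO cells is a candidate explanation. For chromosome 14 the values were 0.75 beyond and 0.24 before, and 90.2% of the genes beyond the break point were above the median of all genes. The sorted day 6 wild-type PGCLCs themselves had −0.26 before that break point against wild-type EpiLCs. Between TKO and wild-type aggregates without cytokines, all collected whole, chromosome 14 had 0.63 beyond and −0.0025 before at day 2 and 0.68 and 0.019 at day 6, with 78.2% and 67.7% of the genes beyond above the median of all genes, and the X chromosome 0.74 and −0.10 at day 2 and 0.76 and 0.027 at day 6. A gained segment of distal chromosome 14 is thus a candidate explanation as well, although the part before the break point was also raised in comparisons with the sorted cells. A step from 2 to 3 copies would give 0.58, and the chromosome 14 segment was above it in these comparisons. The wild-type cells express Y chromosome genes, so a gain on the X chromosome would go from 1 to 2 copies, a log2 step of 1, and the X segment stayed below it. DNA was not measured here, and a direct effect of TET loss on genes of these segments stays open as untested. Genes of lists that lie on the X segment include Taf7l, Nr0b1 and Dcx, and those on the segment of chromosome 14 include Piwil2, Nefm and Klf5. Taf7l, a late marker of Fig. EV5E, was higher by 2.61 with and 2.52 without cytokines at day 6 and by 1.73 in EpiLCs, more than the segment's median.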

How the results depend on the processing

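Library size without Rn45s and the libraries left out in turn for gene lists, the 4 groups and chromosome medians are tests chosen only after the results were seen. Leaving these out of account and also each library left out, counts of genes, shares and distances were held in 137 settings and moved in 30. A count was held when it stayed within 1.5 times its value, and a share, distance or list median when it moved by less than 1 SD of the replicates. Medians of gene lists were held in 219 settings, moved in 50 and changed sign in 7, over lists and comparisons narrowed with values seen to those the text prints, which took some moved and reversed medians out of this tally. Single named genes kept their direction and their side of an adjusted p of 0.05 in 1128 settings, passed it in 14 where they had not before, no longer passed it in 8 and changed sign in 10.

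With a log2 fold change beyond 1 in place of 2, which admits more genes by its construction, 3531 genes were higher and 3689 lower in day 6 wild-type PGCLCs than in day 6 wild-type cells without cytokines, and 2382 and 2530 were shared with both day 2 TKO groups. The counts were then 1127 between TKO and wild-type EpiLCs, 2140 and 2654 for day 2 TKO PGCLCs with and without cytokines against day 6 wild-type PGCLCs, 2083 and 2672 for day 6 TKO PGCLCs, 557 and 650 between TKO PGCLCs with and without cytokines at days 2 and 6, and 6149 for the interaction of genotype and cytokines. With an adjusted p below 0.01, which admits fewer, they were 168 for EpiLCs, 490 and 798 at day 2, 580.0 and 870.0 at day 6, and 98 and 124 between TKO PGCLCs with and without cytokines. In a model of only the libraries compared, 420 genes differed between day 2 TKO PGCLCs with and without cytokines, against 262, and the cause was not tested. The share of higher genes that all 3 PGCLC groups held was between 66.2% and 74.9% over 10 alternatives, and that of lower genes between 56.4% and 68.6%. Of the 383 genes between EpiLCs, 357 were shared with DESeq2's Wald test on the same genes and 366 with RLE factors.

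Under scaling by library size alone the median of all genes, with that under TMM in parentheses, was 0.34 (0.037) between EpiLCs, 0.43 (0.0068) and 0.48 (0.028) for TKO PGCLCs without cytokines against day 6 wild-type PGCLCs at days 2 and 6, −0.48 (−0.032) and −0.49 (0.025) between TKO PGCLCs with and without cytokines at days 2 and 6, −0.28 (0.0086) between day 6 wild-type PGCLCs and cells without cytokines, and 0.20 (−0.017) for the interaction. It gave 609 genes between EpiLCs, of which 360 were among the 383, and 639 and 657 between TKO PGCLCs with and without cytokines, which held 250 of the 262 and 285 of the 308. Library size without Rn45s, tried because that locus differed between libraries, gave a median of all genes of 0.13 between EpiLCs and of −0.21 and −0.10 between TKO PGCLCs with and without cytokines.

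Medians of gene lists moved under scaling by library size alone as follows, with the median under TMM in parentheses. Day 2 TKO PGCLCs without cytokines against day 6 wild-type PGCLCs had −0.15 for group 1 (−0.58), −0.61 for the germline markers of Fig. EV5C (−1.03), −0.22 for the late markers of Fig. EV5E (−0.65), −0.13 for naive pluripotency (−0.56), −1.49 for early PGC genes (−1.92), 0.79 for late germline genes (0.37) and 2.54 for two-cell-like genes (2.12). With reference to day 6 wild-type PGCLCs, day 6 TKO PGCLCs without cytokines had 0.029 for group 1 (−0.43), 0.74 for group 4 (0.28), 2.08 for the late markers of Fig. EV5E (1.64), 0.38 for the germline RT-qPCR markers (−0.078), −0.067 for naive pluripotency (−0.52), 2.27 for formative and primed pluripotency (1.81), −1.20 for early PGC genes (−1.66), 1.49 for late germline genes (1.03), 1.13 for imprinted genes (0.65) and 5.57 for two-cell-like genes (5.13). Relative to day 6 wild-type cells without cytokines, day 6 TKO PGCLCs without cytokines had −4.26 for group 2 (−4.43). Compared with day 6 wild-type cells without cytokines, day 2 TKO PGCLCs with cytokines had −9.36 for the somatic markers of Fig. EV5C (−9.05). Set beside TKO EpiLCs, day 6 TKO PGCLCs without cytokines had 2.91 for the germ layer RT-qPCR markers (2.39) and 3.27 for endoderm genes (2.73). TKO EpiLCs against wild-type EpiLCs had −2.35 for the Tet genes (−2.64), −0.68 for formative and primed pluripotency (−0.99), 0.90 for late germline genes (0.60), −1.35 for two-cell-like genes (−1.62) and −1.16 for Y chromosome genes (−1.42). Day 2 TKO PGCLCs with against without cytokines had 0.19 for BMP targets (0.64), 0.44 for LIF targets (0.89), −6.15 for rod genes (−5.72), −1.36 for other retina genes (−0.91), −1.06 for astrocyte and oligodendrocyte genes (−0.61) and −0.71 for blood genes (−0.26). Day 6 TKO PGCLCs with against without cytokines had −0.14 for BMP targets (0.39), 0.97 for LIF targets (1.48), −5.81 for rod genes (−5.31), −1.54 for cone genes (−1.03), −1.01 for other retina genes (−0.50), −0.75 for astrocyte and oligodendrocyte genes (−0.23), −2.27 for muscle genes (−1.75), −1.61 for liver genes (−1.09), −0.32 for blood genes (0.19) and −0.20 for structural noncoding RNAs (0.28). Compared with day 6 wild-type PGCLCs, day 6 TKO PGCLCs with cytokines had 0.053 for imprinted genes (0.12). Most of these moves are of the size of the shift in the median of all genes, and beyond that shift the cause was not tested.

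RLE factors moved fewer lists. With reference to day 6 wild-type PGCLCs, day 2 TKO PGCLCs without cytokines had −0.55 for group 1 (−0.58), −1.90 for early PGC genes (−1.92) and 2.14 for two-cell-like genes (2.12). Relative to day 6 wild-type PGCLCs, day 6 TKO PGCLCs without cytokines had −0.058 for the germline RT-qPCR markers (−0.078) and 1.05 for late germline genes (1.03). TKO EpiLCs against wild-type EpiLCs had −2.67 for the Tet genes (−2.64) and −0.027 for imprinted genes (0.0050). Day 2 TKO PGCLCs with against without cytokines had 0.87 for LIF targets (0.89). The cause was not tested.

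The labels number the replicates of every condition, and a replicate block was fitted as an alternative. Across 36 pairs of conditions, the correlation between the residuals of libraries with the same number was −0.16 to 0.18 with a median of 0.012, above 0.1 in 7 pairs and below −0.1 in 4. Day 2 and day 6 libraries of the same genotype and cytokine condition had 0.166 (wild type without cytokines), 0.166 (TKO without) and 0.158 (TKO with). The highest value, 0.182, was between TKO EpiLCs and day 2 TKO PGCLCs with cytokines. Day 6 TKO PGCLCs without cytokines had 0.156 and 0.153 with wild-type cells without cytokines at days 2 and 6. They had 0.100 with day 2 TKO PGCLCs with cytokines. A culture or batch shared by the number stays open in these pairs. With the replicate block, 4410.0 genes differed between day 6 wild-type PGCLCs and day 6 wild-type cells without cytokines (4376 of them among the 4434 without the block), 1466 higher and 1435 lower genes were shared by all 3 PGCLC groups, and 382 genes differed between EpiLCs, 795 and 1212 at day 2 and 911 and 1344 at day 6 between TKO and day 6 wild-type PGCLCs, 252 and 295 between TKO PGCLCs with and without cytokines, and 3676 for the interaction. Compared with day 6 wild-type PGCLCs, day 6 TKO PGCLCs without cytokines had −0.082 for the germline RT-qPCR markers (−0.078). Set beside day 6 wild-type PGCLCs, day 2 TKO PGCLCs without cytokines had −1.91 for early PGC genes (−1.92) and 2.10 for two-cell-like genes (2.12). TKO EpiLCs against wild-type EpiLCs had −0.017 for imprinted genes (0.0050) and −1.52 for two-cell-like genes (−1.62). Compared with day 6 wild-type PGCLCs, day 6 TKO PGCLCs with cytokines had 0.060 for imprinted genes (0.12). The cause was not tested.

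Single genes that changed sign had log2 fold changes near 0. Aurkc in day 6 TKO PGCLCs without cytokines against day 6 wild-type PGCLCs (−0.018) was 0.0025 under DESeq2 on the same genes, 0.0024 under DESeq2 on all genes with a count, 0.0022 with RLE factors, 0.016 with a filter at a mean CPM of 1 and 0.44 when scaled by library size alone. Taf7l in day 2 TKO PGCLCs without cytokines against TKO EpiLCs (−0.029) was 0.0034 with a filter at a mean CPM of 1 and 0.46 when scaled by library size alone. That scaling also gave 0.35 for Spesp1 in day 2 TKO PGCLCs without cytokines against day 6 wild-type PGCLCs (−0.065), 0.13 for Sohlh2 in the day 6 group (−0.32) and 0.23 for Uty between EpiLCs (−0.062), and the cause was not tested. With 1 library left out in turn, values ran from −0.23 to 0.087 for Uty in TKO EpiLCs against wild-type EpiLCs (0.070 without replicate 2 of the wild-type EpiLCs and 0.087 without replicate 1 of the TKO EpiLCs), −0.17 to 0.14 for Prdm14 in day 6 TKO PGCLCs with cytokines against day 6 wild-type PGCLCs (0.14 without replicate 1 of the day 6 wild-type PGCLCs and 0.066 without replicate 1 of the day 6 TKO PGCLCs with cytokines), −0.55 to 0.32 for Spesp1 in day 2 TKO PGCLCs without cytokines against day 6 wild-type PGCLCs (0.20 without replicate 2 of the day 6 wild-type PGCLCs and 0.32 without replicate 1 of the day 2 TKO PGCLCs without cytokines), −0.16 to 0.14 for Aurkc in day 6 TKO PGCLCs without cytokines against day 6 wild-type PGCLCs (0.14 without replicate 1 of the day 6 wild-type PGCLCs and 0.013 without replicate 2 of the day 6 TKO PGCLCs without cytokines), −1.20 to 0.55 for Dazl in day 2 TKO PGCLCs with cytokines against TKO EpiLCs (0.28 without replicate 2 of the TKO EpiLCs and 0.55 without replicate 1 of the day 2 TKO PGCLCs with cytokines), −0.059 to 0.59 for Dazl in day 2 TKO PGCLCs without cytokines against TKO EpiLCs (−0.059 without replicate 1 of the TKO EpiLCs) and −0.36 to 0.40 for Taf7l in day 2 TKO PGCLCs without cytokines against TKO EpiLCs (0.40 without replicate 1 of the TKO EpiLCs and 0.025 without replicate 1 of the day 2 TKO PGCLCs without cytokines).

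Distances on PC1 and PC2 to day 6 wild-type PGCLCs, as shares of the distance from wild-type EpiLCs, depended on the genes used. For day 2 TKO PGCLCs with cytokines the share was 0.172, 0.0794 with the 2000 genes of largest variance and 0.113 with all filtered genes. Without cytokines it was 0.252, 0.115 with all filtered genes and 0.379 with log2 CPM values. At day 6 all filtered genes gave 0.325 with and 0.339 without cytokines in place of 0.677 and 0.666. With each of 18 libraries left out, the shares ran from 0.0751 (without replicate 1 of the day 6 wild-type cells without cytokines) to 0.237 at day 2 with cytokines, from 0.159 (without replicate 2 of the day 6 TKO PGCLCs without cytokines) to 0.342 without cytokines, and from 0.473 to 0.809 at day 6 without cytokines. The median of the X chromosome in EpiLCs, 0.63, was 0.55 with a filter at a mean CPM of 1 and 0.54 to 0.65 with each EpiLC library left out. The cause of these moves was not tested.

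Lists whose medians moved by more than 1 SD of the replicates when 1 of the 4 libraries compared was left out had the following lowest and highest medians, with the library named where it changed the sign or moved the median by more than 1.5 times. Day 6 wild-type PGCLCs against day 6 wild-type cells without cytokines gave 7.30 to 8.98 for group 1, 7.69 to 8.96 for the germline markers of Fig. EV5C and −6.60 to −5.47 for neural genes. With reference to day 6 wild-type cells without cytokines, day 2 TKO PGCLCs with cytokines gave 7.84 to 8.98 for group 1, −9.60 to −7.84 for group 3 and −9.15 to −8.50 for the somatic markers of Fig. EV5C. Relative to day 6 wild-type cells without cytokines, day 2 TKO PGCLCs without cytokines gave 7.19 to 8.61 for group 1, −5.81 to −5.31 for group 2 and −5.73 to −4.91 for the somatic markers of Fig. EV5C. Compared with day 6 wild-type PGCLCs, day 2 TKO PGCLCs with cytokines gave −0.10 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 0.14 (without replicate 1 of the day 2 TKO PGCLCs with cytokines) for group 1 (also −0.042 without replicate 2 of the day 6 wild-type PGCLCs), −0.54 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 0.32 (without replicate 1 of the day 2 TKO PGCLCs with cytokines) for the late markers of Fig. EV5E (also −0.14 without replicate 1 of the day 6 wild-type PGCLCs, 0.068 without replicate 2 of the day 6 wild-type PGCLCs), 0.27 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 0.74 for late germline genes and 0.99 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 2.46 for two-cell-like genes.

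Set beside day 6 wild-type PGCLCs, day 2 TKO PGCLCs without cytokines gave −0.69 to −0.40 for group 1, −1.57 to −0.67 (without replicate 2 of the day 2 TKO PGCLCs without cytokines) for group 4, −1.16 to −0.88 for the germline markers of Fig. EV5C, −2.13 to −1.68 for early PGC genes, 0.27 to 0.63 (without replicate 1 of the day 2 TKO PGCLCs without cytokines) for late germline genes (also 0.61 without replicate 2 of the day 6 wild-type PGCLCs) and 1.78 to 2.75 for two-cell-like genes. Compared with day 6 wild-type PGCLCs, day 6 TKO PGCLCs with cytokines gave −0.016 (without replicate 2 of the day 6 wild-type PGCLCs) to 0.14 for group 1 (also 0.066 without replicate 1 of the day 6 TKO PGCLCs with cytokines), −0.62 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) to 0.093 (without replicate 1 of the day 6 TKO PGCLCs with cytokines) for the germline RT-qPCR markers (also −0.10 without replicate 1 of the day 6 wild-type PGCLCs), 0.11 (without replicate 1 of the day 6 TKO PGCLCs with cytokines) to 0.35 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) for naive pluripotency, 0.50 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) to 0.85 for formative and primed pluripotency, −0.039 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) to 0.29 (without replicate 2 of the day 6 wild-type PGCLCs) for imprinted genes (also −0.00089 without replicate 1 of the day 6 wild-type PGCLCs), 5.57 to 6.58 for two-cell-like genes and −0.49 (without replicate 1 of the day 6 wild-type PGCLCs) to −0.0046 (without replicate 2 of the day 6 wild-type PGCLCs) for Y chromosome genes (also −0.11 without replicate 1 of the day 6 TKO PGCLCs with cytokines, −0.48 without replicate 2 of the day 6 TKO PGCLCs with cytokines). With reference to day 6 wild-type cells without cytokines, day 6 TKO PGCLCs without cytokines gave −4.82 to −4.11 for group 2. Relative to day 6 wild-type PGCLCs, day 6 TKO PGCLCs without cytokines gave 0.29 to 0.46 (without replicate 2 of the day 6 TKO PGCLCs without cytokines) for group 4 (also 0.43 without replicate 1 of the day 6 wild-type PGCLCs), −0.20 (without replicate 1 of the day 6 TKO PGCLCs without cytokines) to 0.037 (without replicate 1 of the day 6 wild-type PGCLCs) for the germline RT-qPCR markers (also −0.18 without replicate 2 of the day 6 wild-type PGCLCs, 0.022 without replicate 2 of the day 6 TKO PGCLCs without cytokines), 1.74 to 1.91 for formative and primed pluripotency, −1.73 to −1.61 for early PGC genes, 0.94 to 1.08 for late germline genes and 4.80 to 6.05 for two-cell-like genes.

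Compared with TKO EpiLCs, day 6 TKO PGCLCs with cytokines gave 1.33 to 2.34 for the germ layer RT-qPCR markers, −1.39 (without replicate 1 of the day 6 TKO PGCLCs with cytokines) to 1.37 (without replicate 1 of the TKO EpiLCs) for mesoderm genes (also −0.85 without replicate 2 of the TKO EpiLCs, −0.024 without replicate 2 of the day 6 TKO PGCLCs with cytokines), 0.20 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) to 1.73 (without replicate 1 of the TKO EpiLCs) for neural genes (also 0.43 without replicate 1 of the day 6 TKO PGCLCs with cytokines) and 1.27 to 2.70 (without replicate 1 of the TKO EpiLCs) for endoderm genes. Set beside TKO EpiLCs, day 6 TKO PGCLCs without cytokines gave 1.95 to 2.68 for the germ layer RT-qPCR markers, −0.83 (without replicate 2 of the TKO EpiLCs) to 1.12 (without replicate 1 of the TKO EpiLCs) for mesoderm genes (also −0.048 without replicate 2 of the day 6 TKO PGCLCs without cytokines), 0.64 (without replicate 1 of the day 6 TKO PGCLCs without cytokines) to 2.42 (without replicate 1 of the TKO EpiLCs) for neural genes and 2.52 to 3.68 for endoderm genes. TKO EpiLCs against wild-type EpiLCs gave −2.80 to −2.45 for the Tet genes, −1.06 to −0.82 for formative and primed pluripotency, 0.31 (without replicate 2 of the TKO EpiLCs) to 0.78 for late germline genes, −0.52 (without replicate 1 of the TKO EpiLCs) to 0.22 (without replicate 2 of the TKO EpiLCs) for imprinted genes (also −0.22 without replicate 1 of the wild-type EpiLCs, −0.12 without replicate 2 of the wild-type EpiLCs), −5.17 (without replicate 2 of the TKO EpiLCs) to −0.95 (without replicate 2 of the wild-type EpiLCs) for two-cell-like genes, −2.33 (without replicate 2 of the TKO EpiLCs) to −0.56 (without replicate 2 of the wild-type EpiLCs) for Y chromosome genes (also −0.94 without replicate 1 of the TKO EpiLCs) and −2.81 (without replicate 2 of the TKO EpiLCs) to −0.055 (without replicate 1 of the TKO EpiLCs) for neighbours on the Y chromosome. Day 2 TKO PGCLCs with against without cytokines gave 0.53 to 0.87 for BMP targets, 0.85 to 0.93 for LIF targets, −8.21 to −5.22 for rod genes, −0.64 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 0.050 (without replicate 1 of the day 2 TKO PGCLCs with cytokines) for blood genes and −0.33 (without replicate 2 of the day 2 TKO PGCLCs with cytokines) to 1.58 for structural noncoding RNAs.

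Day 6 TKO PGCLCs with against without cytokines gave 1.29 to 1.55 for LIF targets, −6.32 to −4.71 for rod genes, −1.16 to −0.88 for cone genes, −0.39 (without replicate 2 of the day 6 TKO PGCLCs without cytokines) to −0.19 for astrocyte and oligodendrocyte genes, −1.98 to −1.51 for muscle genes, −1.17 to −0.46 (without replicate 1 of the day 6 TKO PGCLCs without cytokines) for liver genes (also −0.66 without replicate 1 of the day 6 TKO PGCLCs with cytokines), −0.36 (without replicate 2 of the day 6 TKO PGCLCs with cytokines) to 0.57 (without replicate 1 of the day 6 TKO PGCLCs with cytokines) for blood genes (also 0.52 without replicate 1 of the day 6 TKO PGCLCs without cytokines, −0.069 without replicate 2 of the day 6 TKO PGCLCs without cytokines) and −0.23 (without replicate 1 of the day 6 TKO PGCLCs without cytokines) to 1.26 (without replicate 2 of the day 6 TKO PGCLCs without cytokines) for structural noncoding RNAs (also −0.060 without replicate 2 of the day 6 TKO PGCLCs with cytokines). Compared with day 2 TKO PGCLCs without cytokines, day 6 TKO PGCLCs without cytokines gave −0.065 (without replicate 1 of the day 2 TKO PGCLCs without cytokines) to 0.84 (without replicate 2 of the day 2 TKO PGCLCs without cytokines) for rod genes (also 0.50 without replicate 1 of the day 6 TKO PGCLCs without cytokines, 0.0092 without replicate 2 of the day 6 TKO PGCLCs without cytokines).

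The design has 2 libraries per condition, so a library left out leaves a condition with 1, and no p-value was given there. Genes with 3 counts or fewer in every library of a group limit folds to lower bounds, and medians of the neural, somatic and rod genes rest in part on such genes. All alternatives were run, but not for every result. Of those set before the data were examined, medians of gene lists were taken only under RLE factors, scaling by library size alone and the replicate block.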

Differences from the paper's values

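No test of this part was chosen only after a result was seen, apart from the share of genes with the other denominator. Of 33 values that the paper gives in its text or figures and that were computed here, none differed by the limits used, more than 1.5 times and beyond the SD of the replicates. For 28 normalised counts of Fig. EV5A,E, read by eye, the ratio of the computed to the read value was 0.972 to 1.06.

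Genes higher in all 3 PGCLC groups than in day 6 wild-type cells without cytokines numbered 1474 against the paper's 1080. Among the alternatives set before the data were examined, a filter at a mean CPM of 1 came closest, with 1212, and a log2 fold change beyond 1 gave 2382, more than 1.5 times the paper's 1080. Genes lower in all 3 groups numbered 1464 against about 1100 in Fig. EV5D, read by eye, and a log2 fold change beyond 1 gave 2530. For the share of genes higher in day 6 wild-type PGCLCs that were also higher in both day 2 TKO groups, the paper's 76.5% equals, in the regions of Fig. EV5B, the genes shared by all 3 groups divided by their number plus that of genes higher in wild-type PGCLCs alone. Divided in this way, a choice made after seeing the values, the share here was 79.7%. Over all genes higher in wild-type PGCLCs, another denominator, it was 70.02%, and 74.9% with a mean CPM of 1. PC1 and PC2 took 60.7% and 19.5% of the variance, against about 53% and about 19% in Fig. 6A, read by eye, whose libraries include ESCs that were not analysed here.

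The paper places Prdm14, Prdm1 and Tfap2c in day 2 TKO PGCLCs at levels like those of day 6 wild-type PGCLCs. Here Prdm1 was lower, with log2 fold changes of −2.53 (SE 0.34, adjusted p = 0.000213) with and −1.90 (SE 0.33, adjusted p = 0.000968) without cytokines, and so was Tfap2c, with −0.71 (SE 0.22, adjusted p = 0.0385) and −1.07 (SE 0.23, adjusted p = 0.00361) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under scaling by library size alone Tfap2c without cytokines had −0.64 with an adjusted p of 0.0582, where adjusted p over the alternatives was 0.000147 to 0.0582. The paper describes group 1 as alike in all PGCLC groups, and Prdm1 of that group was lower at day 6 too, with −3.51 with and −2.03 without cytokines.

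For group 4 the paper describes higher levels in day 6 TKO PGCLCs than in day 6 wild-type PGCLCs. Dppa3, which the paper lists in that group and also reports as lower by RT-qPCR, was lower here with log2 fold changes of −1.47 (SE 0.38, adjusted p = 0.0143) with and −1.28 (SE 0.38, adjusted p = 0.0222) without cytokines, and H19 had −1.77 (SE 0.81, adjusted p = 0.142) and −2.23 (SE 0.82, adjusted p = 0.0585). Dppa3 without cytokines had −0.82 with an adjusted p of 0.118 under library size alone (0.000338 to 0.118 over the alternatives). H19 without cytokines had −2.37 with an adjusted p of 0.0280 with the replicate block, and over the alternatives its adjusted p was 0.00476 to 0.241 with and 5.67e-05 to 0.107 without cytokines. The paper describes a rise of Stra8, Dazl, Taf7l and Spesp1 in TKO PGCLCs by day 2. Against TKO EpiLCs, Dazl had −0.083 (SE 0.48, adjusted p = 0.941) with and 0.23 (SE 0.47, adjusted p = 0.761) without cytokines, and Taf7l 0.38 (SE 0.33, adjusted p = 0.495) and −0.029 (SE 0.34, adjusted p = 0.963). The value of Dazl with cytokines was 0.28 without replicate 2 of the TKO EpiLCs and 0.55 without replicate 1 of the day 2 TKO PGCLCs, and that without cytokines was −0.059 without replicate 1 of the TKO EpiLCs. Without that library, or without replicate 1 of the day 2 TKO PGCLCs without cytokines, Taf7l without cytokines had 0.40 and 0.025, and scaling by library size alone gave 0.46.

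The paper describes the differences at day 6 in late germline genes as not evident at day 2. For day 2 TKO PGCLCs against day 6 wild-type PGCLCs, 5 of 14 late germline genes were higher and 3 lower with cytokines and 6 higher and 4 lower without, at an adjusted p below 0.05. The 4 markers of Fig. EV5E had medians of −0.047 with (−0.14 without replicate 1 of the day 6 wild-type PGCLCs, 0.068 without replicate 2 of the day 6 wild-type PGCLCs, 0.32 without replicate 1 of the day 2 TKO PGCLCs with cytokines and −0.54 without replicate 2 of the day 2 TKO PGCLCs with cytokines) and −0.65 without cytokines. Lower genes included Dazl, with −2.34 (SE 0.47, adjusted p = 0.00347) and −2.03 (SE 0.46, adjusted p = 0.00593), and Stra8 without cytokines, with −1.24 (SE 0.41, adjusted p = 0.0431), where adjusted p was 0.161 under library size alone and 0.0545 with the replicate block (0.00863 to 0.161 over the alternatives). Higher genes included 3 whose log2 fold changes with and without cytokines were 2.13 (SE 0.35, adjusted p = 0.00112) and 1.72 (SE 0.35, adjusted p = 0.00329) for Taf7l, 2.71 (SE 0.29, adjusted p = 6.40e-05) and 2.30 (SE 0.29, adjusted p = 0.000141) for Mael and 1.39 (SE 0.32, adjusted p = 0.00685) and 1.28 (SE 0.31, adjusted p = 0.00891) for Ddx4. The paper describes Tet1 and Tet2 as low in wild-type cultures without cytokines. At day 6 without cytokines Tet2 had 1001 ± 603 normalised counts against 156 ± 43.3 in wild-type EpiLCs, a log2 fold change of 2.72 (SE 0.46, adjusted p = 0.000114), and 3963 ± 1201 in day 6 wild-type PGCLCs.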

Other observations

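Of the tests in this part, those on the Y chromosome, on receptor genes, on scaling without cytokines and on other cells in unsorted aggregates were chosen only after the results were seen, and so was the value that decides the test of scaling with cytokines. Counts of list genes are at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and then adjusted over the list alone. A median with bounds takes genes with 3 counts or fewer in all libraries of a group at the lower bound of their fold.

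Late germline genes were higher in day 6 TKO PGCLCs than in day 6 wild-type PGCLCs (median log2 fold change 1.40 with cytokines, 0.84 without replicate 2 of the day 6 TKO PGCLCs with cytokines). Dilution of germline transcripts by other cells in the sorted wild-type sample would lower early PGC genes there as well, but these had −1.42, so that they were higher in the wild type. Scaling between libraries would move both lists alike, but with cytokines late germline genes lay 1.36 above the median of all genes (SD between replicates 0.62), a distance that no factor changes, and early PGC genes below it. Without cytokines library size alone gave a median of all genes of 0.48, against 0.028 under TMM, and late germline genes had 1.49 and 1.03, which speaks against that shift as the whole cause. Loss of TET proteins, and sorting, stay open.

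TKO PGCLCs with and without cytokines resembled each other. If both cultures had received the same signals, by carry-over or swapped labels, targets of BMP and LIF would not differ, but 5 were higher with cytokines at day 2 and 7 at day 6. BMP targets had medians of 0.64 (1 of 9 higher, 2) at day 2 and 0.39 (2, 2) at day 6, and LIF targets 0.89 (4 of 9, 6) and 1.48 (5, 6). For BMP targets at day 6 the median was 0.78 without replicate 2 of the day 6 TKO PGCLCs without cytokines and 0.077 and 0.69 without replicates 1 and 2 of those with cytokines, and scaling by library size alone gave −0.14. Socs3 rose by 3.43 (SE 0.32, adjusted p = 7.12e-05) and 3.77 (SE 0.32, adjusted p = 2.52e-05), Klf4 by 2.16 (SE 0.35, adjusted p = 0.00377) and 2.46 (SE 0.35, adjusted p = 0.00143), and Id1 by 3.06 (SE 0.64, adjusted p = 0.0164) and 2.76 (SE 0.63, adjusted p = 0.0218) at days 2 and 6.

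Naive ESC-like cells in the whole TKO aggregates may contribute to their pluripotency genes. The naive list against day 6 wild-type PGCLCs had medians of 0.19 with cytokines (2 of 10 higher, 2) and −0.52 without (1 higher and 2 lower, the same counts over the list) at day 6, and 0.43 (1 higher, 1) and −0.56 (1 higher and 2 lower, 1 and 3) at day 2. This cannot be told apart from naive genes of the PGCLCs themselves, because the medians went both ways and wild-type PGCLCs express the list too. At day 6 with cytokines the median was 0.11 and 0.35 without replicates 1 and 2 of the day 6 TKO PGCLCs with cytokines. The day 2 median with cytokines was 0.055 without replicate 1 of the day 6 wild-type PGCLCs and 0.16 without replicate 1 of the day 2 TKO PGCLCs with cytokines, and that without cytokines −0.35 without replicate 2 of the day 6 wild-type PGCLCs. Of the 10 genes 3 are also among the LIF targets.

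Prdm1, Nanos3 and other PGC genes were lower in TKO PGCLCs than in the sorted wild-type PGCLCs. Nanos3 had −1.31 (SE 0.38, adjusted p = 0.0258) with and −1.94 (SE 0.39, adjusted p = 0.00274) without cytokines at day 2. Early PGC genes had medians of −1.83 with and −1.92 without cytokines there. Other cells in the unsorted TKO aggregates would lower pluripotency genes as well, and they cannot be told apart from lower levels in the PGCLCs, because the naive list went both ways, with a median of 0.43 with cytokines (6 genes higher and 4 lower, replicate SD 0.55) and −0.56 without (3 higher and 7 lower), and ESC-like cells would hold it up. Without replicate 1 of the day 6 wild-type PGCLCs the naive median with cytokines was 0.055, and without replicate 1 of the day 2 TKO PGCLCs with cytokines 0.16, and that without cytokines was −0.35 without replicate 2 of the day 6 wild-type PGCLCs. Esrrb had −0.76 (SE 0.61, adjusted p = 0.410) with and −1.001 (SE 0.62, adjusted p = 0.262) without cytokines, and in a model of only the libraries compared they were −0.75 with an adjusted p of 0.00554 (0.00554 to 0.541 over the alternatives) and −0.98 with 4.22e-05 (4.22e-05 to 0.475). Loss of TET proteins and a different mix of cell states stay open.

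Neural genes were lower in TKO aggregates than in day 6 wild-type cells without cytokines. A general absence of differentiated cells would leave endoderm genes at their level in TKO EpiLCs, but in day 6 TKO PGCLCs they had a median of 1.46 with cytokines (1.54 with bounds, 4 of 6 higher, 4; 2.70 without replicate 1 of the TKO EpiLCs) and 2.73 without (3, 6). Mesoderm genes had −0.36 with cytokines (1 of 7 higher and 1 lower, 1 and 2) and 0.045 without (1 higher over all genes). The mesoderm median with cytokines was 1.37 and −0.85 without replicates 1 and 2 of the TKO EpiLCs and −1.39 and −0.024 without replicates 1 and 2 of the day 6 TKO PGCLCs with cytokines. Without cytokines it was 1.12 and −0.83 without replicates 1 and 2 of the TKO EpiLCs and −0.048 without replicate 2 of the day 6 TKO PGCLCs. Which cells express these genes was not tested.

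Markers that the paper measured by RT-qPCR in other samples were read in these libraries. Its 8 germ layer markers in day 6 TKO PGCLCs against TKO EpiLCs had medians of 1.58 with (5 higher, 6) and 2.39 without cytokines (5, 7). The 2 germline markers against day 6 wild-type PGCLCs, Dppa3 and Ddx4, had −0.21 and −0.078, with Dppa3 lower and Ddx4 higher (1.05 (SE 0.32, adjusted p = 0.0307) and 1.12 (SE 0.31, adjusted p = 0.0173)) in both. Under library size alone Ddx4 with cytokines had 0.99 with an adjusted p of 0.0712 (0.0113 to 0.0712 over the alternatives) and Dppa3 without cytokines −0.82 with 0.118 (0.000338 to 0.118). With cytokines that median was −0.10 without replicate 1 of the day 6 wild-type PGCLCs and 0.093 and −0.62 without replicates 1 and 2 of the day 6 TKO PGCLCs, and without cytokines 0.037 and −0.18, and −0.20 and 0.022, in the same order of replicates 1 and 2. The 4 formative markers between TKO and wild-type EpiLCs had 0.42 (1 lower, 1 higher and 1 lower), 0.25 without replicate 2 of the wild-type and 0.19 without replicate 2 of the TKO EpiLCs. Pou3f1 was the lower one, with −1.27 (SE 0.28, adjusted p = 0.0101), and Otx2 had 0.94 (SE 0.83, adjusted p = 0.513).

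Naive genes were at 1.11 in TKO against wild-type EpiLCs (3 of 10 higher, 7), which was 1.71 and 0.66 without replicates 1 and 2 of the wild-type and 0.53 without replicate 2 of the TKO EpiLCs. Formative and primed genes had −0.99 there (4 of 8 lower, 5). Compared to those of day 6 wild-type PGCLCs they were at 0.77 in day 6 TKO PGCLCs with cytokines (1 higher and 1 lower, 2 and 1; 0.50 without replicate 2 of that group) and 1.81 without (6 higher, 6). Imprinted genes had 0.0050, or 0.014 with bounds, in EpiLCs (3 of 23 higher and 1 lower), 0.12 in day 6 TKO PGCLCs with cytokines (5 and 2) and 0.65 without (7 and 1, 7 and 3). The imprinted median in EpiLCs was −0.22 and −0.12 without replicates 1 and 2 of the wild-type and −0.52 and 0.22 without replicates 1 and 2 of the TKO EpiLCs. At day 6 with cytokines it was −0.00089 and 0.29 without replicates 1 and 2 of the day 6 wild-type PGCLCs and −0.039 without replicate 2 of the TKO group, and without cytokines 0.41 without replicate 1 of the TKO group.

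Ddx3y on the Y chromosome had 15.4 ± 7.76 normalised counts in TKO and 880.2 ± 129 in wild-type EpiLCs, a log2 fold change of −5.82 (SE 0.46, adjusted p = 8.74e-06). Loss of the Y chromosome or of the region would lower its neighbours as well, but Uty had −0.062 (0.070 without replicate 2 of the wild-type and 0.087 without replicate 1 of the TKO EpiLCs) and Eif2s3y −0.39, while Kdm5d, named after its value was seen, had −2.46 (SE 0.97, adjusted p = 0.119). Uty, Eif2s3y and Kdm5d lie on the same side of Ddx3y, so their levels do not test a deletion that runs the other way. Y chromosome genes had a median of −1.42 in EpiLCs (1 of 4 lower, 2) and −0.27 in day 6 TKO against wild-type PGCLCs with cytokines (1, 1), and 8 neighbours on the Y chromosome, 4 of them in the first list, −0.55, or −0.51 with bounds, in EpiLCs (1, 1). Medians in EpiLCs were −0.56 without replicate 2 of the wild-type and −0.94 and −2.33 without replicates 1 and 2 of the TKO EpiLCs for the first list, and −0.055 and −2.81 without the latter 2 for the neighbours. At day 6 they were −0.49 and −0.0046 without replicates 1 and 2 of the wild-type and −0.11 and −0.48 without replicates 1 and 2 of the TKO group. A deletion within the gene, or of the gene and what lies on its other side, stays open, and so does regulation by TET proteins.

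Olfactory receptor (Olfr), vomeronasal receptor (Vmn1r, Vmn2r) and defensin (Defb) genes had more counts per kilobase in day 6 TKO PGCLCs with cytokines than in day 6 wild-type PGCLCs, by factors of 3.22, 2.60, 2.41 and 8.43, and without cytokines by 2.79, 1.78, 1.96 and 3.22. Genomic DNA in the libraries would raise all 4 by a similar factor. The largest factor was 3.50 times the smallest with and 1.81 times without cytokines, and the explanation cannot be told apart from transcription of some family members because few counts fell on these genes. Loss of TET proteins was not tested as a cause.

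Liver genes in TKO PGCLCs with against without cytokines had medians of −1.41 at day 2 (1 of 5 lower, 1 higher and 4 lower) and −1.09 at day 6, where that median was −0.46 and −0.66 without replicate 1 of the libraries without and with cytokines, and 2 of the list's 10 genes are in the endoderm list too. The only blood gene tested had −0.26 and 0.19. It was 0.050 and −0.64 at day 2 without replicates 1 and 2 of the libraries with cytokines, and at day 6 0.52 and −0.069 without replicates 1 and 2 of those without and 0.57 and −0.36 of those with cytokines.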
